# Comparative analyses of co-evolving host-parasite associations reveal unique gene expression patterns underlying slavemaker raiding and host defensive phenotypes

**DOI:** 10.1038/s41598-018-20262-y

**Published:** 2018-01-31

**Authors:** Austin Alleman, Barbara Feldmeyer, Susanne Foitzik

## Abstract

The transition to parasitism is a drastic shift in lifestyle, involving rapid changes in gene structure, function, and expression. After the establishment of antagonistic relationships, parasites and hosts co-evolve through reciprocal adaptations, often resulting in evolutionary arms-races. Repeated evolution of social parasitism and slavery among *Temnothorax* ants allows us to examine those gene expression patterns that characterize slavemaker raiding and reciprocal host defensive phenotypes. Previous behavioural studies have established that raiding strategies between *Temnothorax* slavemakers diverge, while host defense portfolios shift similarly under parasite pressure. We are the first to confirm this at the molecular level, revealing that slavemaking species exhibit a wider variety of genes with species-specific patterns of expression within their raiding phenotypes, whereas expression similarity is commonly found during the non-raiding phenotype. Host species response to slavemaker aggression, however, is indicated by strong changes in the expression of a relatively few number genes. Additionally, the expression of individual genes such as *Acyl-CoA-Delta(11) desaturase* and *Trypsin-7* is strongly associated with the raiding phenotype of all three slavemaking species. Here, we provide novel insight into the gene expression patterns associated with raiding and nest defense behavior in *Temnothorax* ants, suggesting lineage-specific evolutionary patterns among both slavemakers and hosts.

## Introduction

Understanding the processes that shape the evolutionary trajectories of organisms is a long-standing goal of the biological sciences. Parallel and convergent evolutionary patterns are of particular interest, raising questions as to the predictability and repeatability of evolution. Understanding the molecular mechanisms leading to the repeated evolution of similar phenotypes allows for the elucidation of factors that shape biological diversity. Phenotypic convergence can arise through many molecular mechanisms, where similarities can occur at a number of different hierarchical levels (nucleotide, gene, pathway, etc.)^1^. As genetic constraints can strongly influence probability of convergent or parallel evolution, the occurrence similar phenotypes is more likely within closely-related lineages containing similar genetic and molecular repertoires. Co-evolution among parasites and their hosts offers a unique and ideal system in which to investigate how convergent and parallel evolution affect ecological diversification^2^. Relatedness between parasite and host can vary widely between taxa. While some parasites are only distantly related to their hosts, such as viruses and their human hosts, many parasites – such as avian brood parasite – share close phylogenetic ties^3^. There are few systems where closely-related parasites and hosts occur as frequently as in social insects. Characterized by variable phenotypes and complex social systems, insect societies are particularly susceptible to exploitation by closely-related taxa^4,5^. Often occurring as a mechanisms of circumventing the cost of parental care, social parasitism is widespread within bees^6–12^ and ants^13,14^, and not uncommon within wasps^15–17^.

Within the ant genus *Temnothorax*, social parasitism has evolved multiple times independently^18–20^. As such, many characteristics ideal for investigating the molecular basis of phenotypic traits associated with social parasitism may be found within this genus. (1) *Social parasites are often closely-related to their hosts, and as such share genetic ancestry*; and *Temnothorax* is no exception. One small North American clade is comprised of three slavemakers (*Temnothorax americanus*, *T. pilagens*, and *T. duloticus*) and their three closely related host species (*T. ambiguus*, *T. longispinosus*, and *T. curvispinosus*). The obligate slavemaking species of this taxon, *T. americanus* (genus name recently changed from *Protomognathus*^21^), *T. duloticus*, and *T. pilagens*, all display active raiding and slavemaking behaviour^22–24^.

(2) *Socially-parasitic species have lost many traits essential for a free-living lifestyle*. Slavemakers reside within their own mixed-species nests, but carry out destructive ‘*slave raids*’ against nearby host colonies in order to steal brood and thus strengthen their own workforce^4^. From these stolen host larvae and pupae, a new generation of slaves will develop, which will subsequently carry out all routine worker tasks – such as brood-care and foraging - in the slavemaker nest. In stark contrast, slavemaker workers have almost completely lost the ability to work, and instead are highly specialized for raiding^25^. Slavemaker workers and queens alike have developed mechanisms to subvert, disrupt, or otherwise bypass ordinary host recognition and communication systems^26–29^. In addition to slavemaker-specific morphological characteristics such as powerful mandibles^22,23^, potent stingers^23,24^, and enlarged petioles^25^, slavemakers often employ the Dufour’s gland and other glandular secretions to manipulate hosts^30,31^, mimic host profiles^32^, or obtain recognition cues directly from hosts in order to camouflage themselves^33^.

Indeed, this rapid diversification of species-specific mechanisms and strategies within social parasites is a direct indication of (3) *increased phenotypic diversity*, *a result of loosened phenotypic constraints associated with the transition away from a free-living lifestyle*^34^. The most phylogenetically distant *Temnothorax* slavemaker, *T. americanus* – which split from its non-parasitic ancestors between 22 and 12 million years ago^20^ – is also the most behaviourally and morphologically distinct (Fig. 1). This social parasite is able to exploit all three host species within this clade, *T. longispinosus*, *T. ambiguus*, and *T. curvispinosus;* though it clearly prefers *T. longispinosus*^35^. *T*. *americanus* utilizes glandular secretions to manipulate host defenders^23,30,31^, whereas raids conducted by *T. duloticus*, primarily against *T. curvispinosus*, tend to be more destructive since *T. duloticus* workers are much more prone to stinging host defenders to death^23,36–38^. *T. pilagens* preferentially raids *T. ambiguus* colonies, though will opportunistically target *T. longispinosus* as well^39^. Unique among *Temnothorax* slavemakers, raids by *T. pilagens* often remain peaceful, as hosts appear to be unable to recognize invading *T. pilagens* raiders^24^. In such cases, slavemakers are even able to lead adult host workers into slavery. In those raids where it is recognized as an enemy, *T. pilagens* responds violently to host attacks, stinging defending hosts and imparting high mortality upon the host colony^24^.

**Figure 1:**
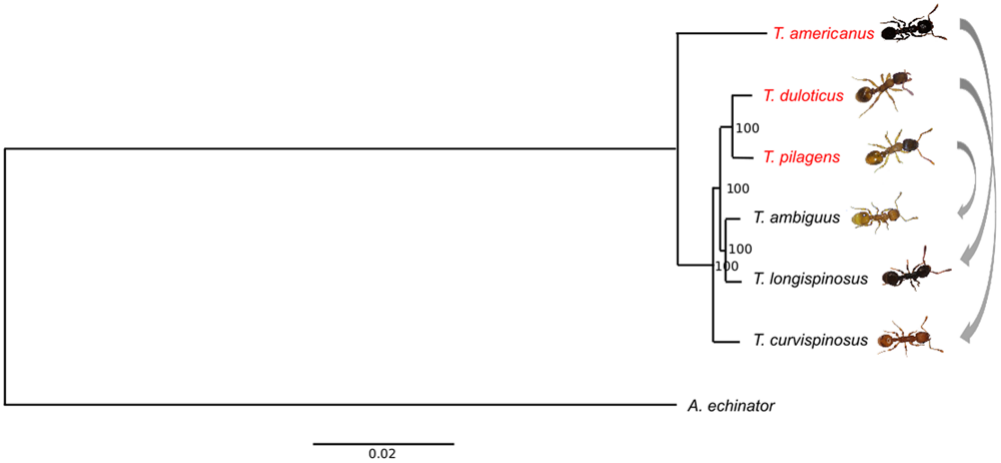
Maximum Likelihood phylogenetic relationship between the six *Temnothorax* species herein examined, with *Acromyrmex echinatior* as outgroup (used with permission^19^). Produced using RaxML based on 5199 orthologous gene clusters (ML boostrap values given at each node). Slavemaker *T. americanus* preferentially parasitizes *T. longispinosus*, *T. duloticus* preferentially parasitizes *T. curvispinosus*, and *T. pilagens* preferentially parasitizes *T. ambiguus*.

Presented with ever-evolving mechanisms of subversion and aggression by slavemaking species, hosts respond through defensive mechanisms that minimize the loss of individuals to raiding or aggression^40–42^, highlighting that (4) *parasite and host are engaged in an evolutionary arms race*. During slave raids, host colonies not only lose their brood, but workers and queens often die during defense of the colony. Accordingly, these raids can exert high fitness costs upon host colonies^36,43–45^. This results in continuous adaptation and counter-adaptation on both sides, with parasites having the advantage in some cases^46,47^, and hosts in others^46,48^.

Additionally, *Temnothorax* slavemakers and hosts alike display complex behaviours that are easily observed and recorded in a laboratory setting. This facilitates smooth integration of both molecular and phenotypic studies. These above factors, taken together, allow for effective elucidation of the molecular components underlying the behaviour and physiology of organisms with shared evolutionary history, as well as the examination of similarities and differences in phenotypes arising within the same environmental context.

The objectives for this project are informed by three primary assumptions about the molecular evolution of social parasitism, first outlined by Cini *et al*. (ref.^32^): (1) Firstly, *trait novelty or commonality will be reflected at the molecular level*. Within closely-related species, phenotypic diversification often operates through gene-regulatory shifts, rather than sequence alterations to protein-coding genes^49,50^. (2) *Novel molecular processes underlie lineage-specific phenotypes*. While groups of conserved genes associated with convergent social behaviours have been found in a number of eusocial insects^51–54^; more recent work has also revealed that eusocial lineages can harbor novel genes that are associated with eusocial behaviours^55–58^. (3) Lastly, that *conserved regulatory processes underlie the response to a shared environment*. In contrast to raiding behaviour, *Temnothorax* slavemakers display much more behavioural similarity when out of raiding season, universally possessing a reduced capacity for normal nest-work and a less active lifestyle. Given this, we might expect that gene regulation in this behavioural phenotype may indeed be more similar between species, certainly more so than expression patterns during the raiding phenotype. Here, we utilized an RNA-Seq approach following behavioural experiments in order to identify regulatory patterns involved in slavemaker raiding behaviour and host defensive behaviour by focusing on the three slavemakers (*T. americanus*, *T. pilagens*, and *T. duloticus*) and their three preferred host species (*T. ambiguus*, *T. longispinosus*, and *T*. *curvispinosus*). Workers of these species were collected during two different behavioural phenotypes: a raiding and a non-raiding phenotype. For hosts, the raiding phenotype is typified by active nest defense of hosts against a slavemaker raid, and the non-raiding phenotype characterized by a normal, non-antagonistic nest-life. For slavemakers, the raiding phenotype is typified by active slave raiding behaviour aimed at subverting host defenses and stealing host brood, and the non-raiding phenotype characterized by slavemakers within their own nests outside of raiding season. Workers of host species were collected (1) before any contact with slavemakers, and (2) during active nest defense from raiding slavemakers; and slavemakers workers collected (1) out of raiding season, and (2) during a slavemaking raid. The use of separate behavioural phenotypes allows for the disentanglement of intra-species (between behavioural phenotypes of a single species) and inter-species (within behavioural phenotypes across species) signatures of differential gene expression. Thus, by comparing three slavemaker and three host species, we were able to elucidate whether or not raiding or defensive strategies evolved along independent, species-specific trajectories, or whether these behaviours evolved in parallel within this genus.

## Results

### Transcriptome Sequencing and Assembly

In total, we obtained 1.16E + 09 raw reads across all six species, with an average of 24-million raw reads per replicate (Supplementary Table S1). Finalized transcriptomes vary from 43,664 contigs (*T. ambiguus*) to 79,227 contigs (*T. curvispinosus*), with N50 values ranging from 2,973 to 3,606 (Supplementary Table S2). The *T. ambiguus* transcriptome is the smallest, whereas the *T. curvispinosus* transcriptome is the largest. Total number of contig BLAST annotations varied between 16,433 and 31,636, with single gene annotations ranging from 10,206 in *T. pilagens* to 18,396 in *T. curvispinosus* (Supplementary Tables S1 and S2).

### Gene Expression and Weighted Gene Co-Expression Network Analyses

DEGs were determined to be up-regulated in either one of two phenotypes: a *raiding* and a *non-raiding* phenotype. 

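RNA was sequenced from pools of 6 whole workers, 2 from each of 3 colonies, with 4 libraries per species and state for 3 slavemakers and 3 hosts, 48 libraries in all. The raiding state is the raid in slavemakers and nest defense in hosts, and the non-raiding state is the time outside the raiding season in slavemakers and the time before a raid in hosts. Because non-raiding slavemakers were collected in autumn, after the raiding season, season and state cannot be told apart in the slavemakers. In hosts the workers taken before a raid were foragers, collected on the first day of the trials, and the defenders were workers fighting near the nest. Worker task and state therefore cannot be told apart in the hosts. Libraries are named by their titles, with BR before and DR during a raid. The paper removed 6 libraries as outlying (Supplementary Fig. S3): T. americanus raiding replicate DR_439, T. pilagens raiding replicate DR_687, T. longispinosus non-raiding replicate BR_425 and raiding replicate DR_430, and T. curvispinosus non-raiding replicate BR_411 and raiding replicate DR_414. Values below rest on the 42 libraries it kept, and those over all 48 are given for some results. The submitters' processing notes name FastQC, Trimmomatic, TopHat2 2.0.13 and Bowtie, and the authors deposited counts of reads per contig of 1 assembly per species. Total counts in the kept libraries of T. americanus were 6.47 to 25.4-million (median 19.5) in the non-raiding state and 17.5 to 32.9-million (median 18.5) in the raiding state. In T. duloticus they were 21.5 to 49.1-million (median 34.9) and 19.0 to 28.6-million (median 27.3), and in T. pilagens 15.7 to 16.9-million (median 16.2) and 14.5 to 18.8-million (median 17.0). Among hosts, T. longispinosus libraries held 20.2 to 21.4-million counts (median 20.9) before a raid and 20.3 to 25.4-million (median 21.4) in defense. The libraries of T. curvispinosus held 20.2 to 31.1-million (median 26.7) and 5.94 to 33.6-million (median 21.9), and those of T. ambiguus 11.8 to 17.1-million (median 15.9) and 10.1 to 13.1-million (median 12.0). The paper gives an average of 24-million raw reads per library, and the values here use the counts, whose mean over all 48 libraries was 22.9-million. Within each species, contigs that passed edgeR's filter on low counts (33331 in T. ambiguus to 42631 in T. curvispinosus) were tested between the states with edgeR's quasi-likelihood test after TMM scaling. A contig counts as changed at a Benjamini-Hochberg adjusted p under 0.05, and every log2 fold change is raiding over non-raiding. A protein name is the best match, in another species, that the authors' deposited tables give for 2140 contigs, so only contigs the authors called carry a name. Several contigs can hold parts or near-identical copies of 1 gene and share its reads, so a single contig's change is uncertain as a measure of its gene. The states follow the sample labels. All 12 slavemaker libraries with a letter tag in the contig names carry letters that can be read as those of the other state, although no source explains the tags and those of the hosts have the letters of the labelled state, and the count table of T. duloticus heads its raiding libraries with the letters for before a raid, so its columns were matched by library number.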

A total of 3,381 genes were found to be differently-expressed between these two phenotypes of the slavemakers (*T. americanus*: 975, *T. duloticus*: 890, and *T. pilagens*: 1616; Fig. 2) and 697 genes differentially-expressed within the hosts’ two phenotypes (*T. longispinosus*: 209, *T. curvispinosus*: 108, and *T. ambiguus*: 380; Fig. 2; complete lists contained in Supplementary Tables S3 and S4). 

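In T. americanus, ATP-binding cassette sub-family G member 4, a lipid transporter, fell in raiding workers from 59.8 ± 9.37 CPM (counts-per-million; SD, n = 4) to 3.36 ± 1.43 (SD, n = 3), a log2 fold change of −4.14 (SE 0.33, edgeR adjusted p = 0.00598). Tissue-nonspecific alkaline phosphatase, an enzyme that frees phosphate, rose by 1.63 (SE 0.14, edgeR adjusted p = 0.00615). In T. duloticus, scavenger receptor class B member 1, a lipoprotein receptor, fell by 3.82 on the log2 scale (SE 0.56, edgeR adjusted p = 0.0343; called in 3 of 8 fits without 1 library). In T. pilagens, a geranylgeranyl pyrophosphate synthase-like contig, named for an enzyme of isoprenoid synthesis, fell by 6.33 (SE 0.74, edgeR adjusted p = 0.00793), while protein lethal(2)essential for life, a small heat shock protein, rose from 4697 ± 919 CPM (SD, n = 4) to 14638 ± 3066 (SD, n = 3), a log2 fold change of 1.64 (SE 0.20, edgeR adjusted p = 0.00805). Apart from the scavenger receptor, these contigs were called in every fit that left out 1 library. In total 325 of 40389 contigs changed in T. americanus, 151 of 41591 in T. duloticus and 1105 of 38402 in T. pilagens. With all libraries 907 changed in T. americanus and 1747 in T. pilagens. No contig changed by edgeR's quasi-likelihood test in the hosts, where the unadjusted p was under 0.05 for 1447 contigs of T. longispinosus, 1270 of T. curvispinosus and 2683 of T. ambiguus, and adding the removed libraries called none either. Without the low-count filter the likelihood ratio test called 177, 93 and 347 contigs in these hosts and 1115, 905 and 1917 in T. americanus, T. duloticus and T. pilagens, and DESeq2 called 100, 68 and 470 in the hosts and 1841, 1951 and 2840 in the slavemakers. In T. americanus the count fell to 131, 212, 178 and 157 without non-raiding replicates BR_433 to BR_436 and to 64, 22 and 74 without raiding replicates DR_437, DR_438 and DR_440. In T. duloticus it was 45, 46 and 35 without non-raiding replicates BR_417, BR_419 and BR_420 and 45, 80 and 75 without raiding replicates DR_421, DR_422 and DR_423. For T. pilagens it was 715, 351 and 452 without non-raiding replicates BR_680, BR_681 and BR_682 and 248 and 420 without raiding replicates DR_684 and DR_685. Leaving out non-raiding replicate BR_412 gave 1 call in T. curvispinosus, and leaving out non-raiding replicate BR_690 gave 5 in T. ambiguus.

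**Figure D1:**
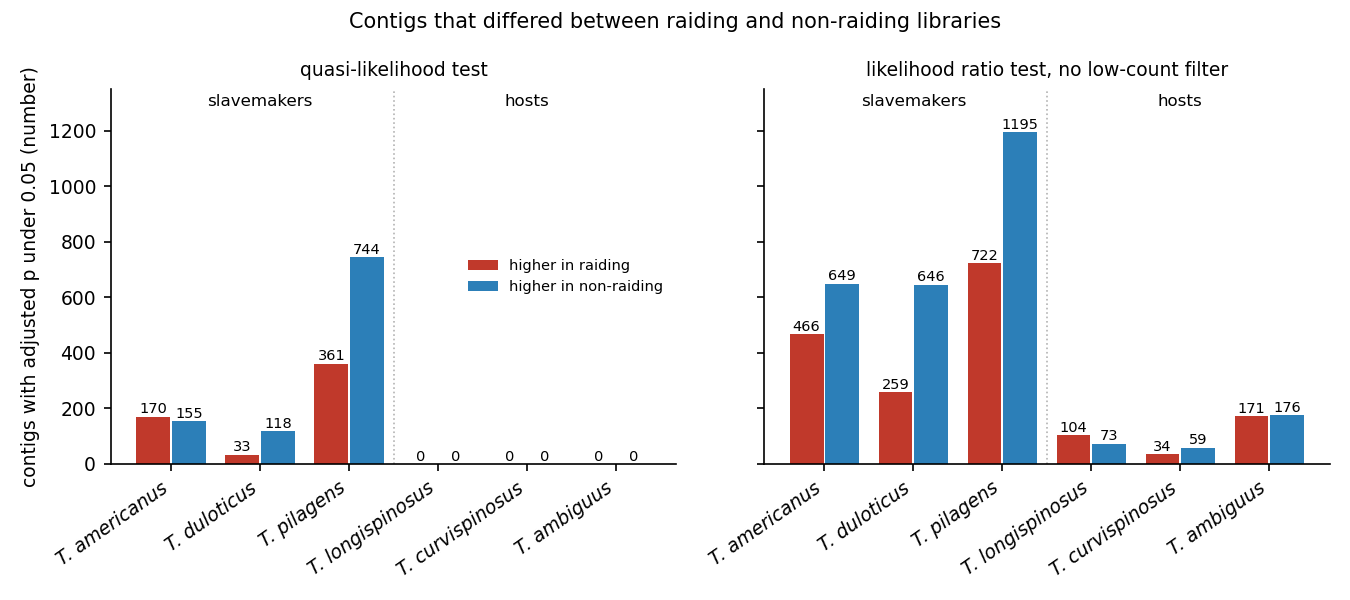
Number of contigs called by edgeR's quasi-likelihood test in each species (adjusted p under 0.05), with those higher in the raiding and in the non-raiding state shown separately. T. americanus has 170 and 155, T. duloticus 33 and 118, T. pilagens 361 and 744, and the hosts have none.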

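Of the digestive protease list, which holds enzymes that break down food proteins and also serine proteases named for roles in development, 4 of 9 tested contigs fell in T. duloticus and 11 of 16 in T. pilagens, with none higher. In T. americanus 2 of 8 fell (1 without the filter), 1 of them serine protease gd, of the developmental kind. In T. pilagens the contig of aminopeptidase N with a log2 fold change of −1.19 (SE 0.13, edgeR adjusted p = 0.00585) went from 1381 to 603 CPM and was called in every fit without 1 library, while chymotrypsin-2 fell by 1.24 (SE 0.20, edgeR adjusted p = 0.0212; called in 3 of 7 such fits). None of the 16 protease contigs tested in hosts changed by edgeR's quasi-likelihood test, while by the likelihood ratio test 6 were higher in T. longispinosus and 7 higher and 2 lower in T. ambiguus (6, and 8 and 2, by DESeq2). When adjusted over the list alone, 5 were higher and 28 lower among the 33 tested in slavemakers, and 14 higher and 2 lower in hosts. These contigs were chosen by the study on the same samples, so their direction is not independent evidence, and the list's share of lower calls did not stand apart from that of other named contigs (Fisher's exact test, p = 0.33 in T. pilagens, 0.943 in T. americanus and 1 in T. duloticus after adjustment over 49 tests). Over all tested contigs, 0.805% changed in T. americanus against 0 contigs in its host T. longispinosus, 0.363% in T. duloticus against 0 in T. curvispinosus and 2.88% in T. pilagens against 0 in T. ambiguus. Chi-square tests over the tested contigs, which are not independent replicates, gave p = 2.63e-69, 1.36e-35 and 7.7e-214. T. duloticus had 4 libraries per state against 3 in T. curvispinosus, and with 3 its count fell from 151 to a median of 6.5 (3 to 121 over 16 choices). By the likelihood ratio test without the filter, where hosts had calls, the slavemaker's share was 6.52, 11.3 and 4.98 times its host's.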

Examination of each slavemaker-host pair revealed that the ratio of DEGs from all expressed genes was higher in slavemakers than their preferred host species (*T. amer - T. longi:* χ² = 531.1; p < 0.0001; *T. dul – T. curvi:* χ² = 1133.6; p < 0.0001; *T. pila – T ambi*: χ² = 1916.8; p < 0.00001). Slavemaking species also displayed fewer genes up-regulated during raids when compared to the non-raiding phenotype (*T. amer:* χ² = 20.9; p < 0.0001; *T. dul:* χ² = 49.2; p < 0.00001; *T. pila*. χ² = 81.9; p < 0.00001). In contrast, however, we found no difference in the ratio of DEGs between phenotypes within two hosts, and, in the case of *T. longispinosus*, an *increased* number of genes up-regulated during nest defense (*T. longi:* χ² = 7.4 p < 0.01; *T. ambi*. χ² = 0.3; p = 0.56; *T. curvi*. χ² = 0.3; p = 0.58). Additionally, hosts possess a greater proportion of genes up-regulated during their defense when compared to the number of genes up-regulated during the slavemakers raiding phenotype (χ² = 86.6, p < 0.0001). 

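Of the carbohydrate use list, which holds enzymes and transporters of sugars, 7 of 10 tested contigs fell in raiding T. americanus, 9 of 12 in T. pilagens and 1 of 6 in T. duloticus, and none rose (28 lower in all when adjusted over the list alone). The list's direction did not stand apart from that of other named contigs (Fisher's exact test, adjusted p = 0.193, 0.373 and 1). Alpha-glucosidase, which splits sugars from larger carbohydrates, fell in T. pilagens from 152 to 23.3 CPM, a log2 fold change of −2.71 (SE 0.23, edgeR adjusted p = 0.00233), and maltase 2 fell from 1143 to 472 CPM (−1.28, SE 0.10, edgeR adjusted p = 0.00222), both called in every fit without 1 library. Hexokinase-2, which takes glucose into glycolysis and is outside the list, fell by 1.37 in T. duloticus (SE 0.13, edgeR adjusted p = 0.00732; called in every such fit). Trehalase, which splits the blood sugar of insects, fell by 1.14 in T. americanus (SE 0.12, edgeR adjusted p = 0.0104), a call lost without raiding replicate DR_437 or DR_438, where the adjusted p was 0.062 and 0.0627. Cytochrome P450 contigs, enzymes of detoxification and lipid metabolism, went both ways: 11 of 58 rose and 18 fell (18 and 40 when adjusted over the list alone). The study chose both lists' contigs on these samples, so their direction is not independent evidence. The raiding state held the higher level in 33 of 151 changed contigs of T. duloticus (21.9%, two-sided exact binomial p = 2.05e-12), in 361 of 1105 of T. pilagens (32.7%, p = 3.65e-31) and in 170 of 325 of T. americanus (52.3%, p = 0.437). The binomial tests run over contigs, which are not independent replicates, so their p overstates the evidence for these shares. If the slavemakers' state labels were exchanged, which the tags leave open, these shares would be 78.15%, 67.3% and 47.7%. With all libraries the shares were 41.9% in T. americanus and 34.1% in T. pilagens. In T. americanus the share was 37.2% by the likelihood ratio test, 41.8% by the same test without the filter and 41.3% by DESeq2, and 58.5% without non-raiding replicate BR_434, where it passed the binomial test in the other direction.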

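In T. longispinosus all 6 tested contigs of digestive proteases had higher counts in defending workers, with a median log2 fold change of 4.86, and none changed by edgeR's quasi-likelihood test. Those of Trypsin-7 had 73.35% and 80.91% of their scaled counts in raiding replicate DR_431. In raiding replicate DR_432 chymotrypsin-1 had 66.06% and serine protease nudel 40.08%. In T. ambiguus the 6 tested contigs of fatty acid synthesis had a median log2 fold change of 1.73, also with no call, and the likelihood ratio test without the filter called all 6. All 4 tested contigs of antimicrobial and immune proteins, which act against infection, were lower in T. ambiguus when adjusted over the list alone. These lists hold only contigs that the authors called, so their direction is not independent evidence. In simulated data with known changes, the likelihood ratio test without the filter called 133 unchanged contigs in T. longispinosus, 139 in T. curvispinosus and 99 in T. ambiguus. DESeq2 called 109, 143 and 71. An unknown part of the host calls by these tests, possibly most in T. longispinosus and T. curvispinosus, may thus be false. With no host contig called by edgeR's quasi-likelihood test, the share higher in defense is given from the other tests. Its binomial tests run over contigs, which are not independent replicates. In T. longispinosus it was 75.9% of 83 contigs by the likelihood ratio test (two-sided exact binomial p = 2.43e-06), 58.8% of 177 without the filter (p = 0.0239) and 72% of 100 by DESeq2 (p = 1.26e-05). For T. curvispinosus it was 38.8% of 67 (exact binomial p = 0.0864), 36.6% of 93 (p = 0.0124) and 45.6% of 68 (p = 0.545). For T. ambiguus it was 53% of 300 (exact binomial p = 0.326), 49.3% of 347 (p = 0.83) and 52.1% of 470 (p = 0.381).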

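The lipid transport and lipolysis list went both ways in slavemakers, with 8 of 29 tested contigs higher in raiding and 7 lower (14 and 15 when adjusted over the list alone). Most of the called contigs were named alpha-tocopherol transfer protein, a carrier of vitamin E, or a protein like it, and these also went both ways. Fatty acid-binding protein, an intracellular lipid carrier, rose by 1.09 in T. duloticus (SE 0.14, edgeR adjusted p = 0.0224; called in 3 of 8 fits without 1 library) and by 1.56 in T. pilagens (SE 0.25, edgeR adjusted p = 0.0213; called in 3 of 7). In hosts none of the 6 tested contigs of this group changed by edgeR's quasi-likelihood test, while the likelihood ratio test called 2 higher in T. ambiguus and 1 lower in T. curvispinosus (DESeq2 2 and 0), and 5 were higher and 1 lower when adjusted over the list alone, which is not independent evidence since the study chose the contigs. By the likelihood ratio test the share of called contigs higher in the raiding state was 55.1% over the pooled contigs of the 3 hosts and 36.0% over those of the 3 slavemakers, a difference of 19.1 percentage points (20.7 between the means of species, two-sided exact permutation p = 0.1). Without the filter the pooled shares were 50.1% and 36.8% (means 12.2 points apart, exact permutation p = 0.3), and by DESeq2 54.6% and 39.5% (16.6 points, exact permutation p = 0.1). With exchanged labels in slavemakers the difference between means would turn, to −8.90, −15.8 and −3.48 points. With 3 species against 3, 0.1 is the smallest p this permutation can give.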

Lifestyle-specific dendrograms produced during weighted gene co-expression network analysis (WGCNA) (Fig. 3) also revealed that slavemaker samples clearly cluster first by species and secondarily by raiding phenotype. However, while hosts also cluster primarily by species, secondary clustering by phenotype is far less apparent.

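Protein smoothened, the membrane protein that passes on the Hedgehog signal, fell in T. pilagens by 1.15 on the log2 scale (SE 0.07, edgeR adjusted p = 0.00104), with a call in every fit without 1 library, and by 1.05 in T. duloticus (SE 0.12, edgeR adjusted p = 0.0129; called in 5 of 8 such fits). Carbonic anhydrase 2, which converts carbon dioxide and bicarbonate, fell by 1.19 in T. pilagens (SE 0.11, edgeR adjusted p = 0.00351; called in every such fit) and by 0.73 in T. duloticus (SE 0.09, edgeR adjusted p = 0.018; called in 2 of 8). Over all tested contigs, the libraries of the states lay apart in T. pilagens, with an ANOSIM R, which is near 0 without and 1 with full separation, of 1 (one-sided exact p = 0.0286). R was 0.646 in T. duloticus (exact p = 0.0286) and 0.426 in T. americanus (exact p = 0.0286), where 35 splits make 0.0286 the smallest p possible. Spearman correlations of log2 CPM averaged 0.861 within and 0.842 between states in T. pilagens, 0.874 and 0.862 in T. duloticus, and 0.858 and 0.847 in T. americanus. With raiding replicate DR_439 added, R in T. americanus was 0.542, and with replicate DR_687 added R in T. pilagens was again 1. In T. americanus R did not pass the exact test with Euclidean distance (0.241, exact p = 0.143) or over the 500 most variable contigs (0.407, exact p = 0.0571), and it was 0.107 without raiding replicate DR_438 and 0.926 without non-raiding replicate BR_436.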

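Among hosts, the ANOSIM R of the states was 0.406 in T. ambiguus (one-sided exact p = 0.0571), 0.185 in T. longispinosus (exact p = 0.5) and −0.111 in T. curvispinosus (exact p = 0.7). The mean Spearman correlation was 0.885 within and 0.879 between states in T. ambiguus, 0.876 both within and between in T. longispinosus, and 0.860 within and 0.864 between in T. curvispinosus. With the removed libraries R was 0.281 in T. longispinosus (exact p = 0.114) and −0.104 in T. curvispinosus (exact p = 0.8). With 3 libraries per state, as kept for T. longispinosus and T. curvispinosus, the 20 labelled splits allow no p under 0.05. R of T. ambiguus ran from 0.241 without non-raiding replicate BR_688 to 0.611 without raiding replicate DR_694. In T. longispinosus it ran from −0.167 without non-raiding replicate BR_426 to 0.333 without raiding replicate DR_429, and in T. curvispinosus from −0.5 without non-raiding replicate BR_409 to 0.167 without raiding replicate DR_413.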

**Figure 2:**
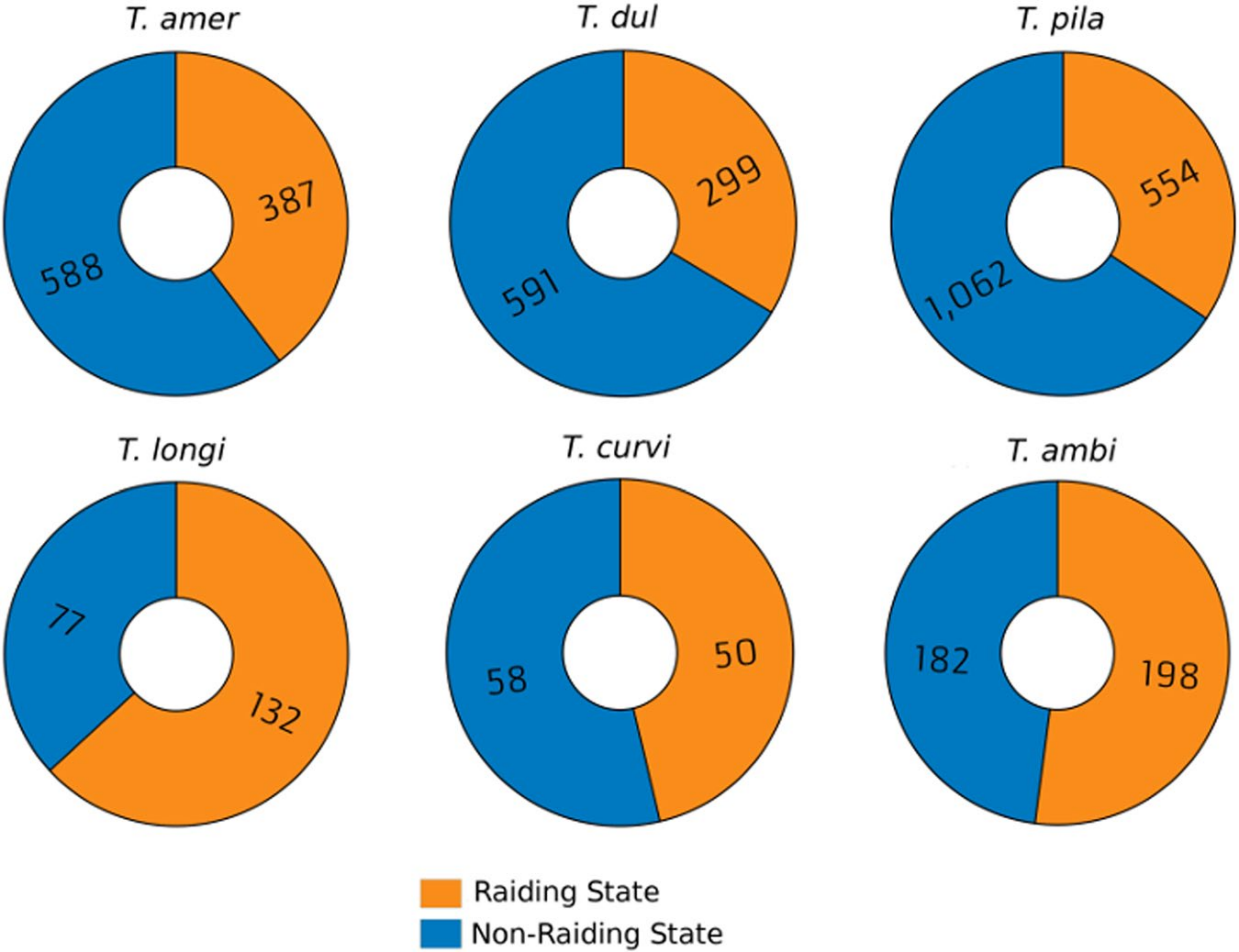
Number of genes found to be differentially-expressed within six *Temnothorax* species, up-regulated during either slavemaker or host raiding or non-raiding behavioral states. Upper row: Slavemakers; Bottom row: Hosts. Species abbreviations are as follows: *T. ambi: T. ambiguus, T. curvi: T. curvispinosus, T. longi: T. longispinosus, T. amer: T. americanus, T. dul: T. duloticus, T. pila: T. pilagens*.

**Figure 3:**
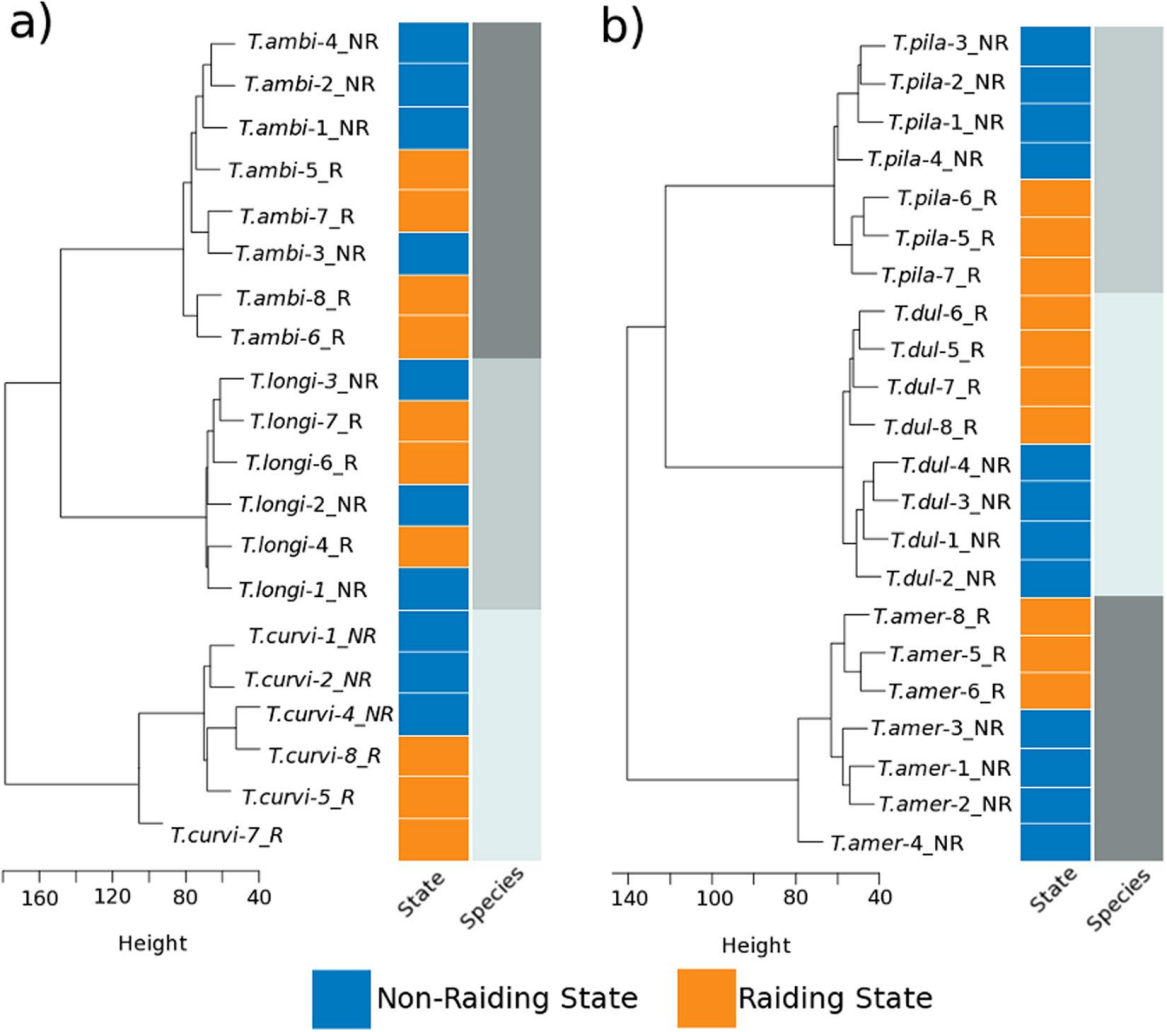
Dendrograms resulting from WGCNA of orthologous clusters. (**a**) WGCNA of host-specific clusters shows that samples group primarily according to species. Phenotype does not appear to have a strong influence on host grouping. (**b**) WGCNA of slavemaker-specific clusters yields patterns of grouping driven first by species and then secondarily by phenotype. Unlike hosts, phenotype does appear to be associated with more similar gene expression patterns within slavemakers.

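The insulin-degrading enzyme-like contig of T. pilagens, named for a metalloprotease that breaks down insulin and other small peptides, rose by 1.13 on the log2 scale in raiding workers (SE 0.12, edgeR adjusted p = 0.0052; called in every fit without 1 library). Insulin-degrading enzyme had higher counts in defending T. longispinosus, with a log2 fold change of 3.20 by edgeR's likelihood ratio test without the filter (SE 0.80, adjusted p = 0.0308), and was not called by its quasi-likelihood test (adjusted p = 1). Among contigs called by the quasi-likelihood test, the median size of the log2 fold change was 1.04 in T. americanus, 1.29 in T. duloticus and 0.90 in T. pilagens, and hosts had no called contig to compare. Medians by the likelihood ratio test without the filter were 1.92, 1.65 and 1.31 in these slavemakers and 6.59 in T. longispinosus, 7.33 in T. curvispinosus and 2.40 in T. ambiguus. The mean over 3 hosts exceeded that over 3 slavemakers by 3.82 (two-sided exact permutation p = 0.1, the smallest that 3 species against 3 allow). The difference was 2.94 among contigs called by the likelihood ratio test with the filter and 2.38 by DESeq2. Over all tested contigs, called or not, hosts minus slavemakers was −0.06 (exact permutation p = 0.2), and over the 200 contigs of smallest p in each species it was 0.43 (exact permutation p = 0.3). Both of these last comparisons were added after the data had been seen. An unknown part of the host calls behind the likelihood ratio and DESeq2 medians may be false, given the simulated data above.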

Providing additional insight into the differences in expression patterns between slavemaker and host, we also find that while slavemakers had in total more genes differentially expressed, the log fold change of DEGs was *lower* in slavemakers when compared to hosts (lmer: lifestyle: χ² = 9.14; p < 0.0025; behaviour: χ² = 1.69; p = 0.19; lifestyle *x* behaviour, χ² = 9.44; p < 0.0022; Fig. 4). Moreover, in slavemakers, the many up-regulated genes during the raiding phenotype shifted their expression *less* than up-regulated genes in the non-raiding phenotype, whereas the opposite holds true for the hosts (Fig. 4).

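Ribosomal proteins, the parts of the protein-making machinery, rose in raiding T. americanus and T. pilagens, where 16 of 21 tested contigs were higher and none lower (21 higher when adjusted over the list alone), and T. duloticus had 0 contigs in this list. In T. americanus 9 of 12 rose, among them 40S ribosomal protein SA from 290 to 557 CPM (log2 fold change 0.94, SE 0.07, edgeR adjusted p = 0.00598) and 40S ribosomal protein S24 (0.94, SE 0.08, edgeR adjusted p = 0.00598), both called in every fit without 1 library. In T. pilagens 7 of 9 rose, among them 60S ribosomal protein L18 (0.72, SE 0.10, edgeR adjusted p = 0.0128; called in 4 of 7 such fits) and 40S ribosomal protein S9, from 4.72 to 16.7 CPM (1.82, SE 0.30, edgeR adjusted p = 0.0216; called in 3 of 7). The direction stood apart from that of other named contigs in T. americanus (Fisher's exact test, adjusted p = 0.0119) and T. pilagens (Fisher's exact test, adjusted p = 0.00547), on contigs the study chose from these samples. The median size of the log2 fold change was 0.79 for contigs higher in raiding and 1.38 for those higher in non-raiding workers of T. americanus, 1.07 and 1.37 in T. duloticus, and 0.76 and 1.02 in T. pilagens. Raiding minus non-raiding averaged −0.38 (SD 0.18, n = 3 species), a sign that would turn if the slavemakers' state labels were exchanged. The mean difference was 0.02, with the opposite sign, by the likelihood ratio test without the filter. Hosts had no contig called by edgeR's quasi-likelihood test. Their medians by the likelihood ratio test were 3.40 in defense and 4.53 before a raid in T. longispinosus, 5.54 and 7.33 in T. curvispinosus, and 2.02 and 1.56 in T. ambiguus, so 1 host of 3 had the larger change in defense, against 2 of 3 by DESeq2, where T. longispinosus turned (2.96 and 1.58).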

**Figure 4:**
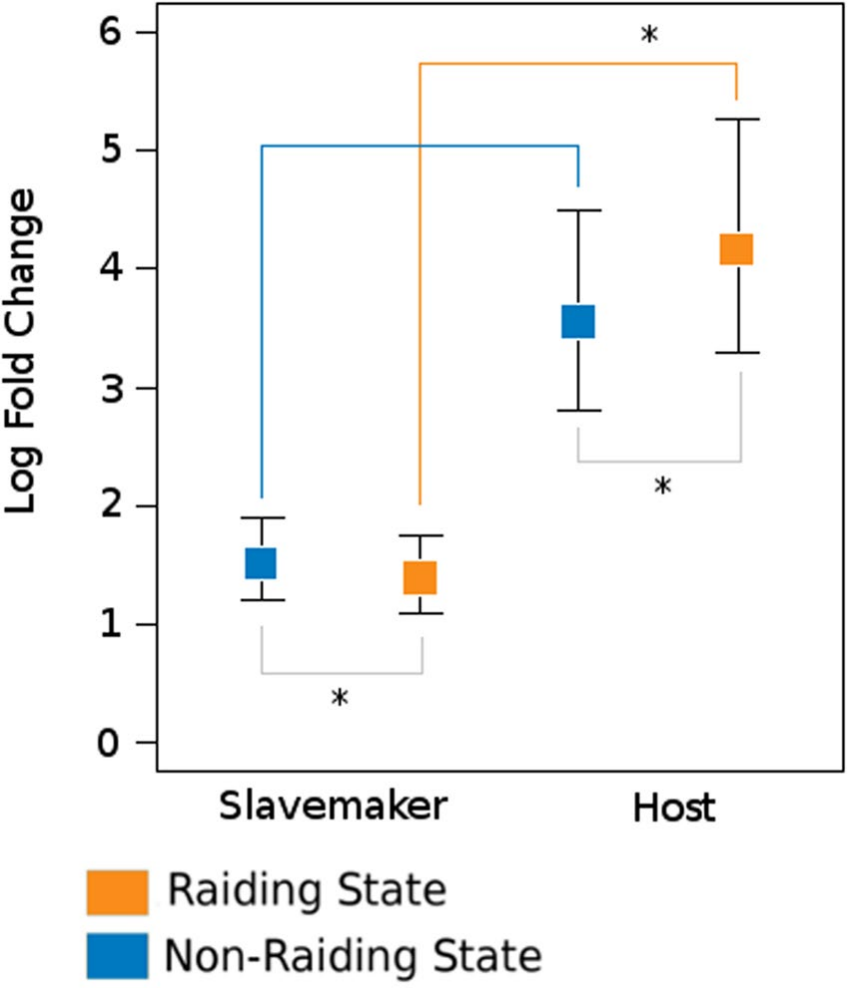
Average log fold change of differentially-expressed genes between behavioural phenotypes of hosts and slavemakers herein examined. While non-raiding phenotypes only show a trend towards differentiation between slavemaker and host (p < 0.059), the log fold change in expression between slavemaker and host during the raiding/defensive phenotypes (p < 0.028) does differ significantly. Log fold change within lifestyle groups between raiding and non-raiding phenotypes differ significantly for both slavemakers (p < 0.013), as well as hosts (p < 0.028).

In order to determine which genes shared similar expression patterns between species, we utilized gene cluster orthologs produced during a sister study^19^. The resulting Venn diagrams (Fig. 5) allowed us to visualize the number of genes possessing species-specific or shared expression patterns between species and phenotype. Within both slavemaker and host non-raiding phenotypes, the proportion of genes a] sharing expression patterns within at least two species (χ² = 8.037; p = 0.005), and b] possessing species-specific patterns of expression (χ² = 13.230; p < 0.0001), was higher in slavemakers. 

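The proteins called higher in non-raiding workers of all 3 slavemakers included enzymes of lipid and amino acid metabolism. The elongation of very long chain fatty acids protein, which lengthens fatty acids, fell in raiding workers by 1.19 in T. americanus (SE 0.16, edgeR adjusted p = 0.0208), 1.54 in T. duloticus (SE 0.18, edgeR adjusted p = 0.0129) and 2.67 in T. pilagens (SE 0.20, edgeR adjusted p = 0.00166). Branched-chain-amino-acid aminotransferase, the first enzyme of leucine and valine breakdown, had log2 fold changes of −0.92 (SE 0.16, edgeR adjusted p = 0.0472), −1.23 (SE 0.17, edgeR adjusted p = 0.0278) and −0.97 (SE 0.11, edgeR adjusted p = 0.00587) in the same order. Solute carrier family 41 member 2, a magnesium transporter, and Golgin subfamily A member 5, a protein of the Golgi apparatus, were also lower in each, the latter by 1.76 in T. americanus (SE 0.13, edgeR adjusted p = 0.00598). Of these calls, those of Golgin A5 in T. americanus and of the elongation protein and the aminotransferase in T. pilagens held in every fit without 1 library, and the aminotransferase of T. americanus was called in 1 of 7. In total 51 of 464 proteins higher in the non-raiding state were called in at least 2 slavemakers (11.0%) and 5 in all 3, and with all libraries 88 of 589 were called in at least 2. Hosts had none, since edgeR's quasi-likelihood test called no host contig. The likelihood ratio test without the filter gave 138 of 777 proteins shared in slavemakers (17.8%) and 0 of 85 in hosts, and DESeq2 gave 155 of 780 and 0 of 81.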

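Proteins higher in raiding workers of both T. americanus and T. pilagens included ones of muscle and nerve. Titin, the giant spring protein of muscle, rose by 0.99 in T. americanus (SE 0.10, edgeR adjusted p = 0.00924) and by 1.13 in T. pilagens (SE 0.11, edgeR adjusted p = 0.00439), the first call lost without raiding replicate DR_438 (adjusted p 0.0627). The glutamate receptor ionotropic kainate 2, a channel of nerve synapses, rose by 0.73 (SE 0.10, edgeR adjusted p = 0.0269; called in 1 of 7 fits without 1 library) and 0.85 (SE 0.13, edgeR adjusted p = 0.019; called in 2 of 7). The voltage-dependent calcium channel subunit alpha-2/delta-3, an accessory part of a channel, rose by 1.01 (SE 0.17, edgeR adjusted p = 0.0482; called in 1 of 7) and 0.90 (SE 0.13, edgeR adjusted p = 0.0145; called in 5 of 7). Over all proteins higher in the raiding state, 31 of 200 were called in at least 2 slavemakers (15.5%) and 3 in all 3. By edgeR's quasi-likelihood test hosts had none to compare. By the likelihood ratio test without the filter 52 of 372 raiding proteins were shared in slavemakers (13.98%) and 12 of 111 in hosts (10.8%), which did not differ (two-sided Fisher's exact test, p = 0.429). For the non-raiding proteins Fisher's exact test gave p = 2.13e-07 on the calls of that test, 5.22e-07 by the likelihood ratio test with the filter and 6.39e-08 by DESeq2. The share called in at least 2 species rises with the number called in each. Slavemakers had more proteins called (777 against 85 in the non-raiding state without the filter), so list size can account for part of this difference. No overlap by chance was computed, and proteins are not independent replicates. The comparisons between lifestyles also rest on the state labels. With exchanged labels in slavemakers, by the likelihood ratio test without the filter, 138 of 777 proteins would stand against 12 of 111 in hosts and 52 of 372 against 0 of 85, which was not tested.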

We found no difference in the ratio of commonly to privately expressed genes between slavemakers and hosts during their respective raiding phenotypes (χ² = 0.662; p = 0.416), though between non-raiding phenotypes, slavemakers show a trend towards a higher proportion of genes up-regulated compared to hosts (χ² = 3.807; p = 0.0511). Additionally, during the raiding phenotypes of all species examined, we note no significant difference in the ratio of genes commonly up-regulated (χ² = 3.47; p = 0.062), up-regulated by only two species (χ² = 0.02; p = 0.881), or privately up-regulated (χ² = 0.662; p = 0.416), between lifestyles. 

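Inositol-tetrakisphosphate 1-kinase, an enzyme of inositol phosphate signalling, rose in raiding T. pilagens by 1.51 on the log2 scale (SE 0.12, edgeR adjusted p = 0.00222; called in every fit without 1 library) and in T. americanus by 0.79 (SE 0.10, edgeR adjusted p = 0.0191; called in 2 of 7). The guanine nucleotide-binding protein subunit beta-like protein, a scaffold of the ribosome, rose by 0.89 in T. americanus (SE 0.09, edgeR adjusted p = 0.00963) and by 0.75 in T. pilagens (SE 0.10, edgeR adjusted p = 0.0117), each called in 5 of 7 fits without 1 library. Putative cytochrome P450 6a20 rose by 1.71 in T. americanus (SE 0.20, edgeR adjusted p = 0.0131) and by 1.34 in T. pilagens (SE 0.26, edgeR adjusted p = 0.036), called in 6 and 1 of 7 such fits. With the filter, by the likelihood ratio test, 53 of 355 raiding proteins were called in at least 2 slavemakers and 10 of 94 in at least 2 hosts (two-sided Fisher's exact test, p = 0.321). By DESeq2 the counts were 54 of 355 and 11 of 105 (Fisher's exact test, p = 0.265), and with all libraries 43 of 250 were shared in slavemakers by edgeR's quasi-likelihood test. These Fisher tests also leave the longer lists of slavemakers out of account. Hosts had 0 by the quasi-likelihood test, so that test gives no comparison between lifestyles.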

A list of DEGs and their expression stats may be found in Supplementary Table S4.

**Figure 5:**
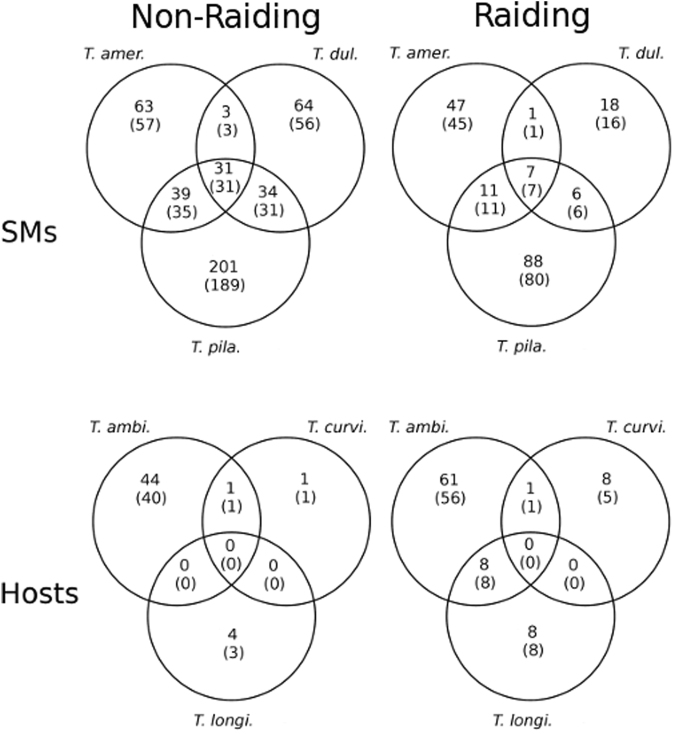
Venn diagrams displaying the number of significantly differentially-expressed contigs that are either private to a specific species, or shared by multiple species. Homology determined by cluster analysis. Un-bracketed numbers indicate total number of clusters, bracketed numbers indicate subset of clusters with accompanying functional annotation. For species abbreviations, see Fig. 1.

WGCNA across all three slavemaking species revealed that one group of contigs with similar expression patterns across behaviors (gene module) is significantly positively associated with the raiding phenotype and one module significantly positively associated with the non-raiding phenotype (Fig. 6; Supplementary Fig. S4). Functional enrichment of contigs within each module reveal that Slavemaker-Module-1 shows a significant bias towards translation and various metabolic functionalities (Supplementary Table S5), while contigs in Slavemaker-Module-7 show a significant functional enrichment of translation, response to oxidative stress, and various additional metabolic functions (Supplementary Table S6). Hosts only show one significantly-enriched module, here positively associated with the raiding phenotype (Fig. 6b). Functional enrichment of this module (Host-Module-9) reveals that lipid metabolic and isoprenoid biosynthetic processes, among others, are over-represented within these contigs (Supplementary Table S7). Unsurprisingly, given that slavemaker raids and host nest defense show few external behavioural similarities, we find no modules with significant patterns of shared expression when performing WGCNA upon all six *Temnothorax* species herein examined (Supplementary Fig. S5).

**Figure 6:**
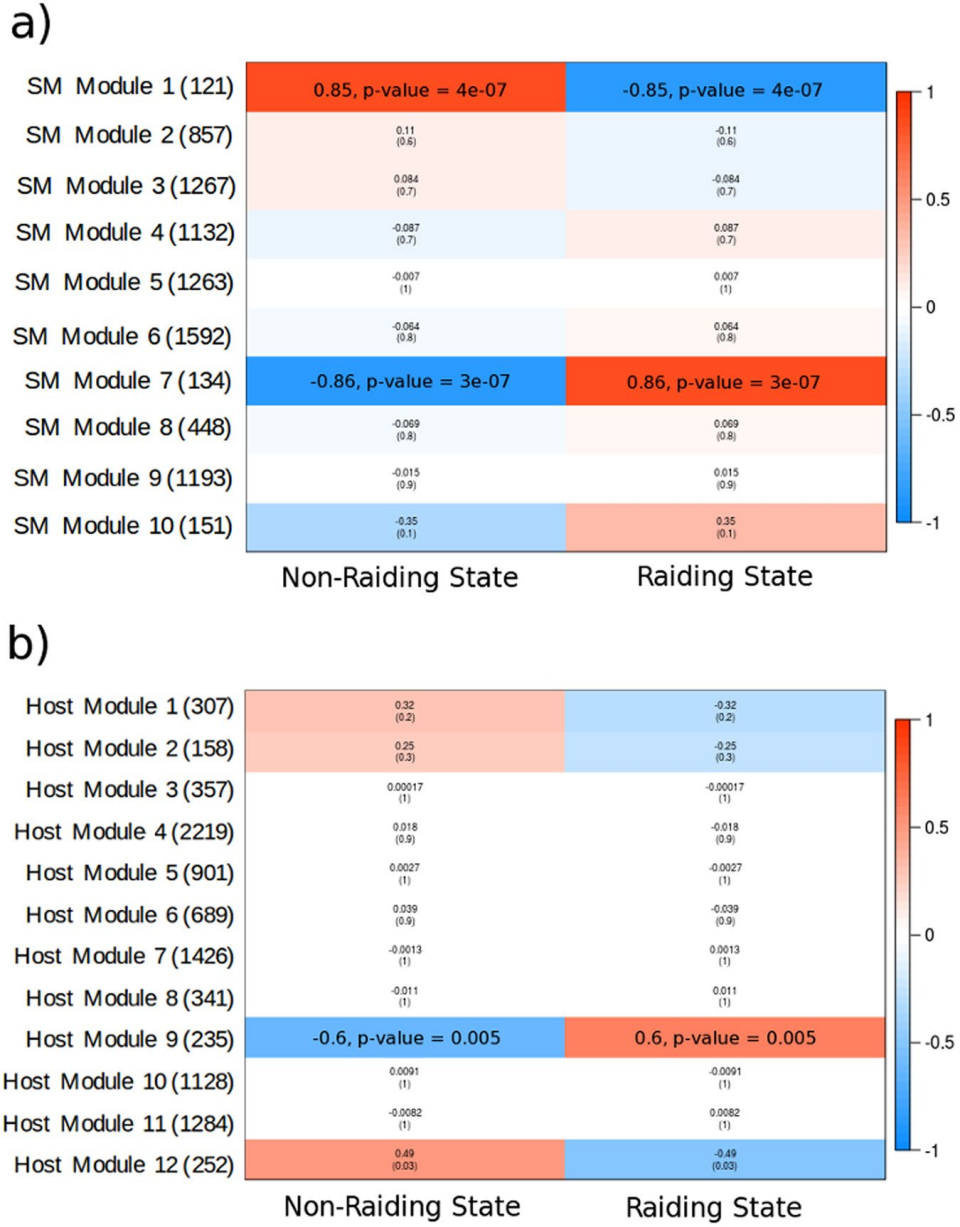
Module-Trait relationships within all three slavemaking species (**a**) and all three host species (**b**). Contigs within Slavemaker Module 1 are strongly associated with the non-raiding phenotype, where contigs in slavemaker Module 7 are strongly associated with the raiding phenotype. Host contigs within Host Module 9 are positively associated with the defensive phenotype. Numbers to the right of module identifiers indicates the number of contigs within that specific module. Slavemaker Module 10 and Host Module 12 are “leftover” modules, containing random contigs that did not fall into any other module.

Additionally, comparative pathway analysis reveals that slavemakers display a greater number of commonly over-represented pathways relative to privately over-represented pathways during both raiding (χ² = 6.5; p = 0.011) and non-raiding phenotypes (χ² = 81.8; p < 0.0001) compared to hosts (Fig. 7). Within slavemakers, fewer pathways shared over-representation across species in the non-raiding phenotype than the raiding phenotype (χ² = 20.8; p < 0.0001); whereas the reverse is true for the hosts, in which more pathways were commonly up-regulated during the raiding than the non-raiding phenotype (χ² = 7.3; p < 0.007).

**Figure 7:**
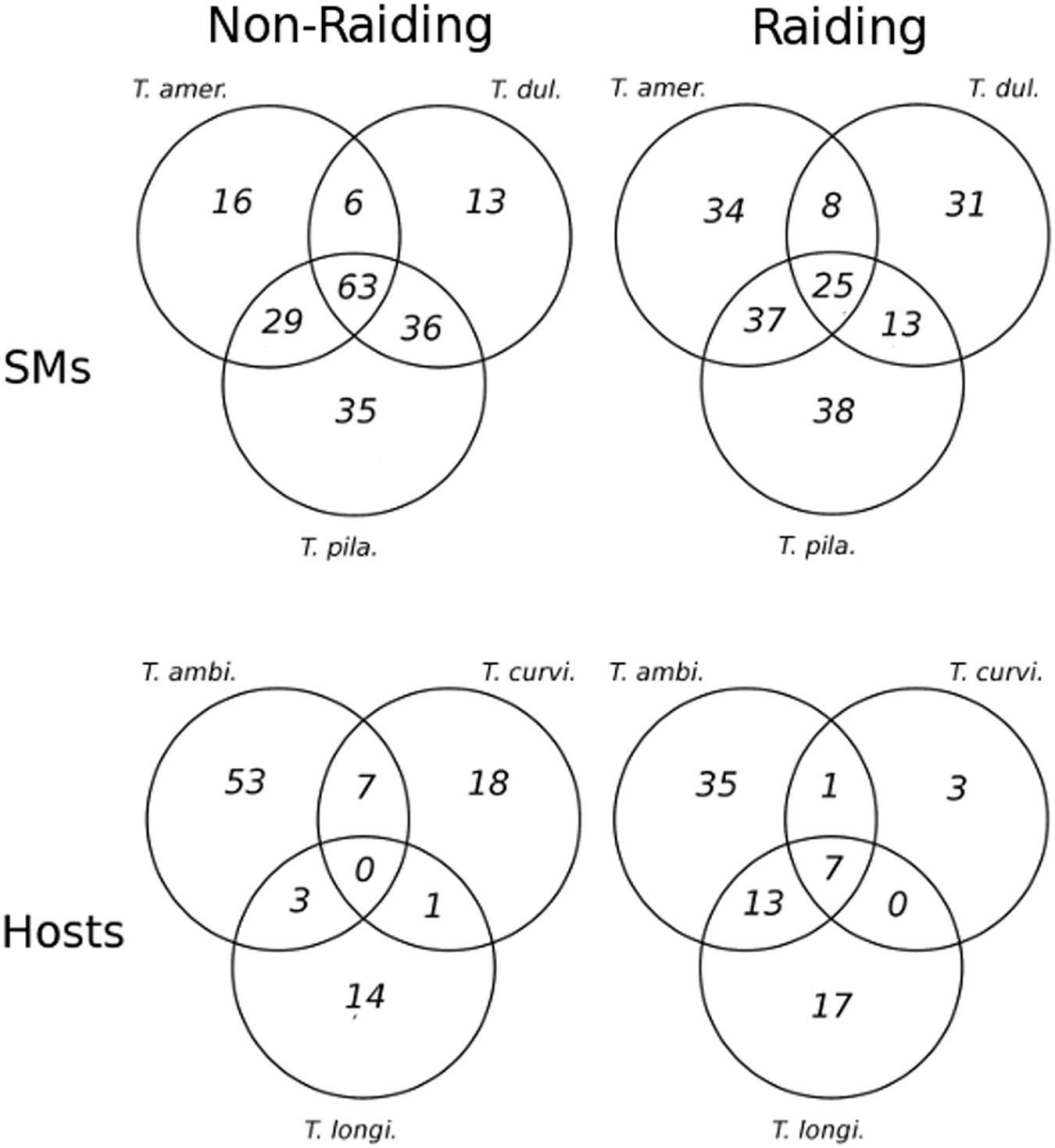
Venn diagrams displaying the number of KEGG pathways that are either private to a specific species, or shared by multiple species. Pathways generated by obtaining KO (KEGG Pathway) terms for phenotype-specific, significantly-differentially-expressed genes. For species abbreviations, see Fig. 1.

### Functional Enrichment

Examination of functional enrichment results, performed on (1) groups of genes with species-specific expression patterns within a single phenotype, (2) groups of genes with expression patterns shared between two or more species within a single phenotype, and (3) all genes differentially expressed by a single species in a specific phenotype, revealed a number of functions over-represented both within and between species (Supplementary Figs S6–S21). While host species did not possess enough enriched functions for additional comparison, we were able to further analyze those functions found to be enriched within slavemaking species both in their non-raiding (Supplementary Fig. S22) and raiding (Supplementary Fig. S23) phenotypes. 

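Some proteins that carry odors, and 1 enzyme each of nucleotide and sphingolipid breakdown, were higher in non-raiding workers of T. pilagens. Putative odorant-binding protein A10 fell in raiding workers from 1593 CPM by a log2 fold change of −1.21 (SE 0.15, edgeR adjusted p = 0.00914), and ejaculatory bulb-specific protein 3, of the chemosensory protein family, from 990 to 314 CPM (−1.66, SE 0.17, edgeR adjusted p = 0.00503), both called in every fit without 1 library. Pheromone-binding protein Gp-9 fell from 1067 to 384 CPM (−1.48, SE 0.28, edgeR adjusted p = 0.0347; called in 2 of 7 such fits). Of the odorant and taste list, 3 of 12 tested slavemaker contigs were lower and 1 higher (8 and 4 when adjusted over the list alone), the lower ones being 3 of 6 in T. pilagens (Fisher's exact test, adjusted p = 0.954), and no host contig of it was tested. Purine nucleoside phosphorylase, an enzyme of purine salvage, fell by 2.09 in T. pilagens (SE 0.18, edgeR adjusted p = 0.00233; called in every such fit) and by 1.53 in T. americanus (SE 0.18, edgeR adjusted p = 0.0131), where the call was lost without raiding replicate DR_437 or DR_438 (adjusted p 0.062 and 0.0627). Sphingomyelin phosphodiesterase, which splits a membrane lipid, fell by 1.19 in T. pilagens (SE 0.10, edgeR adjusted p = 0.00233; called in every such fit) and by 1.00 in T. americanus (SE 0.11, edgeR adjusted p = 0.0104; called in 4 of 7). Of the cuticle list, 2 of 5 slavemaker contigs were lower and none higher (5 lower when adjusted over the list alone), among them protein yellow, a protein of cuticle pigmentation, with log2 fold changes of −0.84 in T. americanus (SE 0.13, edgeR adjusted p = 0.0314; called in 0 of 7) and −1.32 in T. pilagens (SE 0.22, edgeR adjusted p = 0.0216; called in 4 of 7). The lists hold contigs the study called on these samples, so their direction is not independent evidence.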

Far more functions appear within all examined slavemaking species in their non-raiding phenotype. Indeed, the entire enriched functional repertoire of *T. duloticus* in its non-raiding phenotype is shared by *T. americanus* and *T. pilagens* (Supplementary Fig. S22). 

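Fatty acid synthase, the enzyme that builds fatty acids from acetyl units, fell in raiding workers of both T. duloticus and T. pilagens. In T. duloticus 15 of its contigs were lower, with log2 fold changes from −5.28 to −1.13, and in T. pilagens 10 were lower (−6.36 to −1.36) and 1 was higher (1.92, SE 0.38, edgeR adjusted p = 0.0415; called in no fit without 1 library). A contig of T. pilagens went from 938 to 37.1 CPM, a log2 fold change of −4.66 (SE 0.32, edgeR adjusted p = 0.00122). Among all contigs of the fatty acid synthesis list, 25 of 38 tested slavemaker contigs fell, 1 rose and 12 did not pass (31 lower and 7 higher when adjusted over the list alone), and no list contig of T. americanus was tested. The list's direction did not stand apart from that of other named contigs (Fisher's exact test, adjusted p = 0.373 in T. duloticus and 0.884 in T. pilagens), most of which also fell. Fatty acyl-CoA reductase 1, which makes fatty alcohols for waxes and pheromones, fell in T. pilagens by up to 3.05 (SE 0.20, edgeR adjusted p = 0.00104), from 698 ± 133 CPM (SD, n = 4) to 84.2 ± 16.5 (SD, n = 3), with 10 contigs lower and 1 higher. It also fell by 1.08 in T. americanus (SE 0.18, edgeR adjusted p = 0.048; called in 1 of 7 fits without 1 library) and by 0.69 in T. duloticus (SE 0.09, edgeR adjusted p = 0.024; called in 2 of 8). Cytochrome P450 4g15, of the insect family that makes cuticular hydrocarbons, had 3 contigs lower and 2 higher in T. pilagens, the most changed falling from 1779 ± 192 CPM to 315 ± 68.1 (−2.50, SE 0.17, edgeR adjusted p = 0.00112). Of the hydrocarbon and pheromone list, 25 of 51 slavemaker contigs fell and 7 rose (40 and 11 when adjusted over the list alone), also without standing apart (Fisher's exact test, adjusted p = 1 in T. americanus and 0.935 in T. duloticus and T. pilagens). Contigs of 1 enzyme may be parts or copies of the same gene, and the study chose them on these samples, so the counts are not independent evidence.

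**Figure D2:**
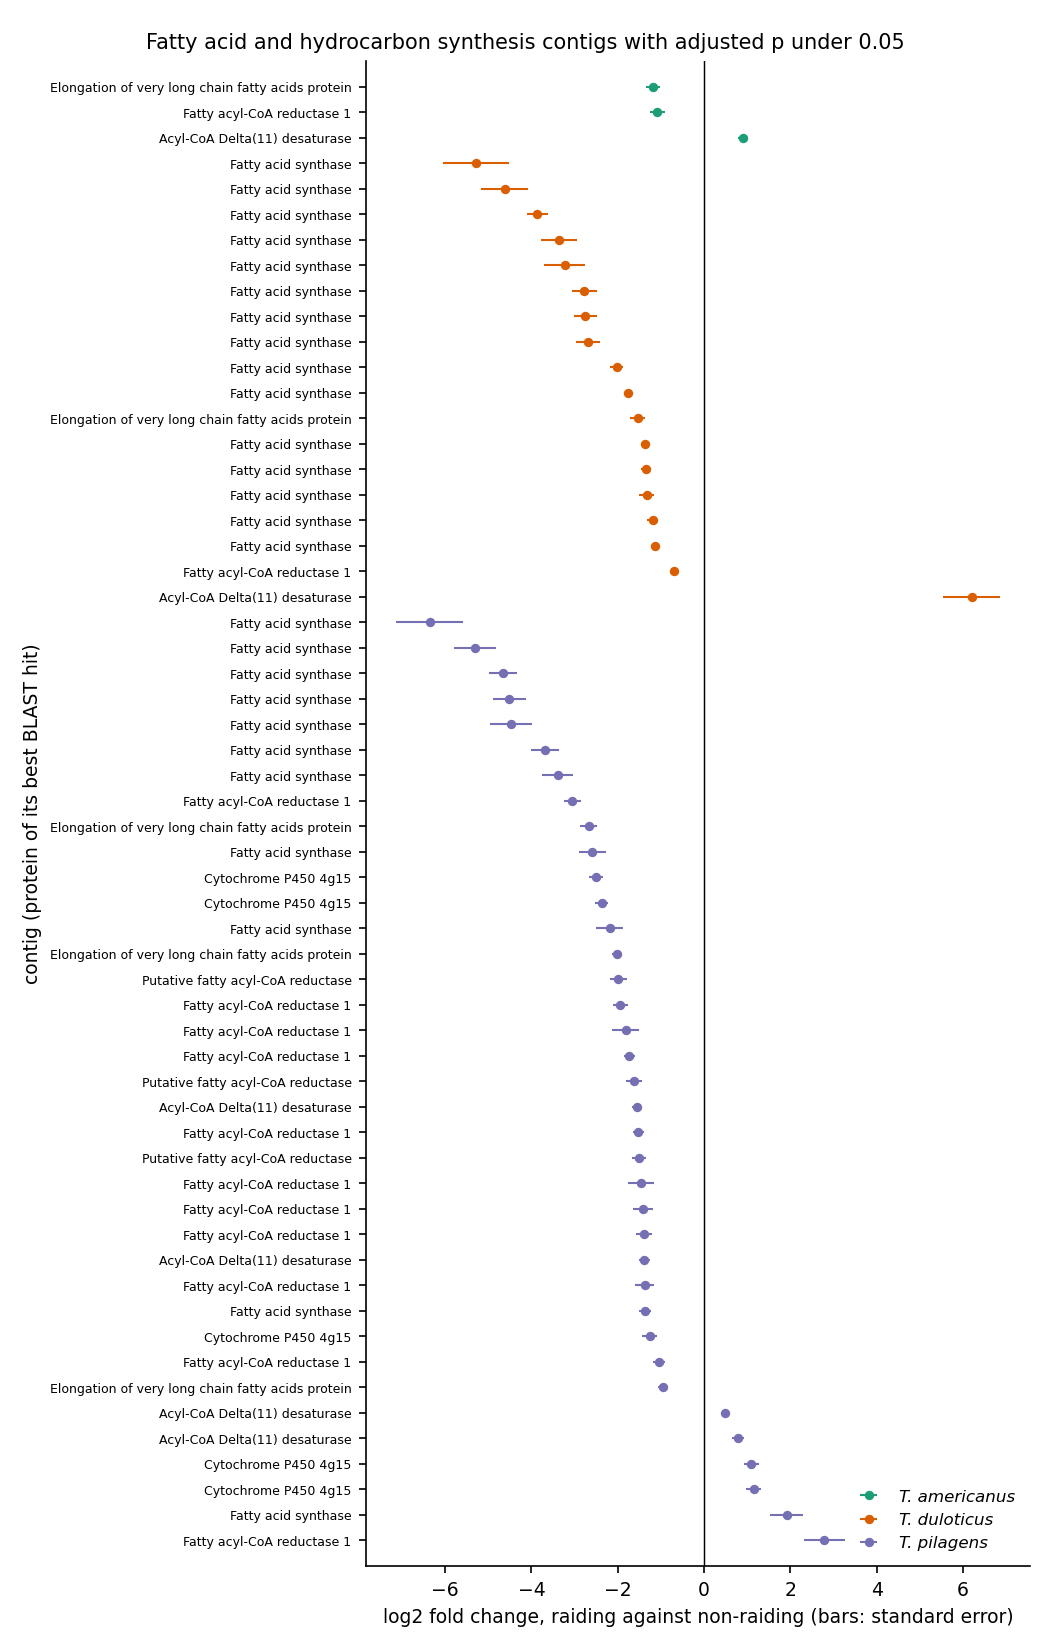
Log2 fold change (raiding over non-raiding) ± SE of each called contig of the fatty acid synthesis list and the hydrocarbon and pheromone list in the 3 slavemakers. Of the fatty acid synthesis list, all 15 called contigs of T. duloticus lie below 0, and 10 of T. pilagens lie below and 1 above 0. Of the hydrocarbon and pheromone list, 2 contigs of T. americanus, 2 of T. duloticus and 21 of T. pilagens lie below 0, and 1, 1 and 5 above.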

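Protein FAM45B, a conserved protein named only for its family, rose in raiding workers of all 3 slavemakers. It went from 22.7 ± 2.14 CPM (SD, n = 4) to 198 ± 41.4 (SD, n = 3) in T. americanus, a log2 fold change of 3.12 (SE 0.16, edgeR adjusted p = 0.00209). In T. pilagens it rose by 2.35 (SE 0.27, edgeR adjusted p = 0.00715), and both calls held in every fit without 1 library. In T. duloticus it rose by 1.51 (SE 0.18, edgeR adjusted p = 0.0175), a call lost without non-raiding replicate BR_417, BR_418 or BR_420 or raiding replicate DR_421, DR_422 or DR_423 (adjusted p 0.0765, 0.0513, 0.0687, 0.0648, 0.0531 and 0.0571). The removed raiding libraries had 197.6 CPM in T. americanus (replicate DR_439) and 10.5 CPM in T. pilagens (replicate DR_687). Counted by protein record and not by name, the UPF0605 protein and uncharacterized protein C18orf51 were the other proteins higher in all 3, by 0.94 (SE 0.09, edgeR adjusted p = 0.00891) and 0.87 (SE 0.09, edgeR adjusted p = 0.00907) in T. duloticus. In T. pilagens UPF0605 rose by 1.17 (called in 6 of 7 fits without 1 library) and C18orf51 by 1.41 (called in 1 of 7), and in T. americanus by 0.76 (1 of 7) and 2.29 (2 of 7). Of the muscle list, 6 of 10 tested contigs rose in T. pilagens, 4 of titin and 2 of unc-89, so the list's direction (Fisher's exact test over contigs, adjusted p = 0.0102) rests on 2 proteins, and over the 3 slavemakers 8 of 16 rose and 1 fell (10 and 6 when adjusted over the list alone, which is not independent evidence). Raiding T. pilagens also had higher levels of putative cytochrome P450 6a14 (3.34, SE 0.41, edgeR adjusted p = 0.00914), which went from 3.23 to 32.6 CPM and was called in every fit without 1 library.

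**Figure D3:**
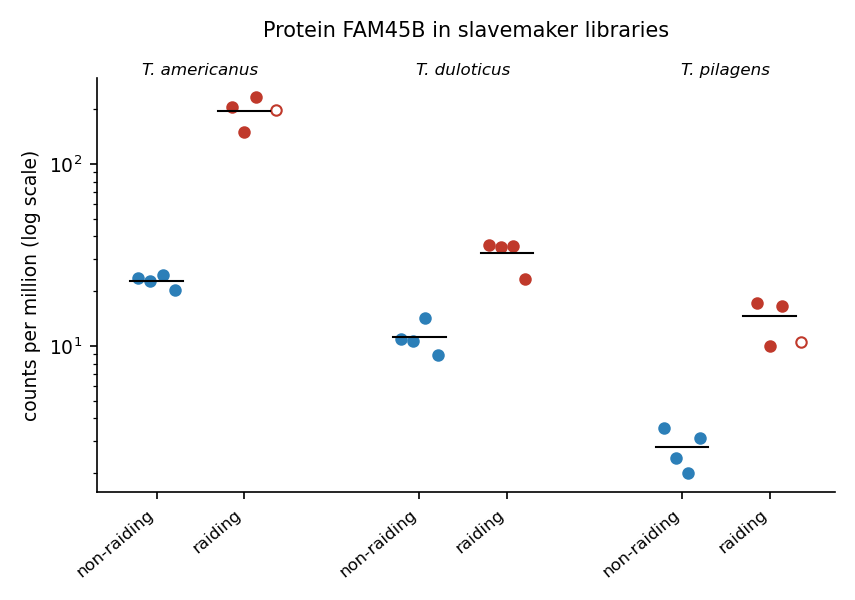
CPM of protein FAM45B in each slavemaker library on a log axis, by species and state. Filled points are libraries the paper kept, open points those it removed, and lines are means of the kept libraries. In each species every raiding library lies above every non-raiding library, for example 150.4 to 232.6 CPM against 20.39 to 24.41 in the kept libraries of T. americanus.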

Contrasting this, the raiding phenotype is characterized largely by the enrichment of species-specific functions and processes, with no enriched functions being shared between all three slavemaking species (Supplementary Fig. S23). GO terms of enriched functions within Supplementary Figs S22 and S23 may be found in Supplementary Table S8.

## Discussion

Guided by three primary assumptions about the molecular evolution of social parasitism: (1) trait novelty or commonality will be reflected at the molecular level; (2) Novel molecular processes underlie lineage-specific phenotypes; and (3) that conserved regulatory processes underlie the response to a shared environment^34^, this study utilized an RNA-Seq approach following behavioural experiments in order to identify regulatory patterns involved in slavemaker raiding behaviour and host defensive behaviour by focusing on the three *Temnothorax* slavemakers and their three primary host species (Fig. 1). Indeed, by comparing multiple slavemaker and host species, we can determine whether or not raiding and defensive phenotypes evolved along independent, species-specific trajectories, or if these phenotypes arose in parallel within *Temnothorax*.

### Expression Analysis

In keeping with our first prediction - that trait novelty or commonality will be reflected at the molecular level – we were able to detect a number of regulatory differences between species and lifestyles within this transcriptome study. As expected, we find more genes differentially expressed between raiding and non-raiding phenotypes in slavemakers than within hosts. Moreover, slavemakers seem to down-regulate a relatively large number of genes during raiding, suggesting that slavemakers focus their gene expression for the singular and crucial task of raiding. Together, these patterns are likely driven by the highly dissimilar physiological and behavioural phenotypes of slavemakers out of raiding season and hosts before nest defense. 

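Some receptors and hormones of the nervous system fell in raiding slavemakers and others rose. The D(2) dopamine receptor A, which passes on the dopamine signal, fell in T. duloticus from 42.7 ± 7.28 CPM (SD, n = 4) to 5.09 ± 2.60 (SD, n = 4), a log2 fold change of −3.08 (SE 0.32, edgeR adjusted p = 0.00907; called in every fit without 1 library). Putative nuclear hormone receptor HR38, which is induced by nerve activity in insects, fell in T. pilagens from 26.5 to 5.72 CPM (−2.21, SE 0.16, edgeR adjusted p = 0.00148; called in every such fit), and tachykinin, a neuropeptide, from 83.2 to 40.8 CPM (−1.03, SE 0.17, edgeR adjusted p = 0.0248; called in 2 of 7). Of the hormone and neuromodulator list, 8 of 24 tested slavemaker contigs fell and 2 rose (19 and 5 when adjusted over the list alone), the latter being contigs of insulin-degrading enzyme in T. pilagens, and the list did not stand apart from other named contigs (Fisher's exact test, adjusted p = 1 in each slavemaker). Outside the list, the gonadotropin-releasing hormone II receptor rose in T. pilagens (1.68, SE 0.26, edgeR adjusted p = 0.0182; called in 4 of 7). Contigs named circadian clock-controlled protein, of the takeout family, went both ways, with 2 of 7 in that list higher and 2 lower (2 and 5 when adjusted over the list alone). The lower ones went from 1393 ± 114 CPM to 269 ± 114 in T. pilagens (−2.37, SE 0.26, edgeR adjusted p = 0.0059; called in every such fit) and from 760 ± 108 to 83.1 ± 49.5 in T. duloticus (−3.19, SE 0.45, edgeR adjusted p = 0.0289; called in 2 of 8). The higher ones were those of T. americanus (1.19, SE 0.16, edgeR adjusted p = 0.0199; called in 1 of 7) and T. pilagens (0.82, SE 0.17, edgeR adjusted p = 0.0448; called in 1 of 7). These lists were drawn from contigs the study called, so they are not independent evidence. From the larger number of genes that slavemakers express less while raiding, the paper proposes that they focus gene expression on the task of raiding.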

Slavemakers switch from their inactive state in spring to a highly active state for a few weeks in summer. Hosts, however, become active after winter and carry out their normal daily chores until they are attacked by slavemakers, which then necessitates a rapid, though short-term, response. Thus, with regard to the disparity in raw number of DEGs between lifestyles, it is likely that we are observing an equipoised gene expression pattern - in conjunction with some short-term changes - within slavemaking species during raiding. This is in direct contrast to host species, where we observe a radical short-term shift in expression of a few genes as host defenders have only minutes or seconds to respond to a slavemaker attack. However, due to differences in physiology between raiding and stay-at-home slavemakers, it must be noted here that the time of sampling for the non-raiding phenotype between host and slavemaker was about two months apart (see Material and Methods for further explanation). Still, taken together, these patterns suggest that gene regulation is fundamentally different between slavemaking and host species within these phenotypes; a finding that is corroborated by accompanying study investigating genes under selection within these same six species^19^.

Additionally, we find largely species-specific patterns of expression for most DEGs (Fig. 4), suggesting that, while all three slavemakers conduct raids, and all host species defend their colonies against such raiding attempts, these responses are largely controlled via unique, species-specific mechanisms. Within slavemakers, this pattern is in keeping with our second prediction that novel molecular processes underlie lineage-specific phenotypes, where the more varied slavemaker raiding phenotypes^22,24,46,59^ are reflected in a greater number of genes under differential regulation between species. By comparison, the relatively low number of DEGs within host species is striking though not unexpected, as this finding is in keeping with our final prediction - that conserved regulatory processes underlie the response to a shared environment and similar evolutionary pressures - and is likely the result of overall mechanistic similarity, and the short transition time, between these two phenotypes in host species. Additionally, hosts share no overlap in those genes that were determined to be differentially expressed between raiding and non-raiding phenotypes, indicating that hosts utilize comparatively minor, species-specific regulatory shifts that correspond with ecological pressure exerted by local social parasites^41,42,60,61^.

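No protein was called in any host by edgeR's quasi-likelihood test, so that test leaves none to share. By the likelihood ratio test without the filter, 12 proteins higher in defense were called in 2 hosts, in each case T. longispinosus and T. ambiguus. Those with a name were insulin-degrading enzyme, leukotriene A-4 hydrolase, Trypsin-7, chymotrypsin-1, serine protease nudel, epidermal retinal dehydrogenase 2 and a leucine-rich repeat-containing protein. Whether any kind of protein was more common among them was not tested. For 9 of the 12 the highest share of the contig's scaled counts lay in raiding replicate DR_432 of T. longispinosus, and for 9 in raiding replicate DR_695 of T. ambiguus. Over the 12, the highest share in any library ran from 36.67% to 80.91% in T. longispinosus and from 31.48% to 91.64% in T. ambiguus. Some of these calls thus rest mostly on 1 library and others do not. Chymotrypsin-1, a digestive protease, had log2 fold changes of 4.05 in T. longispinosus (SE 0.77, adjusted p = 0.000439 by edgeR's likelihood ratio test, 1 by its quasi-likelihood test) and 5.02 in T. ambiguus (SE 0.90, adjusted p = 4.42e-05 and 0.236 by the same edgeR tests). Serine protease nudel had 3.25 (SE 0.44, adjusted p = 1.64e-09 and 0.523 by the same edgeR tests) and 2.40 (SE 0.52, adjusted p = 0.00177 and 0.271). Epidermal retinal dehydrogenase 2, an enzyme of retinoid metabolism, had 1.87 (SE 0.48, adjusted p = 0.0373 by edgeR's likelihood ratio test) and 2.67 (SE 0.65, adjusted p = 0.0109). For the time before a raid that test gave no protein called in 2 hosts. In the authors' deposited table 15 proteins higher in defense and 1 lower had calls in at least 2 hosts. All these counts are by protein record, which can join related genes, and not by the ortholog clusters of the paper. In simulated data the likelihood ratio test without the filter called 133 unchanged contigs in T. longispinosus and 99 in T. ambiguus. It called 177 and 347 contigs in the real data, so some of the 12 proteins may rest on false calls.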

While host species did not possess enough DEGs for effective functional enrichment, functional enrichment analysis of slavemaking species did yield additional insight into the similarity, or lack thereof, of biological processes underlying slavemaker behaviour and physiology during raids as well as out of raiding season. When out of raiding season, slavemakers share a large proportion of enriched functions, with the entire functional repertoire of *T. duloticus* mirrored in both *T. americanus* and *T*. *pilagens* (Supplementary Fig. S22). Contrast these findings with the shared proportion of enriched functions between slavemaking species during raiding (Supplementary Fig. S23), where we find much less similarity between species. Taken together, these findings strengthen our initial assertion that, while the non-raiding phenotype of slavemakers is characterized by a degree of molecular - and subsequently, functional - commonality, raiding phenotypes are regulated in a species-specific manner.

### Genes of Interest

One frequently recurring gene, found up-regulated during raiding within all three slavemaker species is *Acyl-CoA-Delta (11) desaturase* (Table 1)*;* a gene found previously to be involved in pheromone biosynthesis^62^. 

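Acyl-CoA Delta(11) desaturase, which puts a double bond into fatty acids, went both ways: of 8 tested slavemaker contigs, 4 rose in raiding workers, 2 fell and 2 did not pass (6 higher and 2 lower when adjusted over the list alone, on contigs the study chose). In T. americanus 1 contig rose from 45.1 ± 3.68 CPM (SD, n = 4) to 84.3 ± 7.80 (SD, n = 3), a log2 fold change of 0.90 (SE 0.11, edgeR adjusted p = 0.0131), and a more abundant contig had 2.04 (SE 0.47, edgeR adjusted p = 0.124; 0.00366 by the likelihood ratio test without the filter). In T. duloticus a low contig rose from 0.0540 to 4.48 ± 2.29 CPM (6.20, SE 0.65, edgeR adjusted p = 0.00958), and another had 0.66 (SE 0.12, edgeR adjusted p = 0.0679; 0.0098 by that test). In T. pilagens the abundant contigs fell, from 628 ± 55.1 CPM to 214 ± 17.4 (−1.56, SE 0.10, edgeR adjusted p = 0.00104) and from 673 ± 78.2 to 258 ± 28.0 (−1.38, SE 0.12, edgeR adjusted p = 0.00244), both called in every fit without 1 library. The less abundant ones rose, from 41.3 to 57.7 CPM (0.48, SE 0.09, edgeR adjusted p = 0.0325) and from 41.5 to 71.4 (0.78, SE 0.14, edgeR adjusted p = 0.027), called in 1 and 2 of 7 such fits. Summed over its contigs the desaturase held 1205 to 1476 CPM in non-raiding and 555.9 to 677.1 CPM in raiding libraries of T. pilagens, and 494.3 CPM in the removed replicate DR_687. In the other slavemakers the sum was higher in every raiding library. It held 98.3 to 263.3 CPM against 474.9 to 1065 CPM in T. americanus (removed replicate DR_439: 514.4). In T. duloticus it held 58.1 to 83.7 CPM against 105.3 to 117.8 CPM. The contigs may stem from several desaturase genes with shared reads. The call of the T. americanus contig was lost without raiding replicate DR_437, DR_438 or DR_440 (adjusted p 0.0749, 0.0627 and 0.0701), and that of the T. duloticus contig without non-raiding replicate BR_419 (adjusted p 0.0501).

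**Figure D4:**
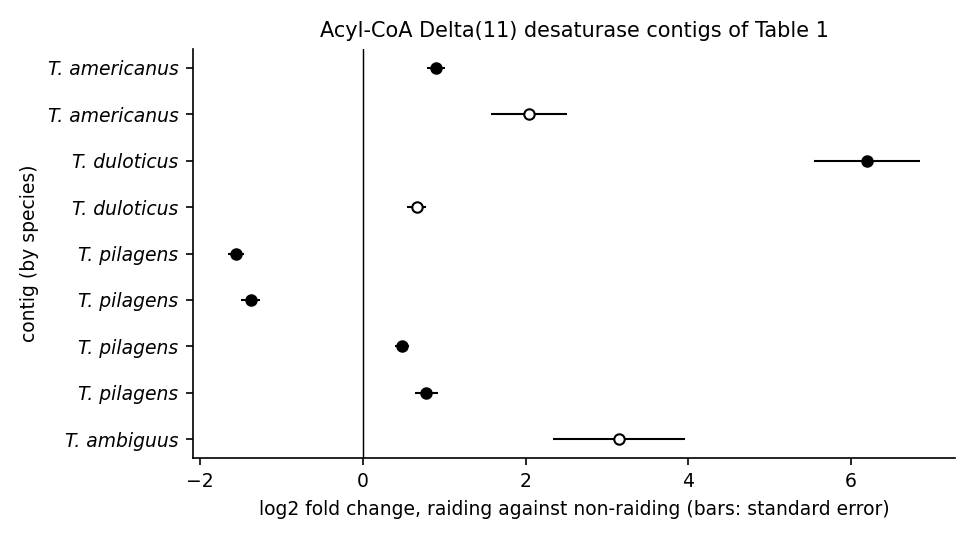
Log2 fold change (raiding over non-raiding) ± SE of each tested contig of the desaturase by species. Filled points have an adjusted p under 0.05 and open points do not. In T. pilagens the fold changes run from −1.56 to 0.78.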

Given that *Temnothorax* slavemakers employ a number of subversive chemical weapons – from Dufour’s gland secretions that elicit fighting among host defenders^60^, to CHC profile modifications during raiding^27,29^ – we speculate that regulatory shifts of esterase and desaturase genes^62^ involved in these mechanisms could impart a number of benefits to raiders: from desiccation resistance during raiding activity out of their own nest to CHC-masking, making chemical detection of slavemaker raiders by host defenders less likely^24,29^. However, that *Acyl-CoA-Delta (11) desaturase* was also found to be up-regulated in *T. ambiguus* during its raiding behavioral state is unusual. This pattern of expression across lifestyles does seem to further suggest that *Acyl-CoA-Delta (11) desaturase* is involved in CHC production in *Temnothorax* ants – and not chemical weapons for raiding – as there is no evidence that *T. ambiguus* uses chemical weapons against raiding slavemakers.

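The desaturase contig of T. ambiguus had 393 ± 493 CPM (SD, n = 4) before a raid and 3485 ± 1333 (SD, n = 4) in defense, a log2 fold change of 3.15 (SE 0.81, edgeR adjusted p = 0.353). It held 87.9, 256, 1092 and 111 CPM in non-raiding replicates BR_688 to BR_691 and 2855, 5413, 2220 and 3410 CPM in raiding replicates DR_692 to DR_695, so every defending library lay above every other. The adjusted p was 0.0127 by edgeR's likelihood ratio test without the filter and 0.0532 by DESeq2. This is 1 contig of the host, in the same enzyme family of fatty acid desaturation as those of the slavemakers.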

**Table 1:** Expression statistics for genes of interest. Positive log fold change indicates gene up-regulation during the raiding phenotype, negative log fold change indicates up-regulation during non-raiding phenotype. Species abbreviations are as follows: *T. ambi: T. ambiguus, T. curvi: T. curvispinosus, T. longi: T. longispinosus, T. amer: T. americanus, T. dul: T. duloticus, T. pila: T. pilagens*. Note: a single gene can occur multiple times for a single species. *De novo* assembly of the transcriptome may lead to multiple contigs per gene due to low coverage of certain regions, or due to splice variants.

Gene	Species	Up-Regulated	LogFC	FDR-Value
*Acyl-CoA-Delta (11)*	*T. amer*.	Raiding State	0.90	<0.01
*desaturase*		Raiding State	2.03	<0.01
	*T. dul*.	Raiding State	6.20	<0.01
		Raiding State	0.65	0.01
	*T. pila*.	Non-Raiding State	−1.57	<0.01
		Non-Raiding State	−1.38	<0.01
		Raiding State	0.49	0.04
		Raiding State	0.78	<0.01
	*T. ambi*.	Raiding State	3.14	<0.01
*Vitellogenin-6*	*T. dul*.	Raiding State	0.93	0.02
	*T. pila*.	Raiding State	2.06	0.01
	*T. longi*.	Raiding State	2.10	<0.01
		Raiding State	2.12	<0.01
*Vitellogenin-3*	*T. dul*.	Non-Raiding State	−2.40	0.01
	*T. ambi*.	Raiding State	3.47	0.01
*Vitellogenin*	*T. dul*.	Non-Raiding State	−1.94	<0.01
*Receptor*		Non-Raiding State	−2.34	<0.01
		Non-Raiding State	−2.20	<0.01
	*T. pila*.	Non-Raiding State	−1.06	0.05
	*T. ambi*.	Raiding State	2.48	<0.01
*Trypsin-7*	*T. amer*.	Non-Raiding State	−11.07	<0.01
		Non-Raiding State	−9.82	0.02
	*T. dul*.	Non-Raiding State	−6.71	<0.01
		Non-Raiding State	−7.60	<0.01
	*T. pila*.	Non-Raiding State	−6.85	<0.01
		Non-Raiding State	−6.39	0.04
	*T. ambi*.	Raiding State	5.94	0.04
		Raiding State	8.13	<0.01
		Raiding State	8.26	<0.01
	*T. curvi*.	Raiding State	9.18	0.01
	*T. longi*.	Raiding State	5.69	<0.01
		Raiding State	8.47	0.03
		Raiding State	8.90	<0.01
		Raiding State	9.30	0.01
		Raiding State	9.54	0.01
		Raiding State	9.92	0.01
*Trypsin Inhibitor*	*T. pila*.	Raiding State	1.52	<0.01
*Kelch*	*T. pila*.	Non-Raiding State	−4.40	0.01
	*T. longi*.	Non-Raiding State	−6.16	0.05
*painless*	*T. amer*.	Raiding State	1.84	<0.01
	*T. curvi*.	Raiding State	10.45	0.04
*MYG1*	*T. amer*.	Non-Raiding State	−1.63	<0.01
	*T. curvi*.	Non-Raiding State	−8.29	0.04

*Trypsin-7* was also found to possess a particularly interesting pattern of expression: it was universally down-regulated in slavemaking species during raiding while, conversely, was up-regulated universally in hosts during raiding (Table 1). 

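Trypsin-7, a digestive serine protease, fell in raiding T. duloticus: 1 contig went from 67.5 ± 48.6 CPM (SD, n = 4) to 0.643 ± 0.603 (SD, n = 4), a log2 fold change of −6.69 (SE 0.83, edgeR adjusted p = 0.0178), and another from 87.4 ± 68.7 to 0.439 ± 0.557 (−7.54, SE 1.00, edgeR adjusted p = 0.0231). Summed over its contigs it held 48.8 to 267 CPM in the non-raiding and 0.282 to 2.73 CPM in the raiding libraries of T. duloticus. In T. americanus only non-raiding replicate BR_436 had a level above 1 CPM (80.6), against 0 to 0.393 in the other non-raiding libraries and 0 in all raiding ones, the removed replicate DR_439 included. In T. pilagens the same held for non-raiding replicate BR_683 (49.9 CPM), against 0.362 to 0.827 in the other non-raiding and 0.0533 to 0.276 in the raiding libraries (0.418 in the removed replicate DR_687). The kept raiding libraries of T. longispinosus held 4.77, 81.2 and 5.04 CPM (removed replicate DR_430: 287.4) and its non-raiding libraries 0 to 0.234, with log2 fold changes of 5.67 (SE 1.37, edgeR adjusted p = 1) and 8.90 (SE 1.56, edgeR adjusted p = 1) for the 2 tested contigs, or 7.32 and 11.06 with the removed libraries. In T. curvispinosus the kept raiding libraries held 0, 6.40 and 3.46 CPM (removed replicate DR_414: 3.15) and the non-raiding ones 0, and in T. ambiguus raiding replicates DR_693 and DR_695 held 7.29 and 81.0 CPM against 0.153 and 0.0990 in the others and 0 to 0.339 before a raid. Of its 16 contigs, 4 passed the filter, and 10 had at least 90% of their scaled counts in a single library. The T. duloticus calls were lost without non-raiding replicate BR_419 or BR_420 or raiding replicate DR_421 or DR_422, with an adjusted p of 0.0552, 0.0654, 0.0738 and 0.0531 for the first contig and 0.0671, 0.0841, 0.1 and 0.0654 for the second.

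**Figure D5:**
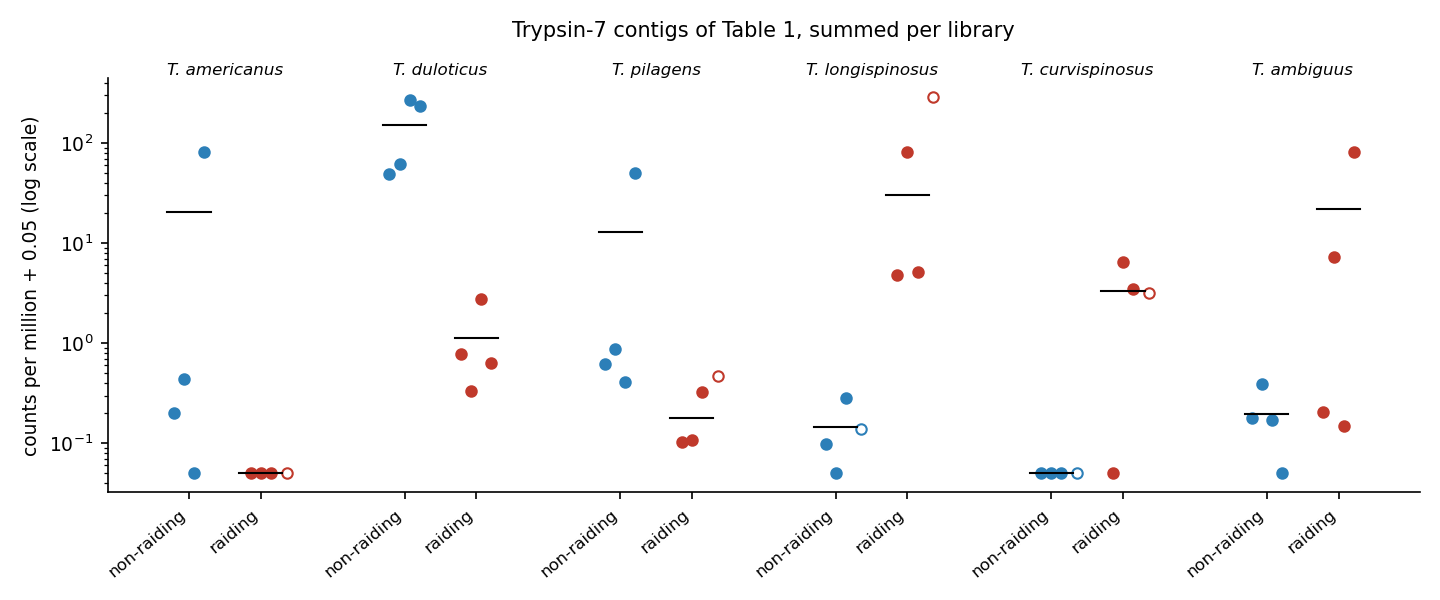
Summed CPM of the Trypsin-7 contigs plus 0.05 in each library on a log axis, by species and state, with libraries the paper removed as open points. The libraries of T. duloticus separate by state, and 1 library each of T. americanus (80.6 CPM) and T. pilagens (49.9 CPM) stands above the rest of its species.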

A previous study into the function of *Trypsin-7* revealed its role in digestion and, potentially, host-seeking behaviour within the malaria mosquito *Anopheles gambiae*^63^. Given the expression data produced here, *Trypsin-7* expression certainly does not appear to be positively correlated with host-seeking as in *A. gambiae*. That *Trypsin-7* expression is strongly negatively correlated with the slavemaker raiding phenotype does seem to suggest that *Trypsin-7* is somehow involved in the control of this behavior. Indeed, even within the context of raiding, *Tyrpsin-7* might retain some of its digestion functionality - as food restriction does trigger an increase in raiding activity in *T. americanus*^64^; though determining the exact mechanisms involved are beyond the scope of this study. However, given the sampling method of this experiment, it is difficult to disentangle raiding phenotype effects from seasonal or unrelated physiological effects. That an unspecified *Trypsin Inhibitor* was found to be strongly up-regulated during raiding behaviour within *T. pilagens* might indirectly shed some light onto the hypothetical role of *Trypsin-7*. 

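The trypsin inhibitor contig of T. pilagens, named for a protein that blocks trypsin-like proteases, had 127 ± 68.2 CPM (SD, n = 4) in non-raiding and 369 ± 67.9 CPM (SD, n = 3) in raiding workers, a log2 fold change of 1.54 (SE 0.39, edgeR adjusted p = 0.0887). With the removed replicate DR_687 added, the log2 fold change was 1.45 (edgeR adjusted p = 0.0506). The adjusted p was 0.00502 by edgeR's likelihood ratio test without the filter and 0.000744 by DESeq2. It was the single tested slavemaker contig of the protease inhibitor list (1 higher when adjusted over the list alone), and the 1 tested host contig of the list did not change by edgeR's quasi-likelihood test either (1 lower when adjusted over the list alone, and by the likelihood ratio test and DESeq2).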

Assuming that *Trypsin-7* prevents slavemaker raiding behaviour, we postulate that this *Trypsin Inhibitor* is at least involved in the suppression of *Trypsin-7*, in turn facilitating raiding behaviour within *T. pilagens*. Again, however, additional gene-specific approaches are required in order to elucidate the importance of *Trypsin Inhibitor* to the raiding phenotype of *T. pilagens*, as well as the precise interplay between *Trypsin Inhibitor* and *Trypsin-7*.

While the exact function of specific genes cannot be determined within the purview of this study – indeed functional verification of many genes found here could be accomplished through RNA-mediated gene knockdown – the proposed functions of DEGs is nonetheless insightful into the potential processes and mechanisms that define species-specific phenotypes, or are maintained within like phenotypes.

## Conclusions

While it has long been known that slavemakers display lineage-specific chemical and behavioural phenotypes during raids^22,24,46,59^, here we provide the first evidence for the underlying gene expression patterns governing the raiding phenotype within *Temnothorax* slavemaking ants; as evidenced by the comparatively high number of orthologous genes found to possess species-specific patterns of expression. That this same pattern is observed on the pathway levels as well suggests regulatory and, ultimately, functional divergence of molecular mechanisms underlying the raiding phenotype in *Temnothorax* slavemakers. Not unexpectedly, slavemaking species display a much higher level of regulatory similarity when out of raiding season, where these species are universally inactive and do not engage in normal nest tasks. A similar pattern was also observed in workerless parasite species within the genera *Pogonomyrmex* and *Vollenhovia*^65^. Despite being of different genera, the behavioral differences between these species is not due to sequence change or gene loss, but attributed to differential expression patterns of gene sets. Our results seem to reflect this finding, as behavioral diversification among slavemakers and hosts in *Temnothorax* appear to be typified by species-specific patterns of gene expression; however the extent of gene loss and sequence change, and the precise importance of these mechanisms within the context of *Temnothorax* slavemakers, is beyond the purview of this investigation.

Additionally, we note that hosts possess largely species-specific molecular responses to slavemaker aggression – which are driven by comparatively small shifts in regulatory mechanisms – also suggesting regulatory differences in orthologous genes as well as species-specificity at the pathway level between host species during nest defense.

Functionally, we find a diverse repertoire of DEGs both within slavemakers as well as in hosts. Broad characterization of slavemaker raiding behaviour includes the universal up-regulation of *Acyl-CoA Delta (11) desaturase* genes, which are likely involved in the production of olfactory signals in slavemakers or modification of the cuticular hydrocarbon profile in both slavemakers and hosts. While the raiding strategies of all slavemaking species examined here differ substantially from one another, all rely on an altered chemical secretion to enhance the chance of raiding success^31^. Perhaps most interestingly are the differential expression of *Trypsin-7* and its suspected controller *Trypsin Inhibitor*. Further analysis of genes found here to be significantly differentially-expressed - likely through the use of RNA-mediated gene knock-down (RNAi), followed by extensive behavioural analysis - is necessary in order to more clearly elucidate the exact role of these genes within the context of slavemaker raiding and host nest defense behaviour. Taken together, and framed by previous studies^34,65^, our findings suggest that the evolution of molecular mechanisms underlying slavemaker raiding and host nest defense phenotypes in *Temnothorax* is characterized by high flexibility and lineage-specificity.

## Material and Methods

### Sample Collection and Raiding Experiment

Ant colonies were collected in spring 2012 and 2013 at three locales in the Northeastern US (Supplementary Table S9) and transported in Ziploc bags within their natural nest sites. Upon arrival to the laboratory at the Johannes Gutenberg University in Mainz, each colony was transferred into its own plaster-floored nesting box, containing a single slide-nest into which the colony relocated. A slide nest is an artificial nesting site comprised of a small Plexiglas cavity sandwiched between two glass microscope slides. Colonies were then kept under a constant 20 °C, 14 L:10D light cycle and were fed twice weekly with honey and crickets. All colonies used in raiding experiments were transferred to 25 °C, 14 L:10D light cycle conditions one week prior to the onset of the raiding experiment in order to promote an increase in scouting and raiding activity in slavemakers.

Each slavemaker species was allowed to raid colonies of its preferred host species from the same community. Raids using colonies of *T. americanus* vs *T. longispinosus* from the New York site, and *T. duloticus* vs. *T. curvispinosus* from the Ohio site were conducted in 2012, whereas raids involving *T. pilagens* vs. *T. ambiguus* from Michigan were conducted in 2013. All 36 raids, i.e. 12 per host-slavemaker pair, were performed in the year of collection. On each day of the raiding experiments, five raiding arenas were set up in the laboratory, into which a host and a slavemaker colony were placed. This setup gave slavemakers the opportunity to raid a host nest. If a slavemaker performed no raid on a specific day, both host and slavemaker colonies were placed back in their respective nest boxes overnight, and the experimental procedure repeated again on the following day until a successful raid occurred (for a maximum of 14 days). On the first day of each raiding experiment, two foragers (outside individuals) were removed per host colony as “before raid” individuals for later transcriptome analyses. Then one host colony and one slavemaker colony (residing in their slide-nest) were transferred to diagonally-opposite corners of a 30 × 40 cm plastic box with plastered floor. The plaster was kept moist throughout the experiment to prevent desiccation. Within this raiding chamber, opposite the slavemaker colony, honey and water was provided. Colonies were observed continuously until the onset of a raid. We waited until slavemaker scouts had returned to their mother nest and recruited additional raiders in order to infiltrate the host nest, and aggressive encounters could be observed between slavemaker and host workers. At this point, two slavemaker and two host workers per colony, directly engaged in aggressive interactions just outside of the artificial nest, were collected. As slavemaker workers show raiding activity - i.e. leave the colony in search for host nests throughout the raiding season from July to September - we decided to wait until mid-October to collect “out of raiding season” slavemakers. Two weeks before sampling in fall, colonies were again moved to 25 °C, 14 L:10D light cycle conditions, so that environmental conditions were the same as during the raiding experiments in summer. Only infertile slavemakers engage in raiding activity, whereas fertile slavemaker workers remain in the nest during the raiding season^64,66^, so that we dissected the ovaries of slavemakers to select infertile workers during both sampling points. Laboratory-based raiding experiments were deemed acceptable given the inherent difficulty – due largely to the small size of individuals and low number of workers involved in raiding parties – in facilitating and observing raids within the field. Indeed, even in the field, the foraging and raiding ranges of *Temnothorax* tends to be short^67^. Additionally, living and laboratory conditions could be standardized for all colonies throughout the experiment.

Unfortunately, the intrinsic nature of our system does not allow for a “clean” experimental set up. Raiding versus non-raiding slavemakers could have been sampled in two different ways: either by comparing younger, fertile stay-at-home slavemakers with older, infertile raiding slavemakers; or by comparing infertile raiders to the same behavioural caste outside of the raiding season. Both approaches introduce method-specific confounding factors: fertility and age using the first approach, and physiological makeup of individuals due to seasonal differences using the latter. The latter method was ultimately chosen, as we expected that seasonal changes would influence gene expression far less strongly than fertility and age - especially when external conditions, such as temperature and humidity, are kept the same for all colonies. As hosts alter their behaviour in the long term after a slavemaker encounter, generally in the form of persistent elevated aggression^42,68^, we decided to sample host workers on the day of the raids, just before slavemaker contact, as well as during raids. All workers collected during this experiment for later transcriptome analysis were transferred directly into 500 µl Trizol (Invitrogen) and homogenized before freezing and stored at −80 °C. Ants were sampled at different times of day; since it is impossible to plan or instigate a raid, individuals must be collected whenever a raid takes place, independent of time of day. Additionally, daytime variation between individuals should be canceled out by our pooling strategy (see below).

### RNA Isolation and Sequencing

As we are less interested in individual differences in gene expression, but in general changes associated with specific behavioural *and* physiological states, we pooled whole bodies of six individuals per replicate (two individuals from three colonies each)^57^. We pooled the same colonies across treatments to keep possible colony-dependent variation constant across treatments. In total, four samples per species per behavioural phenotype were generated, resulting in a total of 48 samples. While pooling does indeed result in a loss of data at the individual level, this elimination of individual variation also strengthens common signals^57^. For example, here, since time of day (of collection) cannot be controlled for due to the unpredictable nature of raiding, pooling individuals of the same colony mitigates variation due to collection time. Additionally, physiological factors can influence behaviour in insects^69,70^. As such, focusing our RNA-Seq approach entirely on brains, for example, excludes all physiology-associated molecular signals, which might have important down-stream affects upon behaviour.

For RNA isolation, we followed the protocol of the Center for Genomics and Bioinformatics Bloomington (https://dgrc.bio.indiana.edu/include/file/CGB-TR-200610.pdf). In short, 200 µl chloroform was added to each Trizol sample and the mixture shaken vigorously for 15 seconds, and then centrifuged for 15 min at 4 °C and 11,000xg. The upper aqueous phase was transferred to a new 1.5 ml RNase-free tube and precipitated with 200 µl of absolute ethanol. The solution was gently pipetted four times and transferred to an RNeasy mini-spin column (Qiagen). Further procedure followed step three onwards of the RNeasy Clean-Up manual (Qiagen). Illumina library preparation with individually marked (MID) libraries was performed through GENterprise Genomics, affiliated with Mainz University (http://www.genterprise.de/), and paired-end sequenced on an Illumina HiSeq. 2000. Raw reads were analyzed for quality using FastQC v0.11.2, and Illumina adapters cut from all sequences with Trimmomatic v0.32^71^ using the following parameters: 2:30:10:8:TRUE LEADING:3 TRAILING:3 SLIDINGWINDOW:4:20 MINLEN:20 HEADCROP:13. Reads may be obtained from NCBI short read archive (Accession Number GSE95604).

### *De novo* transcriptome assembly

After analyzing the quality of our initial data, as obtained from the sequencing facility, we tested a number of *de novo* assembly and analysis approaches to determine which method yielded the best-assembled transcriptomes. Assembly methods examined included standard, short-read assembly approaches using Trinity^72^ and CLC Workbench v.7.0.3 (https://www.qiagenbioinformatics.com/), followed by a meta-assembly approach using EvidentialGene (https://sourceforge.net/projects/evidentialgene/) and MIRA^73^. For meta-assembly of the transcriptome, a same-mixed pattern of replicate-matching was utilized (BeforeRaid1-BeforeRaid2, BeforeRaid3-DuringRaid3, DuringRaid1-DuringRaid2, BeforeRaid4-DuringRaid4) for the CLC Workbench phase of the assembly. Using all reads at once decreased assembly quality, and we therefore decided for a step-wise assembly approach. Default parameters were used for these CLC assemblies except for ‘bubble size’ – auto, and a ‘word size’ of 35. Final transcriptome assembly was performed with MIRA, using CLC Workbench contigs as input. Trinity and EvidentialGene assemblies were performed using default settings. Transcriptome assembly was followed by the removal of redundant and/or low-confidence contigs from each transcriptome using CD-Hit-Est v.4.6.1^74^.

After the successful assembly of all transcriptomes, we looked at a number of factors to assess assembly quality including (1) total number of contigs, (2) average contig length, (3) percent coverage, and (4) contig BLAST hit rate. Qualimap v.2.1^75^ was used to view the.bam output from TopHat v.2.0.13^76^, as well as determine the average number of raw read hits of each base within a contig. Based on the above-mentioned analyses we decided to use the CLC + MIRA meta-assembly for the following analyses. Summary statistics for each assembly can be viewed in Supplementary Table S1.

### Differential Gene Expression Analyses

In order to determine which genes were most active during a specific behaviour, we utilized a gene expression approach in which we compared expression levels within a single species, between the two behavioural phenotypes. To accomplish this, we used EdgeR v3.9.12^77^, an add-on package for R v.3 (R Core Team, 2015). TopHat v2.0.13^76^, in conjunction with Bowtie 2 v2.1.0 (http://bowtie-bio.sourceforge.net/) were used to align reads to their corresponding contigs. eXpress v1.5.1 (http://bio.math.berkeley.edu/eXpress/) was used to obtain read count information. After initial expression analyses, PCA and NMDS analyses were performed in R using ‘vegan’ and ‘MASS’ libraries to determine whether samples grouped primarily by species or by phenotype (Supplementary Fig. S1), and how well samples grouped within a species (Supplementary Figs S2 and S3). While all gene expression analyses are based upon all species-specific contigs, between-species comparisons are based upon lifestyle (slavemaker or host)-specific orthologous clusters. These ortholog sequence clusters were constructed using OrthoMCL 2.0.9^78^ during a sister study^19^. Thus, to elucidate which differentially-expressed genes (DEGs) were shared between species, we utilized these orthologous clusters, matched with previously-determined DEGs, in combination with Venny v2.1.0 (http://bioinfogp.cnb.csic.es/tools/venny/). Next, we elucidated the broad functionality of DEGs through both functional analysis as well as metabolic pathway mapping. Contigs within all assemblies were functionally annotated, using NCBI’s BlastX v.2.2.30 against NCBI’s November 2014 non-redundant arthropod database. Functional enrichment analyses were performed using the Enrichment Analysis (f-test) functionality of Blast2GO Pro v3.2/3.3 (https://www.blast2go.com/) with default settings. We utilized the KEGG Automatic Annotation Server (KAAS) to assign KEGG Orthology (KO) terms to contigs^79^. Acquisition of KO terms for contigs was followed by the use of KEGG Mapper (Reconstruct Pathway) to obtain pathways associated with each KO term (http://www.genome.jp/kegg/tool/map_pathway.html).

The number of differently expressed genes and pathways between species were compared using chi-square tests. Differences in log fold change of DEGs were analyzed with a general linear-mixed model (lmer function implemented in the lme4 package^80^). All statistical analyses were conducted in R v. 3.3.1. Finally, weighted gene co-expression network analysis (WGCNA) was performed in R using package WGCNA^81^, followed by Kruskal-Wallis tests using package ggpubr in order to determine how the expression of groups of contigs is associated with shifts in phenotype. Initial clustering for the production of dendrograms was carried out using the WGCNA sub-function Hclust with default parameters.

### Data Accessibility and Additional Information

Raw Reads deposited into NCBI’s GEO database under Accession Number GSE95604.

## Electronic supplementary material

Supplementary Information

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

# Supplementary material for: Comparative analyses of co-evolving host-parasite associations reveal unique gene expression patterns underlying slavemaker raiding and host defensive phenotypes
**Source:** Sci Rep. 2018 Jan 31;8:1951. doi: 10.1038/s41598-018-20262-y
**Supplement:** Supplementary file 1 — Supplementary Information

**Comparative analyses of co-evolving host-parasite associations reveal unique gene expression patterns underlying slavemaker raiding and host defensive phenotypes**

Austin Alleman1, Barbara Feldmeyer²*, Susanne Foitzik1*

* Authors contributed equally to the study.

Supplementary Material and Methods:

*Supplementary Results*

**Transcriptome Sequencing and Assembly** A number of assembly methods were tested - 1] CLC + MIRA meta-assembly with no post-transcriptome refinement, 2] CLC + MIRA meta-assembly with refinement using CD-Hit, 3] CLC + MIRA meta-assembly with refinement using both CD-Hit and Qualimap, 4] Trinity assembly without refinement, 5] Trinity assembly with refinement with CH-Hit, 6] Trinity with refinement using Qualimap, and 7] EvidentialGene assembly - in order to determine which transcriptome assembly method yielded the most complete results for our analysis. Here, we found that EvidentialGene, on average, yielded the longest contig sequences, but the lowest percentage of coverage, according to TopHat (Supp. Table S43). Transcriptomes produced via CLC + MIRA meta-assembly possessed contigs nearly the same length as those produced by EvidentialGene, but with a much higher percentage of coverage. For our data, Trinity, regardless of refinement, yielded higher coverage than EvidentialGene, but a far greater number of short contigs. From this, we conclude that CLC + MIRA and EvidentialGene yield more complete contigs, less prone to gene fragmentation when compared to the Trinity assemblies. However, while EvidentialGene did produce the longest contigs, the percent coverage is relatively low. Thus, in light of these observations, we decided to base further analyses upon those transcriptomes obtained from CLC + MIRA meta-assembly with refinement using both CD-Hit and Qualimap.

Finalized transcriptomes from all six examined species ranged in size from 60 million to 100 million base pairs, comprising 40,000 to 80,000 contigs (Supp. Table S1). By both measures, the *T. ambiguus* transcriptome is the smallest, whereas the *T. curvispinosus* transcriptome is the largest. Additional factors like GC content and average contig length are broadly similar across all transcriptomes, indicating consistency within assembly method. Gene content of transcriptomes is somewhat variable, ranging from 18,396 annotated genes in the *T. curvispinosus* transcriptome to 10,206 genes in the *T. pilagens* transcriptome.

*Supplementary Discussion*

**Additional Genes of Interest** Unsurprisingly, given their widespread importance in physiological and behavioral processes in social insects 79, 80, 81, several *Vitellogenin*-family genes were found here to be differentially expressed between species and lifestyle. This finding in itself is not novel. Indeed, *Temnothorax* species possess four copies of *Vitellogenin*-family genes 82, each with a different caste-specific regulation 83. 

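Vitellogenin-6, a yolk protein that also circulates in workers, did not change past the threshold in any of these species by edgeR's quasi-likelihood test. Its contig had 272 CPM in non-raiding and 519 CPM in raiding T. duloticus (log2 fold change 0.93, SE 0.23, edgeR adjusted p = 0.136; 0.0235 by the likelihood ratio test without the filter and 0.00307 by DESeq2). In T. pilagens it had 88.0 ± 92.6 CPM (SD, n = 4) and 356 ± 178 CPM (SD, n = 3), a log2 fold change of 2.02 (SE 0.74, edgeR adjusted p = 0.234; 0.0872 by the likelihood ratio test without the filter and 0.144 by DESeq2). Its contigs in T. longispinosus had 28.6 and 123 CPM (2.10, SE 0.58, edgeR adjusted p = 1) and 14.7 and 63.5 CPM (2.11, SE 0.54, edgeR adjusted p = 1). For these the adjusted p was 0.089 and 0.0475 by the likelihood ratio test without the filter, and 0.0378 and 0.02 by DESeq2. Of the whole list of vitellogenin and yolk contigs, 1 of 7 fell in slavemakers (2 higher and 5 lower when adjusted over the list alone), and none of 5 changed in hosts by the quasi-likelihood test (5 higher when adjusted over the list alone, on contigs the study chose), while in T. ambiguus 3 were higher by the likelihood ratio test and 3 by DESeq2, and in T. longispinosus 0 and 2.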

Unusually, however, we find *Vitellogenin-6* (*Vg6*), to be over-expressed within *T. longispinosus* during raid defense and *T. pilagens* and *T. duloticus* during raids. A related study suggests that *Vg6* may be involved in brood cue response thresholds, brood care behavior, and task differentiation in *T. longispinosus* workers. Thus, that *Vg6* is found to be highly up-regulated *during nest defense in a host*, and *during active raiding behavior in slavemakers* is very surprising, given that normal care behavior ceases in hosts under raiding attack, and slavemaker workers have lost the ability to care for brood outright. However, while intriuging, whether or not *Vg6* has been re-purposed within these two slavemaking species in order to modify brood thresholds towards *host* brood is a question best answered by a more gene-targeted approach.

*Vitellogenin-3* (*Vg3*) and *Vitellogenin Receptor* (*VgRec*) were also found here to be differentially expressed. *Vg3* was found to be over-expressed within *T. duloticus* workers out of raiding season and *T. ambiguus* workers during raid defense. 

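Vitellogenin-3, another yolk protein, had 7236 ± 4901 CPM (SD, n = 4) in non-raiding and 1376 ± 836 CPM (SD, n = 4) in raiding T. duloticus, a log2 fold change of −2.40 (SE 0.73, edgeR adjusted p = 0.217). In T. ambiguus it had 600 ± 759 CPM (SD, n = 4) before a raid and 6692 ± 3505 CPM (SD, n = 4) in defense, a log2 fold change of 3.48 (SE 1.02, edgeR adjusted p = 0.417). The adjusted p by edgeR's likelihood ratio test without the filter was 0.0444 in T. duloticus and 0.0359 in T. ambiguus.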

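The Vitellogenin receptor, which takes yolk protein into growing eggs, fell in raiding T. duloticus in 1 contig, from 3.47 to 0.694 CPM (log2 fold change −2.33, SE 0.34, edgeR adjusted p = 0.0327). The other contigs of T. duloticus had −1.94 (SE 0.34, edgeR adjusted p = 0.0614), from 27.5 to 7.17 CPM, and −2.20 (SE 0.53, edgeR adjusted p = 0.133). In T. pilagens it had −1.07 (SE 0.29, edgeR adjusted p = 0.112), from 16.3 to 7.76 CPM, and with the removed replicate DR_687 the edgeR adjusted p was 0.0434. In T. ambiguus it had 12.8 ± 9.77 CPM (SD, n = 4) before a raid and 72.3 ± 37.9 CPM (SD, n = 4) in defense (2.49, SE 0.64, edgeR adjusted p = 0.353; 0.0226 by the likelihood ratio test without the filter). Of the oogenesis and germ line list, 1 of 6 slavemaker contigs fell (6 lower when adjusted over the list alone) and none of 3 host contigs changed by edgeR's quasi-likelihood test (3 higher when adjusted over the list alone, 2 by the likelihood ratio test and 3 by DESeq2), on contigs the study chose. The call in T. duloticus was lost without non-raiding replicate BR_417, BR_419 or BR_420 (adjusted p 0.102, 0.104 and 0.109) or raiding replicate DR_421, DR_422 or DR_423 (0.108, 0.0546 and 0.0812).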

In this study, and paralleling the pattern of *Vg3*, *VgRec* was also found here to be up-regulated in *T. ambiguus* during nest defense; as well as in *T. pilagens* and *T. duloticus* in the non-raiding state. The expression patterns observed here, combined with insight previously provided into the functions of *Vg3* and *VgRec* supports previous findings into the raiding propensity of different slavemaker workers. Our findings reinforce the observation that only non-fertile slavemakers participate in raiding behavior, and suggest that *Vg3* has maintained its fertility-related function within *Temnothorax* raiders. Within host *T. ambiguus*, we might conclude from the expression of *Vg3* and *VgRec* that fertile host workers participate more when defending nests against slavemaker aggression; a not-unlikely scenario given that brood nurses – typically located within their own colonies near developing brood - within non-slavemaking *Temnothorax* species are generally more fertile than foragers 84.

Surprisingly, several genes relating to mitochondrial oxidative phosphorylation (cytochrome- and NADH dehydrogenase-family) were also found here to be down-regulated within the slavemaker raiding and host defensive behavior. This was unexpected, as we initially predicted that the behavioral states characterized by activity and aggression would also display the up-regulation of genes involved in energy metabolism. This expectation corresponds with a number of earlier studies showing that, across a wide range of taxa, elevated levels of aggression positively correspond with changes in expression of general metabolic genes 85, 86, 87, 88, 89. Conversely, however, a number of studies examining social insect workers specifically find the reverse, suggesting that this positive correlation between metabolic gene expression levels and aggression is inverted in energy metabolic genes, with aggressive states being characterized by the down-regulation of these genes 85 within the insect worker brain. 

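Subunits of the respiratory chain fell by small amounts in raiding T. pilagens. The NADH dehydrogenase 1 beta subcomplex subunit 8, of the chain's first complex, went from 72.3 to 50.5 CPM (log2 fold change −0.52, SE 0.10, edgeR adjusted p = 0.0334), subunit 2 from 52.8 to 37.4 CPM (−0.50, SE 0.09, edgeR adjusted p = 0.0344), and cytochrome b-c1 complex subunit 7, of the third complex, from 127 to 86.7 CPM (−0.55, SE 0.11, edgeR adjusted p = 0.0449), called in 2, 1 and 2 of 7 fits without 1 library. In T. duloticus NADH dehydrogenase subunit 2 had −0.75 (SE 0.14, edgeR adjusted p = 0.0732), from 291 to 173 CPM. In T. americanus 3 of 4 mitochondrially encoded contigs rested on single libraries: NADH dehydrogenase subunit 4 had 99.9% of its scaled counts in raiding replicate DR_438 (9.65, SE 2.94, edgeR adjusted p = 0.238) and subunit 5 had 98.9% in non-raiding replicate BR_434 (−7.09, SE 2.88, edgeR adjusted p = 0.41). Subunit 1, not tested, had 100% of its counts in raiding replicate DR_438, while cytochrome b had 78.4% there, without overlap between the states (4.88, SE 1.18, edgeR adjusted p = 0.137). The contigs named cytochrome b, cytochrome c oxidase subunits I and II and a further NADH dehydrogenase subunit 2 in T. duloticus match a house dust mite and not an ant, were not tested, and had 99.8% or more of their scaled counts in non-raiding replicate BR_420. In T. pilagens cytochrome c oxidase subunit 7C had −0.60 (SE 0.13) and polypeptide VIc −0.50 (SE 0.11), both at an edgeR adjusted p of 0.0594. NADH dehydrogenase subunit 1 of T. pilagens had −3.41 (SE 1.40, edgeR adjusted p = 0.288), and 4.41 with the removed replicate DR_687. Of the mitochondrial respiration list, 3 of 12 tested slavemaker contigs fell and none rose (10 lower and 2 higher when adjusted over the list alone, on contigs the study chose), and the list held no host contig.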

Our findings certainly align more with these latter observations.

Two additional genes, involved in the response to stress, were also found to be differentially-expressed within slavemaking and/or host species. *Kelch*, found here to be up-regulated in *T. longispinosus* during the non-raiding state and *T. pilagens* during raiding behavior, has previously been described in *Drosophila melanogaster* as being involved in response to oxidative stress 90. 

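Kelch-like protein 10, of the family that tags proteins for breakdown, rose in raiding T. pilagens in 2 contigs, by 1.06 on the log2 scale (SE 0.13, edgeR adjusted p = 0.00982; called in every fit without 1 library), from 14.7 to 30.7 CPM, and by 0.76 (SE 0.15, edgeR adjusted p = 0.0353; called in 1 of 7 such fits), from 45.2 to 76.8 CPM. The contig of Kelch domain-containing protein 6, the Kelch entry of Table 1, had 1.02 CPM in non-raiding and 0.0458 CPM in raiding T. pilagens, a log2 fold change of −4.39 (SE 1.21, edgeR adjusted p = 0.117; 0.00786 by the likelihood ratio test without the filter). In T. longispinosus its contig did not pass the low-count filter, with 1.50 CPM before a raid and 0.0163 CPM in defense, and 59.7% of its scaled counts lay in non-raiding replicate BR_427 (adjusted p = 0.282 by edgeR's likelihood ratio test without the filter).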

Oxidative stress responses can be seen as body maintenance or repair and it is likely that hosts shut down such general repair genes when under attack to concentrate on defending their nest. Slavemakers on the other hand, might up-regulate repair mechanisms during raids as these constitute a very active state and they might prepare for metabolic damages by activating genes involved in response to oxidative stress. The second stress-response gene, *MYG1*, has previously been found to be involved in stress response and general activity within *Mus musculus* 91. Here, it is up-regulated in *T. curvispinosus* and *T. americanus* outside of defense and raiding behavior, respectively. Together, the expression patterns of these two genes does seem to suggest that, within both slavemaker and host species, the non-raiding state is spent performing bodily maintenance and repair tasks.

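The MYG1 contig, named for a conserved mitochondrial and nuclear protein, had 14.1 ± 4.56 CPM (SD, n = 4) in non-raiding and 4.53 ± 1.29 CPM (SD, n = 3) in raiding T. americanus, a log2 fold change of −1.63 (SE 0.32, edgeR adjusted p = 0.0806). With the removed replicate DR_439 it fell by 1.48 (edgeR adjusted p = 0.0374), and the adjusted p was 0.00343 by edgeR's likelihood ratio test without the filter and 0.000165 by DESeq2. In T. curvispinosus the contig did not pass the low-count filter, with 1.69 CPM before a raid, 56.1% of it in non-raiding replicate BR_410, and 0 counts in defense (adjusted p = 0.189 by edgeR's likelihood ratio test without the filter). Against a floor of 3 counts over the defending libraries, that is a log2 fold change of −5.11 or lower.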

Perhaps unsurprisingly, given the antagonistic nature of the behaviors examined here, genes involved in pain response and nociception did show differential expression between behavioral states. Chief among those over-expressed is the cation channel protein *painless*. Within *D. melanogaster*, *painless* is found to be responsible for nociception and response to heat, where *D. melanogaster* with nonfunctional *painless* genes display an impaired pain response 92. 

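The transient receptor potential channel painless, a sensor of heat and harmful touch in flies, rose in raiding T. americanus from 10.3 ± 1.84 CPM (SD, n = 4) to 37.4 ± 7.41 CPM (SD, n = 3), a log2 fold change of 1.86 (SE 0.19, edgeR adjusted p = 0.00985). The contig called Transient receptor potential cation channel protein painless lost the call without raiding replicate DR_437 or DR_438 (edgeR adjusted p 0.0513 and 0.0627). In T. curvispinosus the contig of painless did not pass the low-count filter, and 100% of its counts lay in raiding replicate DR_415 (adjusted p = 0.423 by edgeR's likelihood ratio test without the filter).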

Here, we find this gene over-expressed within *T. curvispinosus* during nest defense and *T. americanus* during raiding behavior. This is especially intriguing, given that both of these species up-regulate this gene during times of conflict. This observation raises additional questions: under circumstances where injury is likely, is it beneficial to up-regulate the expression of genes responsible for reporting pain? Does this up-regulation result in an individual more sensitive to pain, and thus quicker to respond to painful situations? Results of previous studies, combined with the gene expression data produced here, certainly seem to suggest this. One final note on nociception: while previous studies have shown that *Hymenoptaecin* is strongly over-expressed in injured individuals 93, our results indicate that this gene is only up-regulated during the raiding behavior of *T. duloticus,* while showing significant down-regulation during the raiding state of *T. pilagens* and *T. americanus*, and in the host *T. ambiguus*. Thus, while *Hymenoptaecin* is a definitive response to injury in some ant species, its function within *Temnothorax* is much less clear.

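Hymenoptaecin, an antimicrobial peptide of bees and ants, did not change past the threshold in any species by edgeR's quasi-likelihood test, and its level varied widely between pools. In T. duloticus its contigs together held 4.57, 57.8, 1222 and 114 CPM in raiding replicates DR_421 to DR_424 and 8.47, 6.56, 7.00 and 4.18 CPM in non-raiding replicates BR_417 to BR_420. Its contigs there had log2 fold changes of 5.60, 5.59 and 6.06 (edgeR adjusted p = 0.176, 0.167 and 0.14; 0.00704, 0.00504 and 0.00129 by the likelihood ratio test without the filter). In T. americanus the non-raiding replicates BR_433 to BR_436 held 208.1, 1540, 38.65 and 1.545 CPM, and the raiding replicates DR_437, DR_438 and DR_440 held 18.67, 0.811 and 0.3995 CPM (removed replicate DR_439: 2.515), with log2 fold changes of −6.20 and −5.99 in its contigs (edgeR adjusted p = 0.281 and 0.378; 0.0368 and 0.0373 by DESeq2). In T. pilagens the levels were 2.58, 37.5, 28.1 and 2.23 CPM in non-raiding replicates BR_680 to BR_683 and 2.29, 5.00 and 0.967 CPM in raiding replicates DR_684 to DR_686 (removed replicate DR_687: 4.71). In T. ambiguus they were 752, 133, 503 and 41.4 CPM before a raid and 13.6, 5.83, 43.2 and 34.4 CPM in defense, with log2 fold changes of −3.95 and −3.76 (edgeR adjusted p = 0.373 and 0.314; 0.0141 and 0.00455 by the likelihood ratio test without the filter). Of the antimicrobial and immune list as a whole, 4 of 12 slavemaker contigs fell and none rose (9 lower and 3 higher when adjusted over the list alone, on contigs the study chose). These were 3 contigs of protein toll in T. pilagens, a receptor of the immune response, among them −0.94 (SE 0.10, edgeR adjusted p = 0.00617; called in every fit without 1 library), and a peptidoglycan-recognition protein, which binds bacterial cell walls, in T. americanus (−2.75, SE 0.46, edgeR adjusted p = 0.0455; called in 2 of 7).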

*Supplementary References*

79] Raikhel, A. S., Dhadialla, T. S. Accumulation of yolk proteins in insect oocytes. *Annu Rev Entomol*. **37,** 217-251 (1992).

80] Ihle, K. E., Page, R. E., Frederick, K., Fondrk, M. K., Amdam, G.V. Genotype effect on regulation of behavior by vitellogenin supports reproductive origin of honeybee foraging bias. *Anim Behav*. **79,** 1001-1006 (2010).

81] Samela, H., Sundström, L. Vitellogenin in inflammation and immunity in social insects. *Inflammation and Cell Signaling*. 4: e1506. Doi:10.14800/ics.1506 (2017).

82] Wurm, Y., *et al*. The genome of the fire ant *Solenopsis invicta*. *Proc Natl Acad Sci USA*. **108,** 5679–5684 (2011).

83] Corona, M., Libbrecht, R., Wurm, Y., Riba-Grognuz, O., Studer, R. A., Keller, L. Vitellogenin underwent subfunctionalization to acquire caste and behavioral specific expression in the harvester ant *Pogonomyrmex barbatus*. *PLoS Genet*. **9** (2013).

84] Konrad, M., Pamminger, T., Foitzik, S. Two pathways ensuring social harmony. ***Naturwissenschaften*.** **99,** 627–636 (2012).

85] Alaux, C., *et al*. Regulation of brain gene expression in honey bees by brood pheromone. *Genes Brain Behav*. **8,** 309-319 (2009).

86] Ayroles, J. F., *et al*. Systems of complex genetics in *Drosophila melanogaster*. *Nat. Genet*. **41,** 299–307 (2009).

87] Edwards, A., Zwarts, L., Yamamoto, A., Callaerts, P., Mackay, T. Mutations in many genes affect aggressive behavior in *Drosophila melanogaster*. *BMC Biol*. **7,** 29 (2009).

88] Li-Byarlay, H., Rittschof, C. C., Massey, J. H., Pittendrigh, B. R., Robinson, G. E. Socially responsive effects of brain oxidative metabolism on aggression. *Proc Natl Acad Sci USA*. **111,** 12533–12537 (2014).

89] Helmkampf, M., Mikheyev, A. S., Kang, Y., Fewell, J., Gadau, J. Gene expression and variation in social aggression by queens of the harvester ant *Pogonomyrmex californicus*. *Mol Ecol*. **25,** 3716–3730 (2016).

90] Sekine, Y., *et al*. The Kelch Repeat Protein KLHDC10 Regulates Oxidative Stress-Induced ASK1 Activation by Suppressing PP5. *Mol Cell*. **48,** 692–704 (2012).

91] Philips, M. A. Myg1-deficient mice display alterations in stress-induced responses and reduction of sex-dependent behavioural differences. *Behav Brain Res*. **207,** 182–195 (2012).

92] Tracey, W. D., Wilson, R. I., Laurent, G., Benzer, S. painless, a *Drosophila* gene essential for nociception. *Cell*. **113,** 261–273 (2003).

93] Von Wyschetzki, K., Lowack, H., Heinze, J. Transcriptomic response to injury sheds light on the physiological costs of reproduction in ant queens. *Mol Ecol*. **25,** 1972-1985 (2016).

*Supplementary Tables and Figures*

**Supplementary Table S1.** Statistics of the final transcriptomes used within this analysis. Information displayed here obtained from transcriptomes produced through meta-assembly using CLC Workbench and MIRA, refined with CD-Hit and Qualimap.

|  | ***T. ambiguus*** | ***T. curvispinosus*** | ***T. longispinosus*** | ***T. americanus*** | ***T. duloticus*** | ***T. pilagens*** |
| --- | --- | --- | --- | --- | --- | --- |
| **Assembly Statistics** |  |  |  |  |  |  |
| Total length of sequence | 63,020,600 | 96,205,599 | 75,609,790 | 73,000,788 | 77,978,773 | 65,405,297 |
| Total number of contigs | 43,664 | 79,277 | 56,122 | 54,054 | 57,994 | 48,783 |
| N25 stats | 6,115 | 5,926 | 6,506 | 6,511 | 6,795 | 6,442 |
| N50 stats | 3,385 | 2,973 | 3,521 | 3,531 | 3,606 | 3,504 |
| N75 stats | 1,410 | 1,017 | 1,302 | 1,306 | 1,253 | 1,298 |
| Total GC count | 26,220,765 | 40,730,944 | 31,501,177 | 30,697,888 | 32,286,868 | 26,968,818 |
| GC % | 41.61 % | 42.34 % | 41.66 % | 42.05 % | 41.40 % | 41.23 % |
| Average Contig Length | 1,443 | 1,214 | 1,347 | 1,351 | 1,345 | 1,341 |
|  |  |  |  |  |  |  |
| **Blast and Filtration Results** |  |  |  |  |  |  |
| Initial number of gene annotations | 18,501 | 31,636 | 21,626 | 18,914 | 17,765 | 16,433 |
| Final number of single gene annotations | 11,350 | 18,396 | 12,240 | 11,809 | 10,407 | 10,206 |
| % of genes filtered | 38.65% | 41.85% | 43.40% | 37.56% | 41.42% | 37.89% |

**Supplementary Table S2.** Extensive comparison of all assembly methods tested during the course of this project (additional file).

**Supplementary Table S3.** Only significantly differentially-expressed contigs for all species (additional file).

**Supplementary Table S4.** Six-tabbed table containing complete expression data for all species and all contigs (additional file).

**Supplementary Table S5.** Enriched functions of contigs within WGCNA module Slavemaker Module 1. Green rows indicate significant enrichment.

| GO.ID | Term | Annotated | Significant | Expected | Fisher |
| --- | --- | --- | --- | --- | --- |
| GO:0006412 | translation | 84 | 6 | 1.44 | 0.0026 |
| GO:0071918 | urea transmembrane transport | 1 | 1 | 0.02 | 0.0172 |
| GO:0006783 | heme biosynthetic process | 1 | 1 | 0.02 | 0.0172 |
| GO:0006685 | sphingomyelin catabolic process | 1 | 1 | 0.02 | 0.0172 |
| GO:0019441 | tryptophan catabolic process to kynureni... | 1 | 1 | 0.02 | 0.0172 |
| GO:0006750 | glutathione biosynthetic process | 2 | 1 | 0.03 | 0.0341 |
| GO:0006629 | lipid metabolic process | 65 | 4 | 1.12 | 0.0463 |
| GO:0042981 | regulation of apoptotic process | 3 | 1 | 0.05 | 0.0507 |
| GO:0015986 | ATP synthesis coupled proton transport | 4 | 1 | 0.07 | 0.067 |
| GO:0015936 | coenzyme A metabolic process | 4 | 1 | 0.07 | 0.067 |
| GO:0006334 | nucleosome assembly | 6 | 1 | 0.1 | 0.0989 |
| GO:0008299 | isoprenoid biosynthetic process | 7 | 1 | 0.12 | 0.1144 |
| GO:0006099 | tricarboxylic acid cycle | 10 | 1 | 0.17 | 0.1594 |
| GO:0008152 | metabolic process | 1483 | 31 | 25.48 | 0.1815 |
| GO:0043401 | steroid hormone mediated signaling pathw... | 16 | 1 | 0.27 | 0.2429 |
| GO:0006313 | transposition, DNA-mediated | 17 | 1 | 0.29 | 0.256 |
| GO:0006030 | chitin metabolic process | 19 | 1 | 0.33 | 0.2815 |
| GO:0055114 | oxidation-reduction process | 177 | 5 | 3.04 | 0.2823 |
| GO:0016579 | protein deubiquitination | 20 | 1 | 0.34 | 0.294 |
| GO:0035023 | regulation of Rho protein signal transdu... | 21 | 1 | 0.36 | 0.3062 |
| GO:0006470 | protein dephosphorylation | 22 | 1 | 0.38 | 0.3182 |
| GO:0006355 | regulation of transcription, DNA-templat... | 209 | 4 | 3.59 | 0.4898 |
| GO:0016192 | vesicle-mediated transport | 47 | 1 | 0.81 | 0.5609 |
| GO:0006810 | transport | 370 | 6 | 6.36 | 0.6108 |
| GO:0055085 | transmembrane transport | 166 | 4 | 2.85 | 0.6758 |
| GO:0006468 | protein phosphorylation | 161 | 2 | 2.77 | 0.7769 |
| GO:0006396 | RNA processing | 95 | 1 | 1.63 | 0.8139 |
| GO:0071103 | DNA conformation change | 13 | 1 | 0.22 | 1 |
| GO:0019438 | aromatic compound biosynthetic process | 290 | 6 | 4.98 | 1 |
| GO:0015672 | monovalent inorganic cation transport | 37 | 1 | 0.64 | 1 |
| GO:0019439 | aromatic compound catabolic process | 23 | 1 | 0.4 | 1 |
| GO:0032196 | transposition | 17 | 1 | 0.29 | 1 |
| GO:0008219 | cell death | 8 | 1 | 0.14 | 1 |
| GO:0019219 | regulation of nucleobase-containing comp... | 213 | 4 | 3.66 | 1 |
| GO:0050794 | regulation of cellular process | 540 | 6 | 9.28 | 1 |
| GO:0043412 | macromolecule modification | 318 | 4 | 5.46 | 1 |
| GO:0044260 | cellular macromolecule metabolic process | 856 | 16 | 14.71 | 1 |
| GO:0015840 | urea transport | 1 | 1 | 0.02 | 1 |
| GO:0006022 | aminoglycan metabolic process | 25 | 1 | 0.43 | 1 |

**Supplementary Table S6.** Enriched functions of contigs within WGCNA module Slavemaker Module 7. Green rows indicate significant enrichment.

| GO.ID | Term | Annotated | Significant | Expected | Fisher |
| --- | --- | --- | --- | --- | --- |
| GO:0006412 | translation | 84 | 8 | 1.52 | 0.00029 |
| GO:0006979 | response to oxidative stress | 8 | 2 | 0.14 | 0.00832 |
| GO:0000462 | maturation of SSU-rRNA from tricistronic... | 1 | 1 | 0.02 | 0.01806 |
| GO:0035434 | copper ion transmembrane transport | 1 | 1 | 0.02 | 0.01806 |
| GO:0006430 | lysyl-tRNA aminoacylation | 1 | 1 | 0.02 | 0.01806 |
| GO:0006108 | malate metabolic process | 1 | 1 | 0.02 | 0.01806 |
| GO:0001678 | cellular glucose homeostasis | 2 | 1 | 0.04 | 0.0358 |
| GO:0046835 | carbohydrate phosphorylation | 2 | 1 | 0.04 | 0.0358 |
| GO:0006850 | mitochondrial pyruvate transport | 2 | 1 | 0.04 | 0.0358 |
| GO:0010508 | positive regulation of autophagy | 2 | 1 | 0.04 | 0.0358 |
| GO:0008272 | sulfate transport | 2 | 1 | 0.04 | 0.0358 |
| GO:0006744 | ubiquinone biosynthetic process | 3 | 1 | 0.05 | 0.05324 |
| GO:0016226 | iron-sulfur cluster assembly | 4 | 1 | 0.07 | 0.07036 |
| GO:0035176 | social behavior | 4 | 1 | 0.07 | 0.07036 |
| GO:0006355 | regulation of transcription, DNA-templat... | 209 | 7 | 3.77 | 0.07673 |
| GO:0006414 | translational elongation | 5 | 1 | 0.09 | 0.08718 |
| GO:0030203 | glycosaminoglycan metabolic process | 6 | 1 | 0.11 | 0.1037 |
| GO:0006334 | nucleosome assembly | 6 | 1 | 0.11 | 0.1037 |
| GO:0006298 | mismatch repair | 9 | 1 | 0.16 | 0.15154 |
| GO:0006096 | glycolytic process | 9 | 1 | 0.16 | 0.15154 |
| GO:0006099 | tricarboxylic acid cycle | 10 | 1 | 0.18 | 0.16693 |
| GO:0009058 | biosynthetic process | 516 | 18 | 9.32 | 0.19698 |
| GO:0008152 | metabolic process | 1483 | 32 | 26.79 | 0.21116 |
| GO:0016579 | protein deubiquitination | 20 | 1 | 0.36 | 0.30656 |
| GO:0006511 | ubiquitin-dependent protein catabolic pr... | 35 | 1 | 0.63 | 0.47419 |
| GO:0007186 | G-protein coupled receptor signaling pat... | 89 | 2 | 1.61 | 0.4831 |
| GO:0005975 | carbohydrate metabolic process | 68 | 2 | 1.23 | 0.48955 |
| GO:0055114 | oxidation-reduction process | 177 | 4 | 3.2 | 0.54918 |
| GO:0006508 | proteolysis | 157 | 3 | 2.84 | 0.62106 |
| GO:0055085 | transmembrane transport | 166 | 2 | 3 | 0.92439 |
| GO:0007165 | signal transduction | 295 | 3 | 5.33 | 0.97986 |
| GO:0071103 | DNA conformation change | 13 | 1 | 0.23 | 1 |
| GO:0019438 | aromatic compound biosynthetic process | 290 | 7 | 5.24 | 1 |
| GO:0019725 | cellular homeostasis | 26 | 1 | 0.47 | 1 |
| GO:0006364 | rRNA processing | 13 | 1 | 0.23 | 1 |
| GO:0019219 | regulation of nucleobase-containing comp... | 213 | 7 | 3.85 | 1 |
| GO:0050794 | regulation of cellular process | 540 | 11 | 9.75 | 1 |
| GO:0043412 | macromolecule modification | 318 | 1 | 5.74 | 1 |
| GO:0044260 | cellular macromolecule metabolic process | 856 | 18 | 15.46 | 1 |
| GO:0006022 | aminoglycan metabolic process | 25 | 1 | 0.45 | 1 |
| GO:0044262 | cellular carbohydrate metabolic process | 13 | 1 | 0.23 | 1 |

**Supplementary Table S7.** Enriched functions of contigs within WGCNA module Host Module 9. Green rows indicate significant enrichment.

**Supplementary Table S8.** Two-tabbed table containing those GO functions significantly over-represented within slavemakers out of raiding season and during raid, which are either specific to one species or are shared by multiple species (additional file).

**
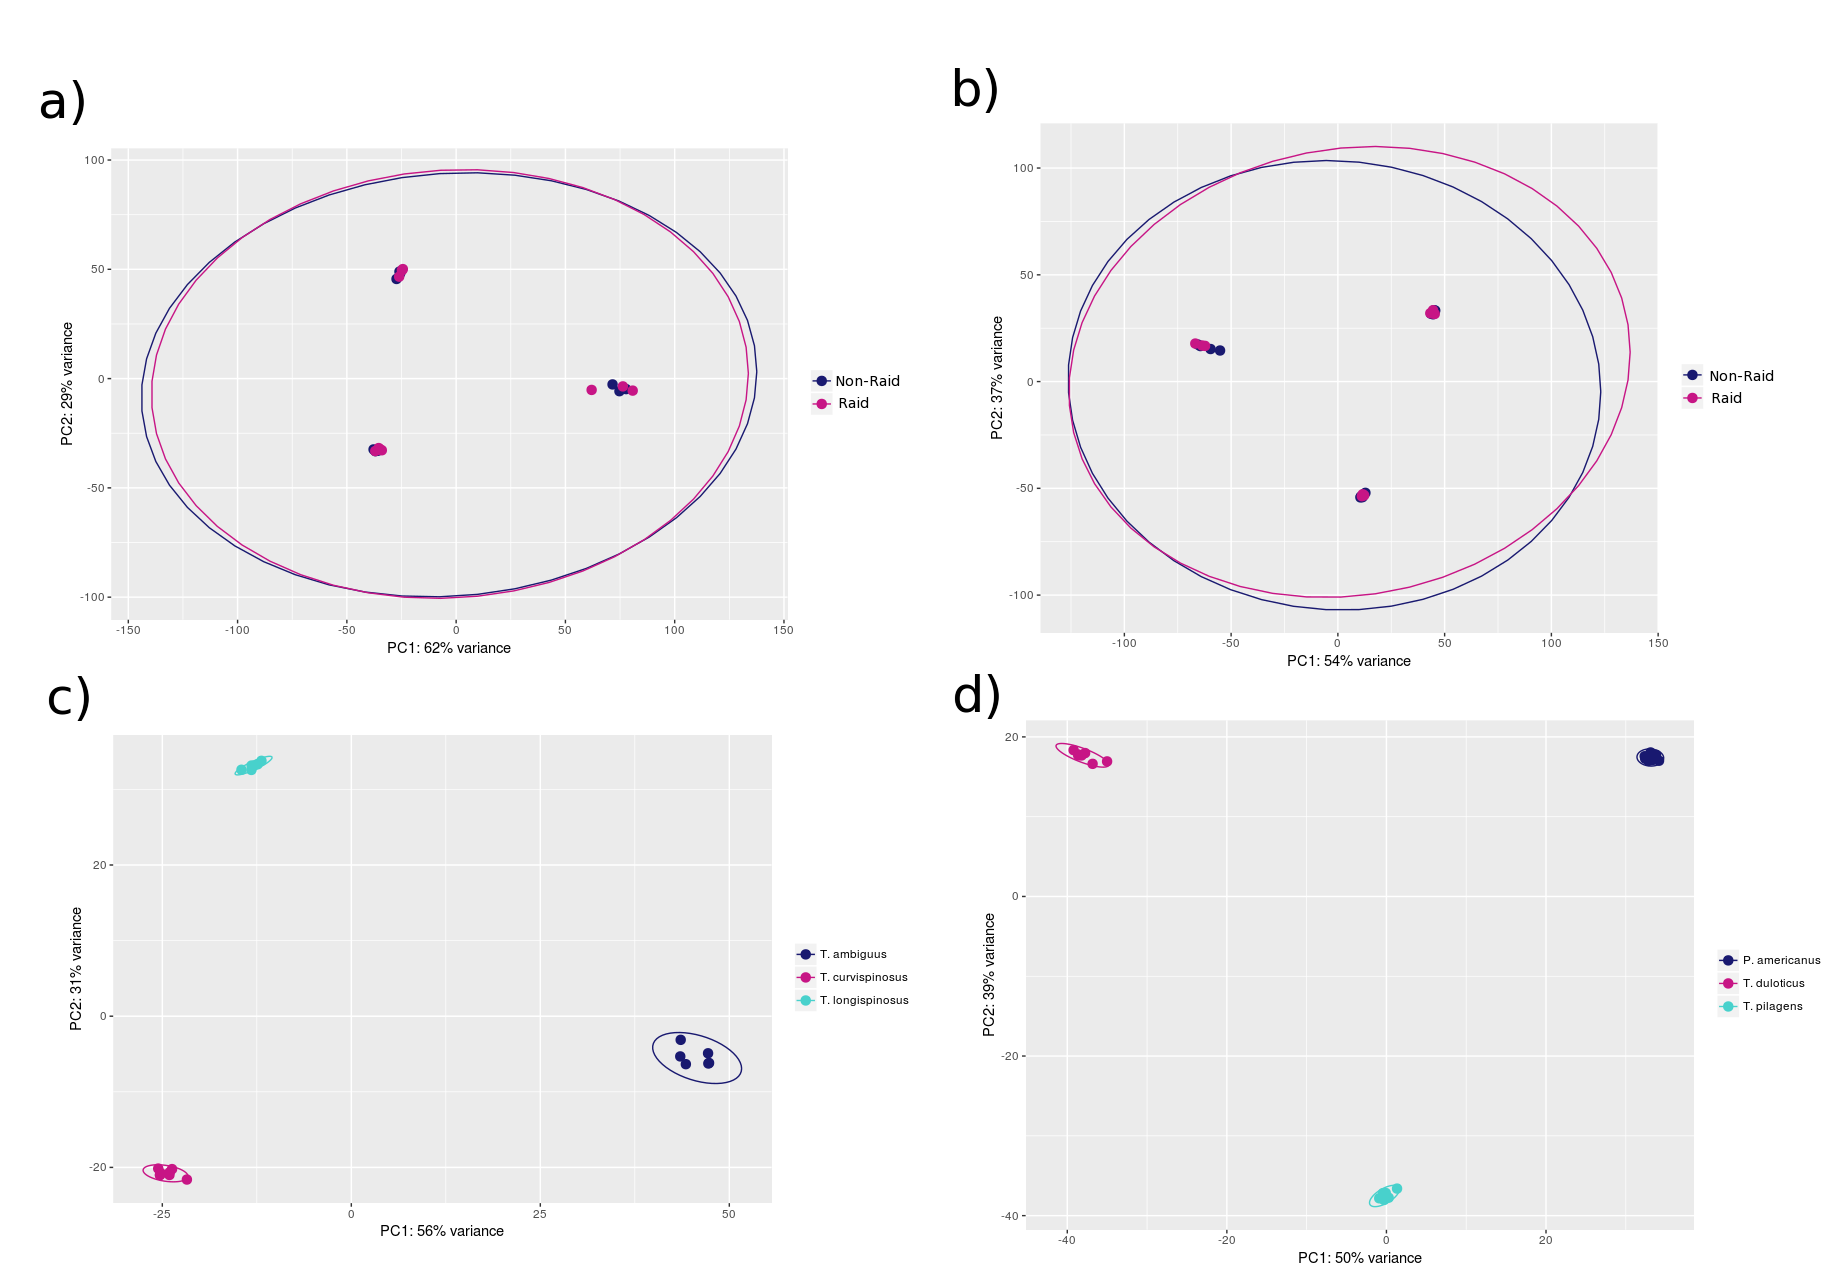
**

**Supplementary Figure S1.** a) PCA plot of normalized read counts of clustered *host* orthologous contigs with a focus on physiological state of over-expression. Samples here do not group by physiological state, but instead by species. b) PCA plot of normalized read counts of clustered *slavemaker* orthologous contigs with a focus on physiological state of over-expression. Samples here do not group by physiological state, but instead by species. c) PCA plot of normalized read counts of clustered *host* orthologous contigs with a focus on species. Grouping is driven primarily by species. d) PCA plot of normalized read counts of clustered *slavemaker* orthologous contigs with a focus on species. Grouping here also appears to be strongly species-driven.

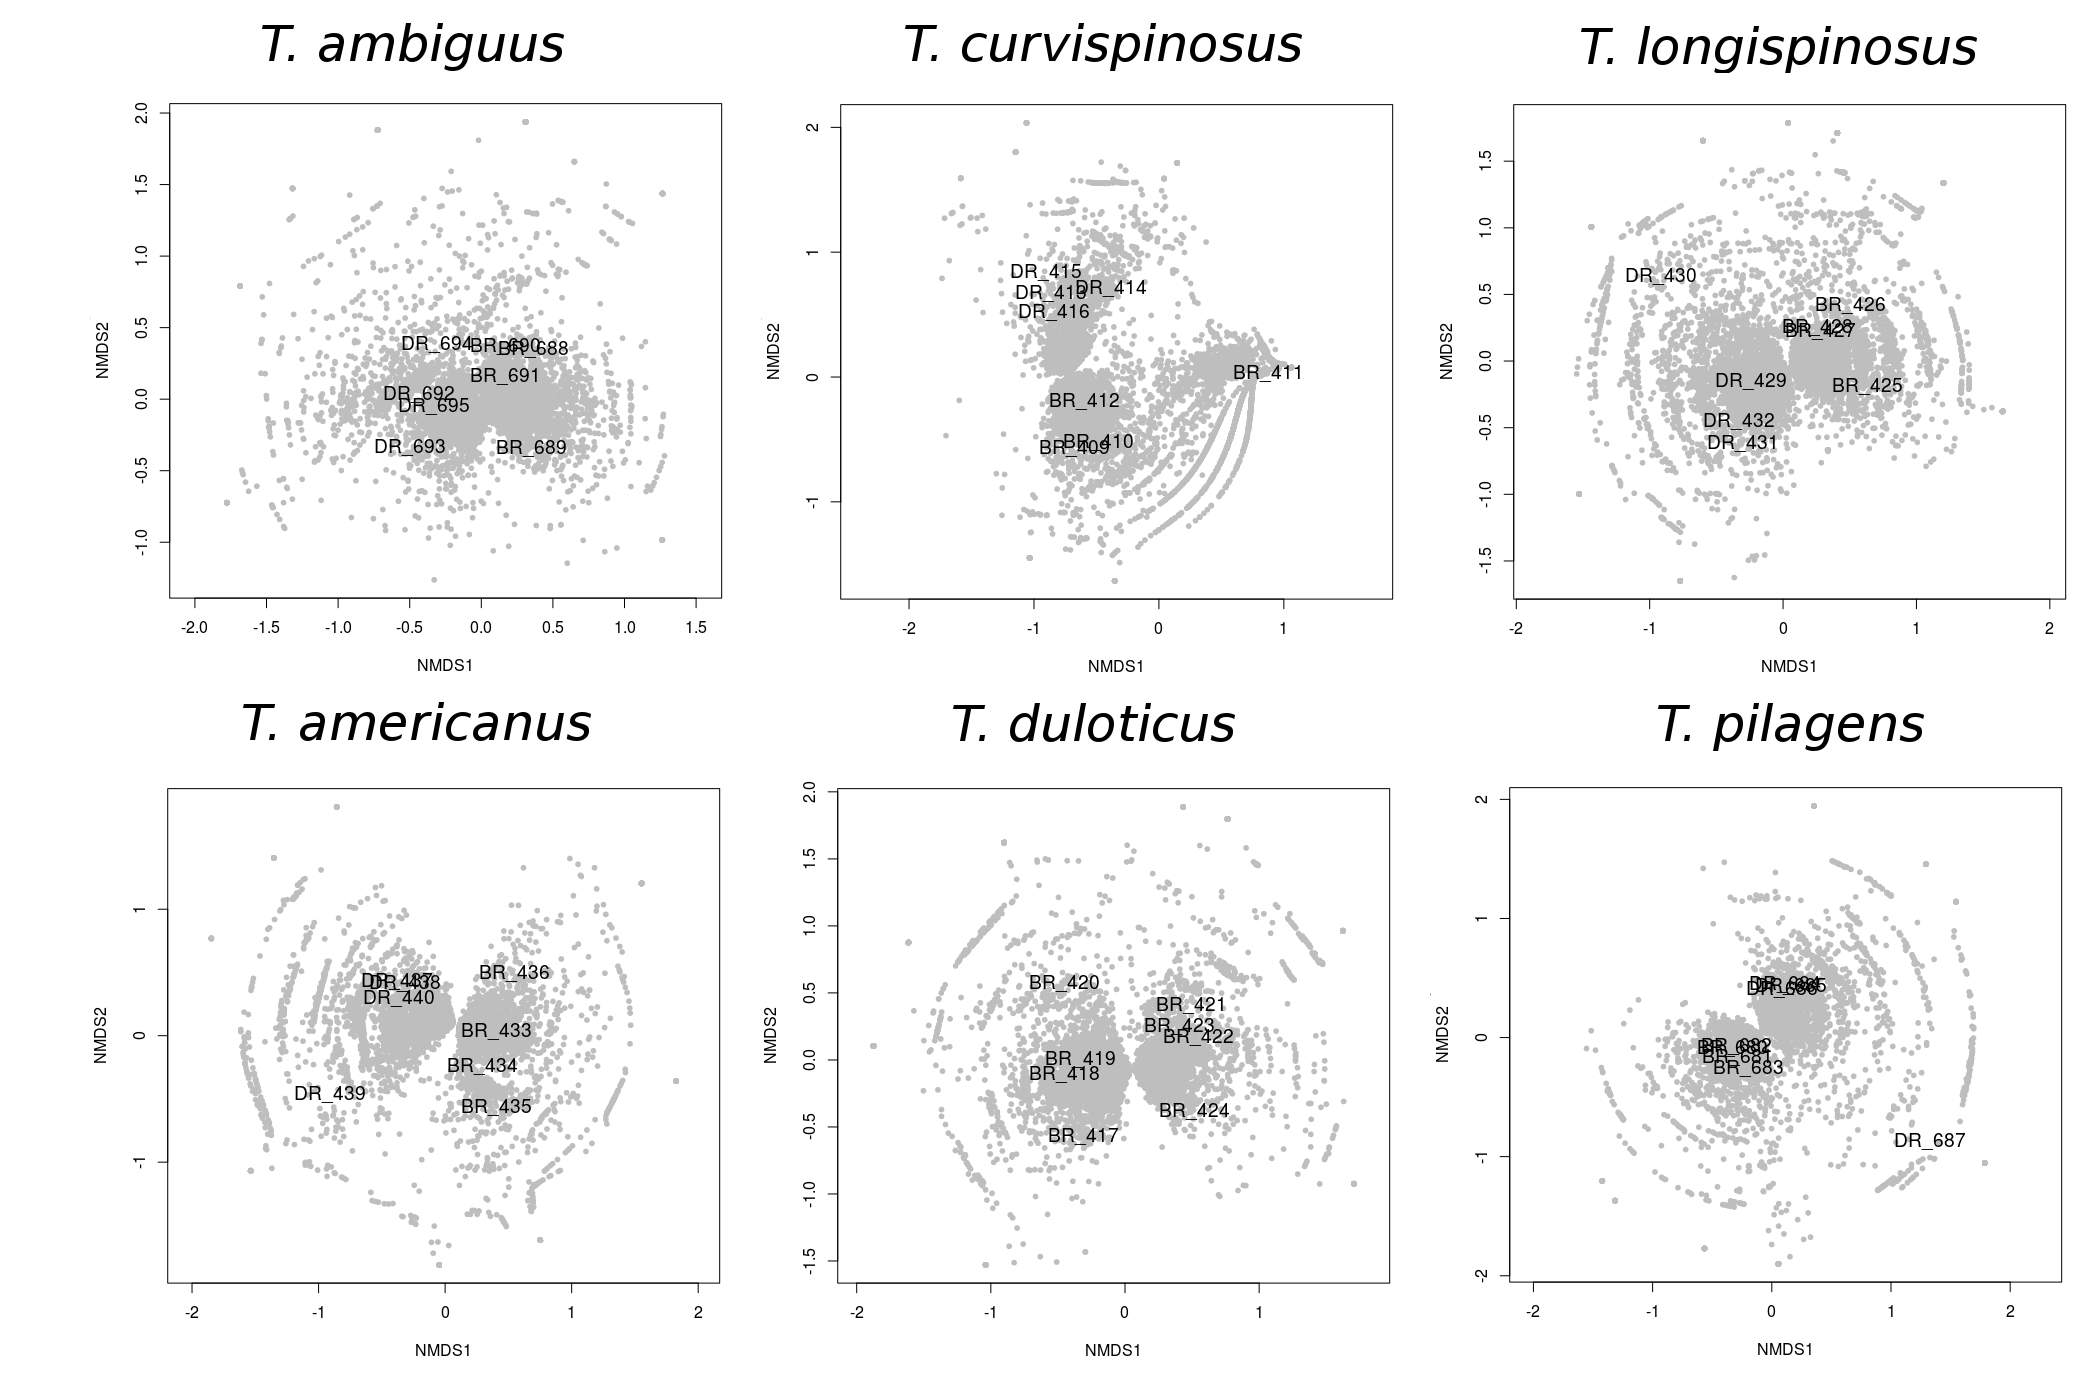

**Supplementary Figure S2.** Initial NMDS analysis including all replicates before removal of outliers. Eight replicates per species, with four out-of-raiding-season samples and four during raid samples per slavemaking species and four before nest defense and four during nest defense samples per host species.

**
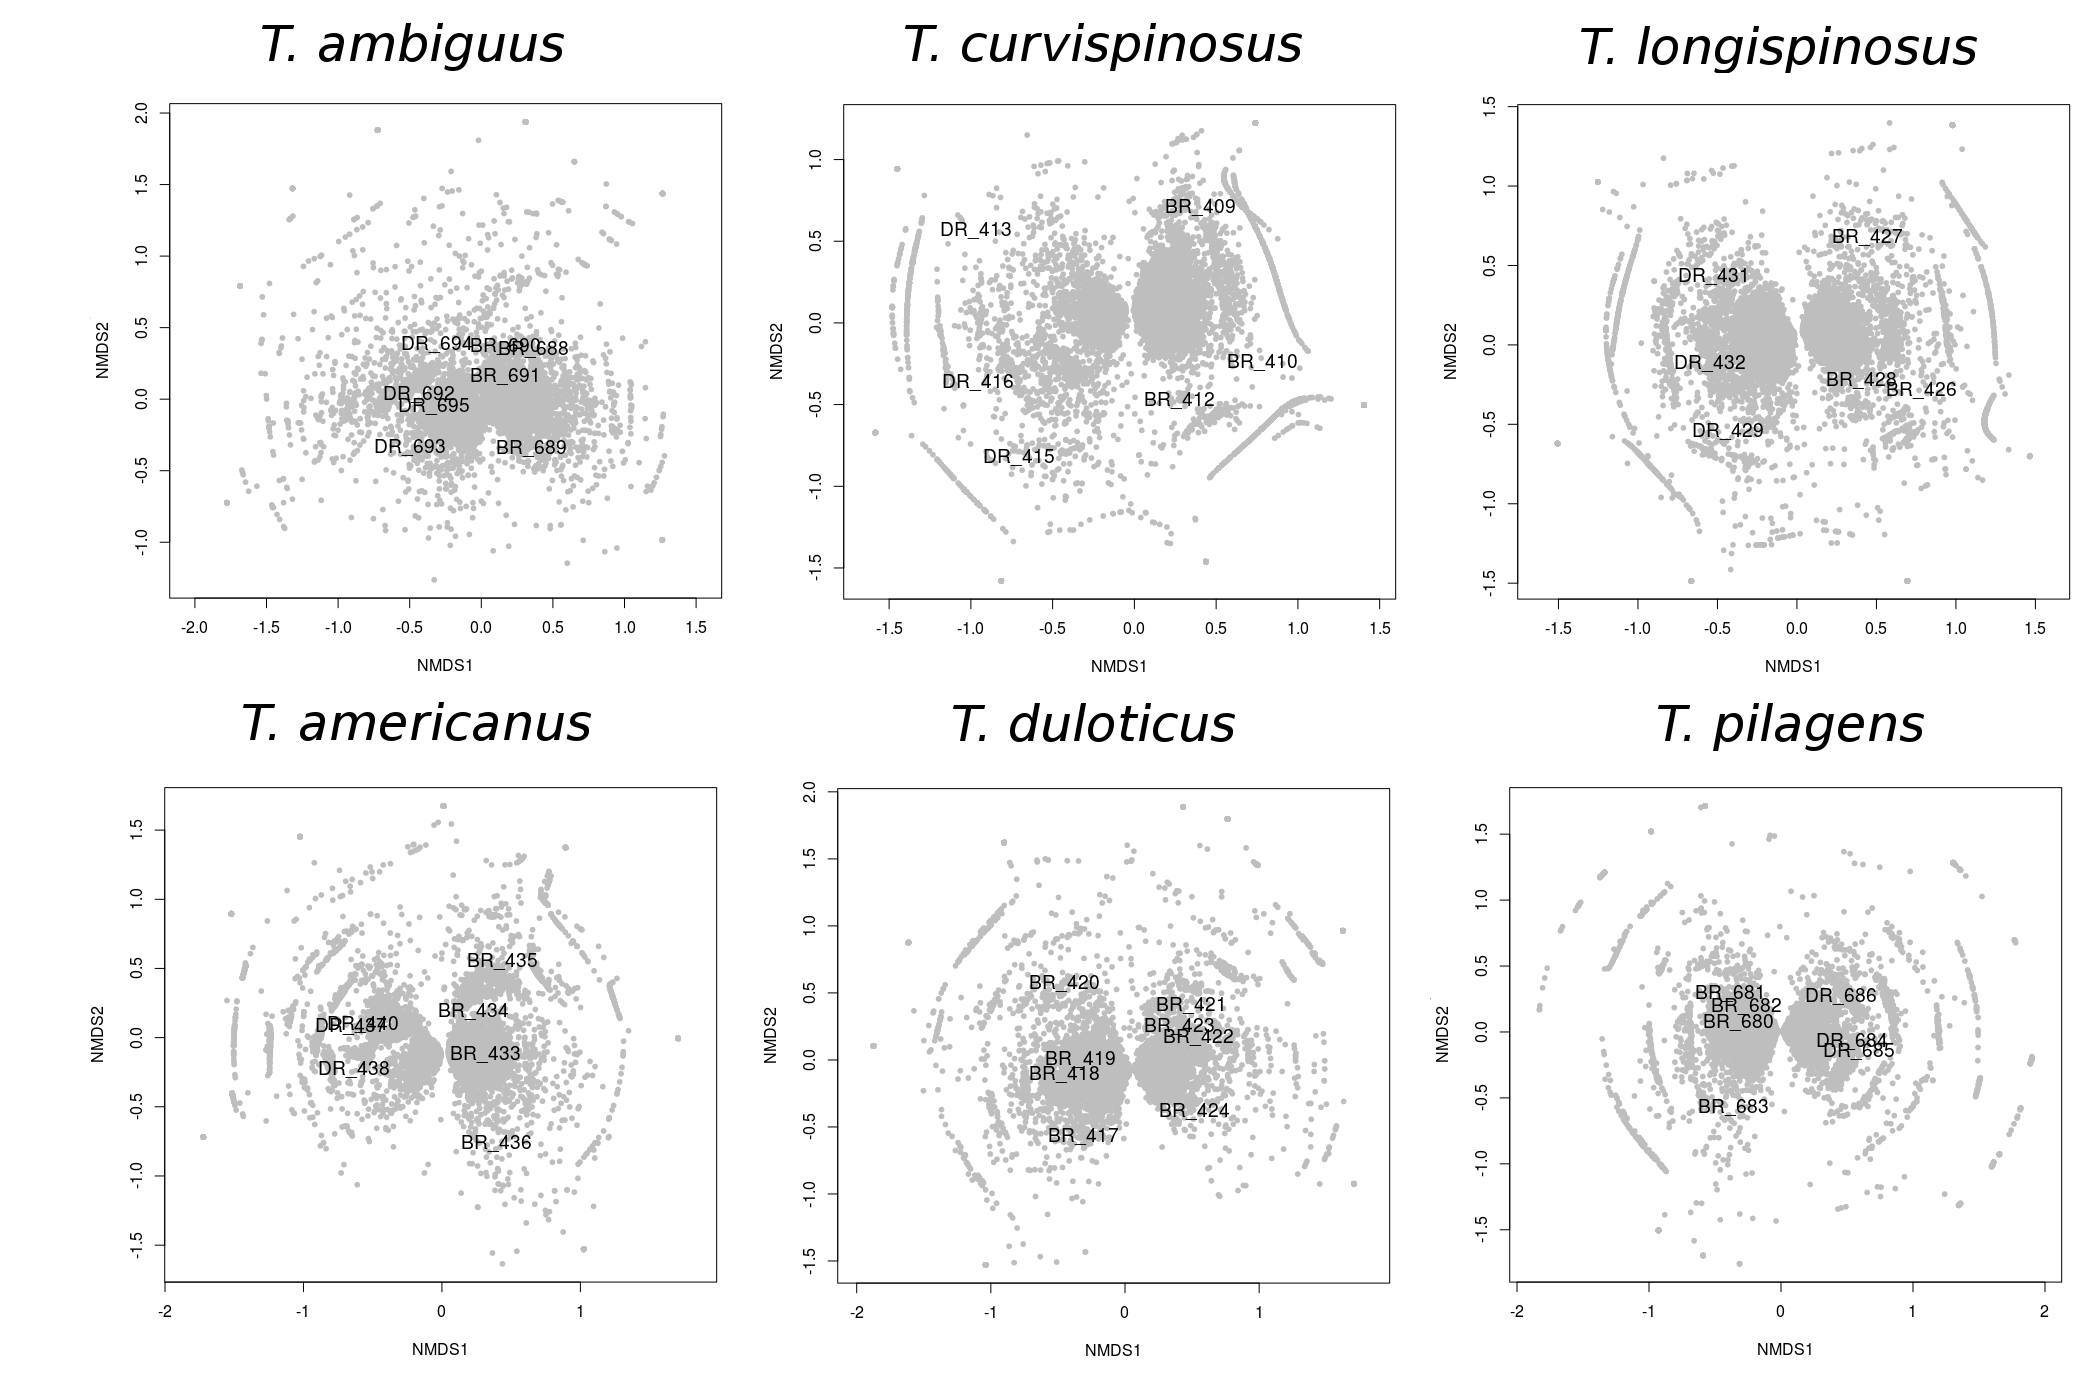
**

**Supplementary Figure S3.** Final NMDS analysis after the removal of six outlying replicates. Outlying replicates: *T. americanus* – DR_439; *T. curvispinosus* – BR_411 and DR_414; *T. longispinosus* – BR_425 and DR_430; *T. pilagens* – DR_687.

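Of the 6 removed libraries, 4 stood apart from the rest of their groups in some measure. T. americanus raiding replicate DR_439 and T. longispinosus non-raiding replicate BR_425 did not in the measures used here, while kept T. americanus non-raiding replicate BR_436, T. pilagens raiding replicate DR_686 and T. ambiguus non-raiding replicate BR_690 did, as did 3 more kept libraries in their level of hymenoptaecin. T. curvispinosus non-raiding replicate BR_411 held 88.95-million counts, against 20.2 to 31.1-million in the other libraries of its state, and 97.45% of contigs had counts in it, against 70.2 to 74.5%. In T. pilagens raiding replicate DR_687 the 10 highest contigs held 19% of counts, against 11.9 to 12.6% in the others. Contigs with a microbe or plant match held 2.69 CPM in T. longispinosus raiding replicate DR_430, against 0.197 to 0.344, and 2.945 CPM in T. curvispinosus raiding replicate DR_414, against 0 to 0.0596. These contigs, 15 in T. longispinosus and 1 in T. curvispinosus, were all called lower in the kept raiding libraries by the authors. A removed raiding library can thus stand above the kept ones by the choice of contigs alone.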

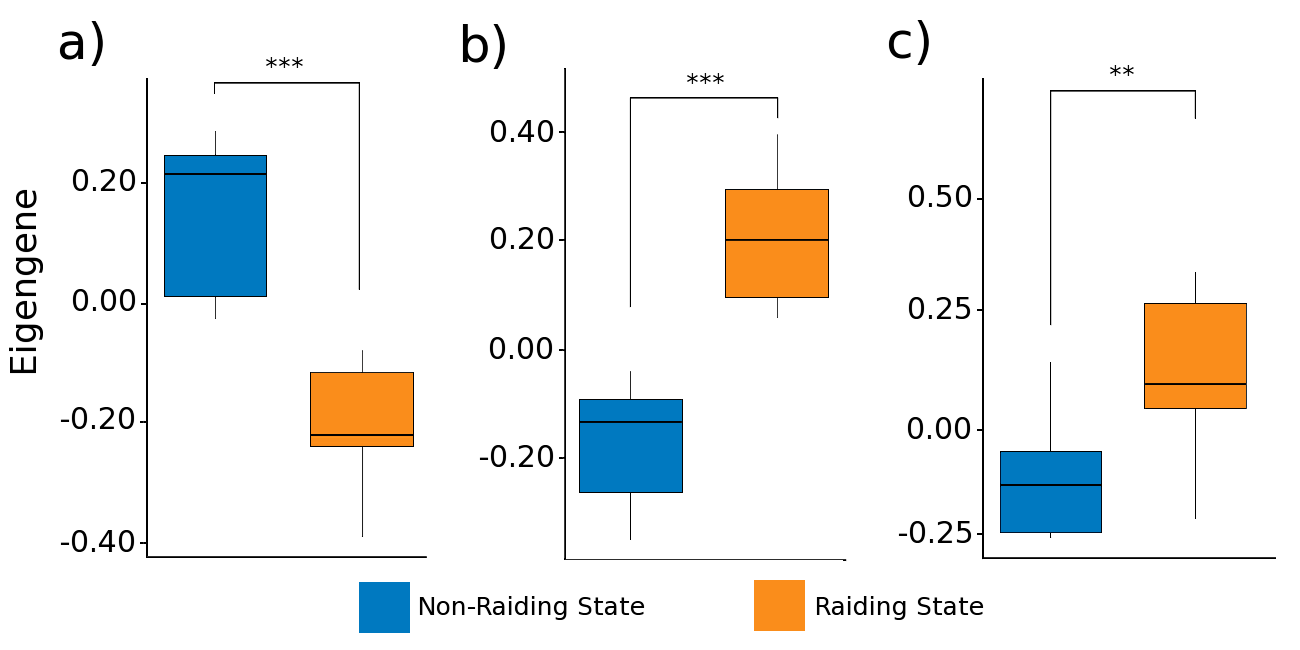

**Supplementary Figure S4.** Kruskal-Wallis tests of WGCNA modules previously determined to be significantly associated with a phenotypic state (fig. 5). a) slavemaker Module 1, p-value < 0.005; b) slavemaker Module 7, p-value < 0.005; and c) host Module 9, p-value = 0.005.

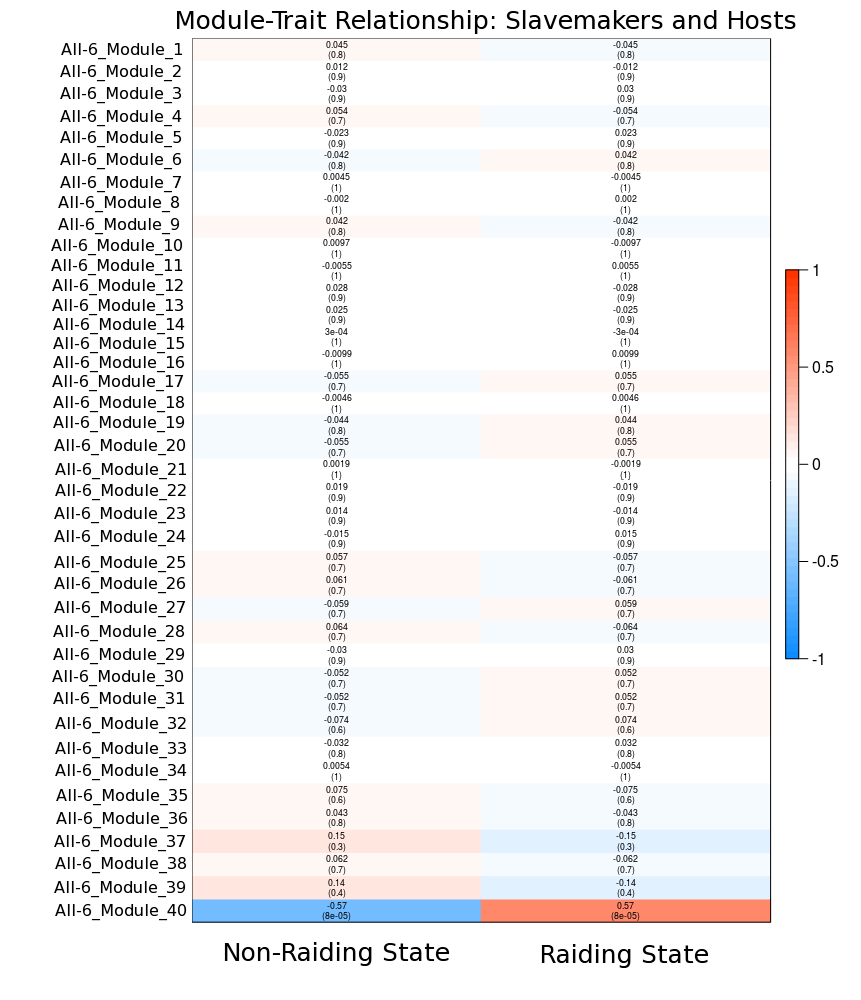

**Supplementary Figure S5.** Module-Trait relationships within all six species herein examined. No contig modules showed significant patterns of shared expression - likely due to the dissimilarity between slavemaker raiding and host defensive behaviors – with the exception of All-6_Module-40, which is an “everything else” group of contigs that did not fit into one of the other modules.

**Functional Enrichment**

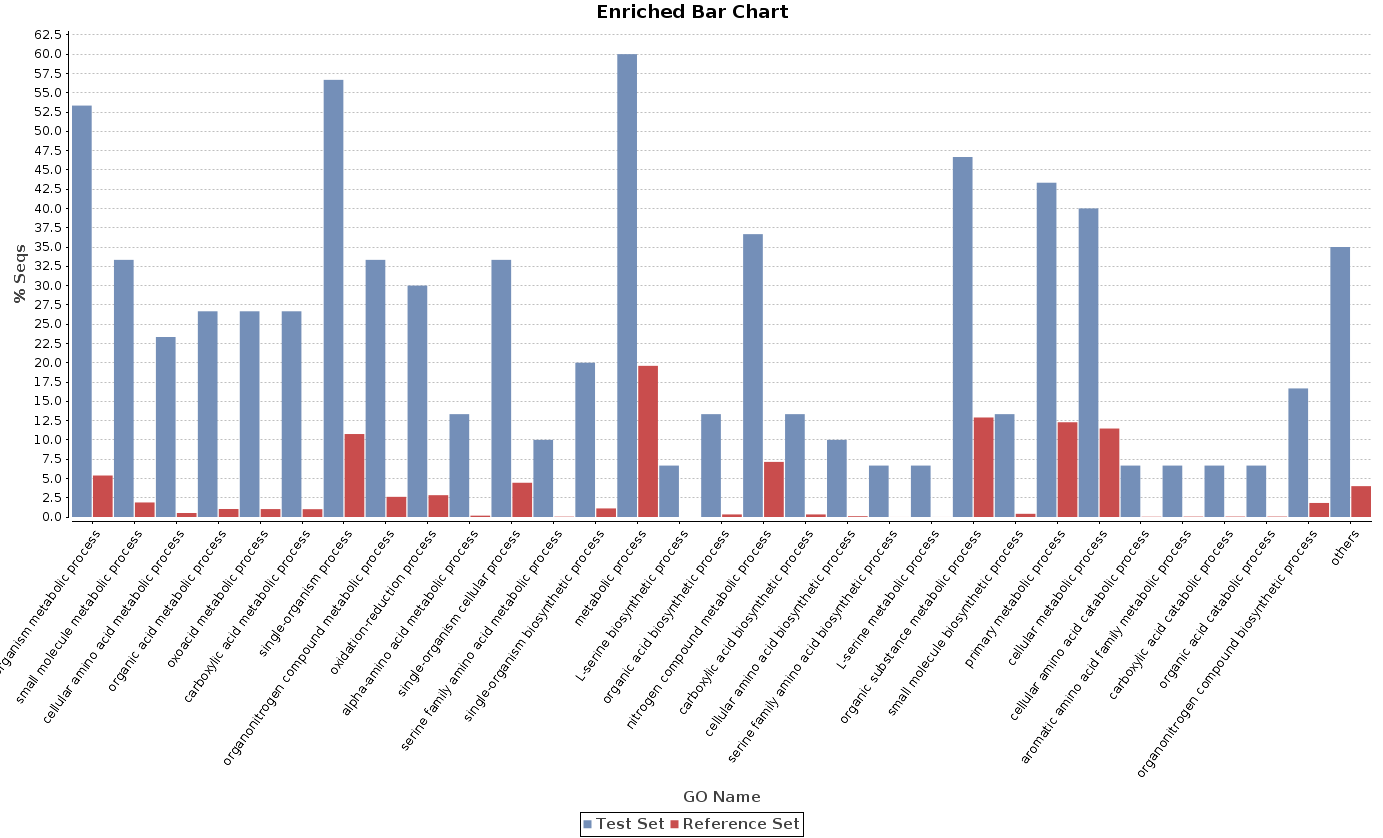

**Supplementary Figure S6.** Functional categories of genes up-regulated *only* by host *T. ambiguus*, before engaging in nest defense behavior (Test Set), compared to the functions of the *T. ambiguus* transcriptome as a whole (Reference Set).

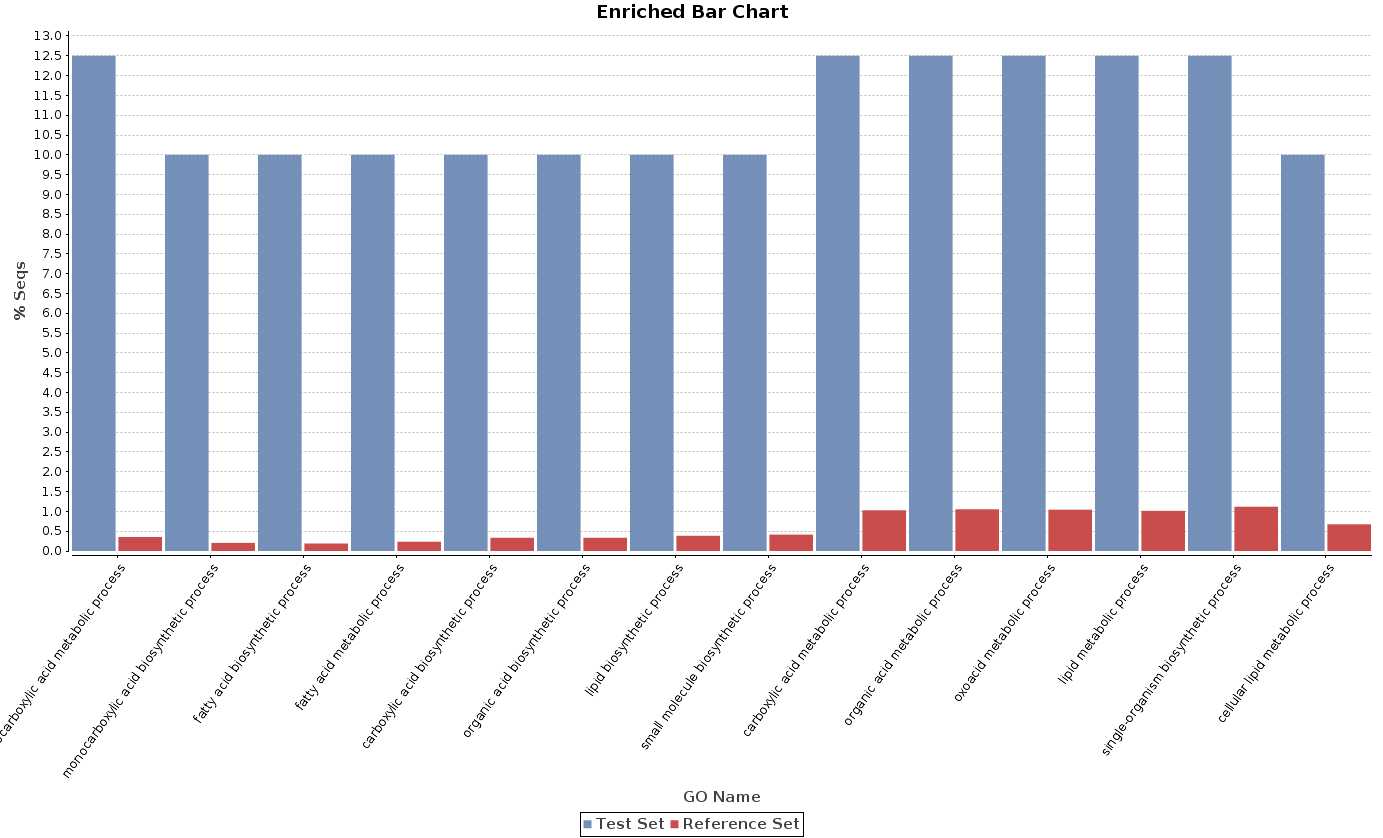

**Supplementary Figure S7.** Functional categories of genes up-regulated *only* by host *T. ambiguus*, during nest defense behavior (Test Set), compared to the functions of the *T. ambiguus* transcriptome as a whole (Reference Set).

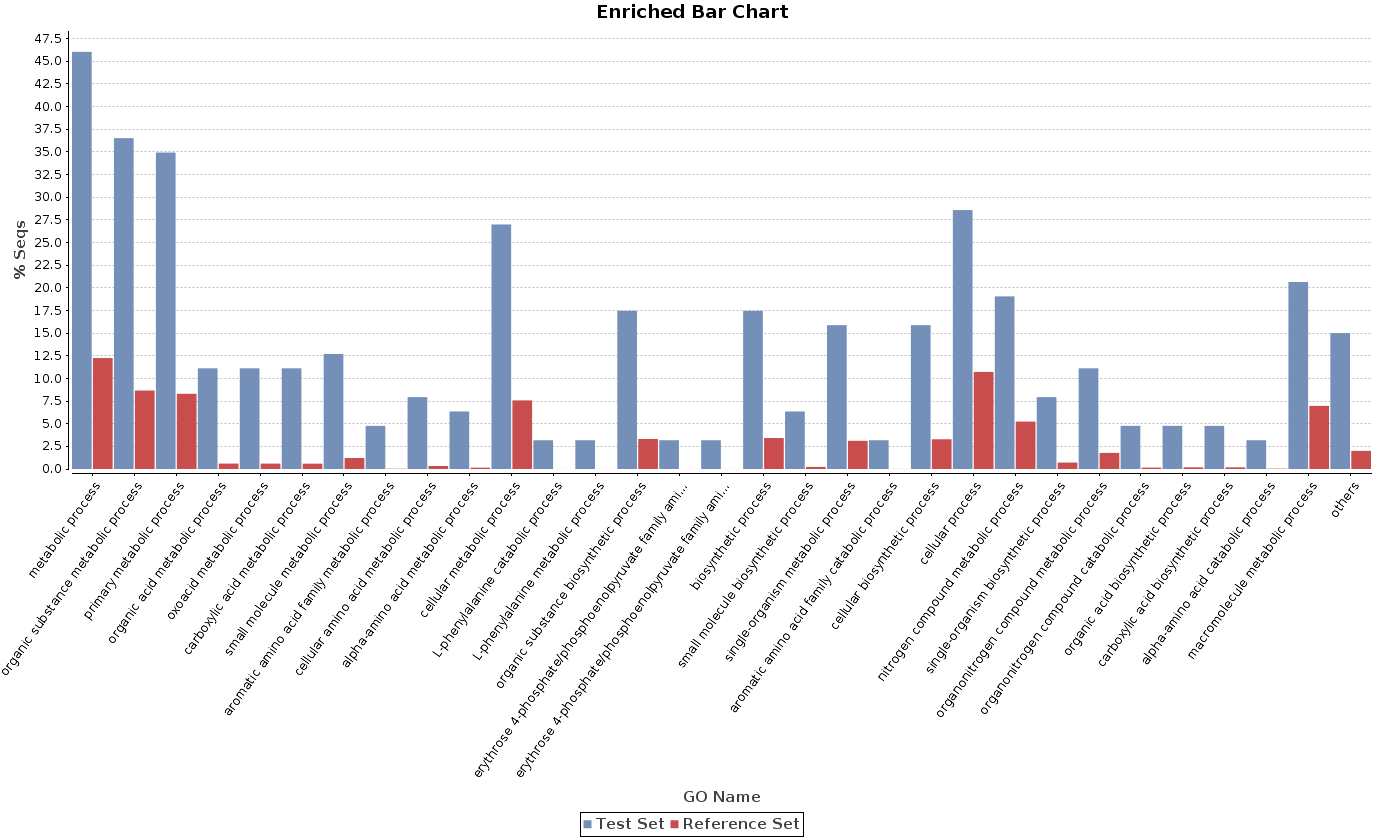

**Supplementary Figure S8.** Functional categories of genes up-regulated *only* by slavemaker *T. americanus*, while out of raiding season (Test Set), compared to the functions of the *T. americanus* transcriptome as a whole (Reference Set).

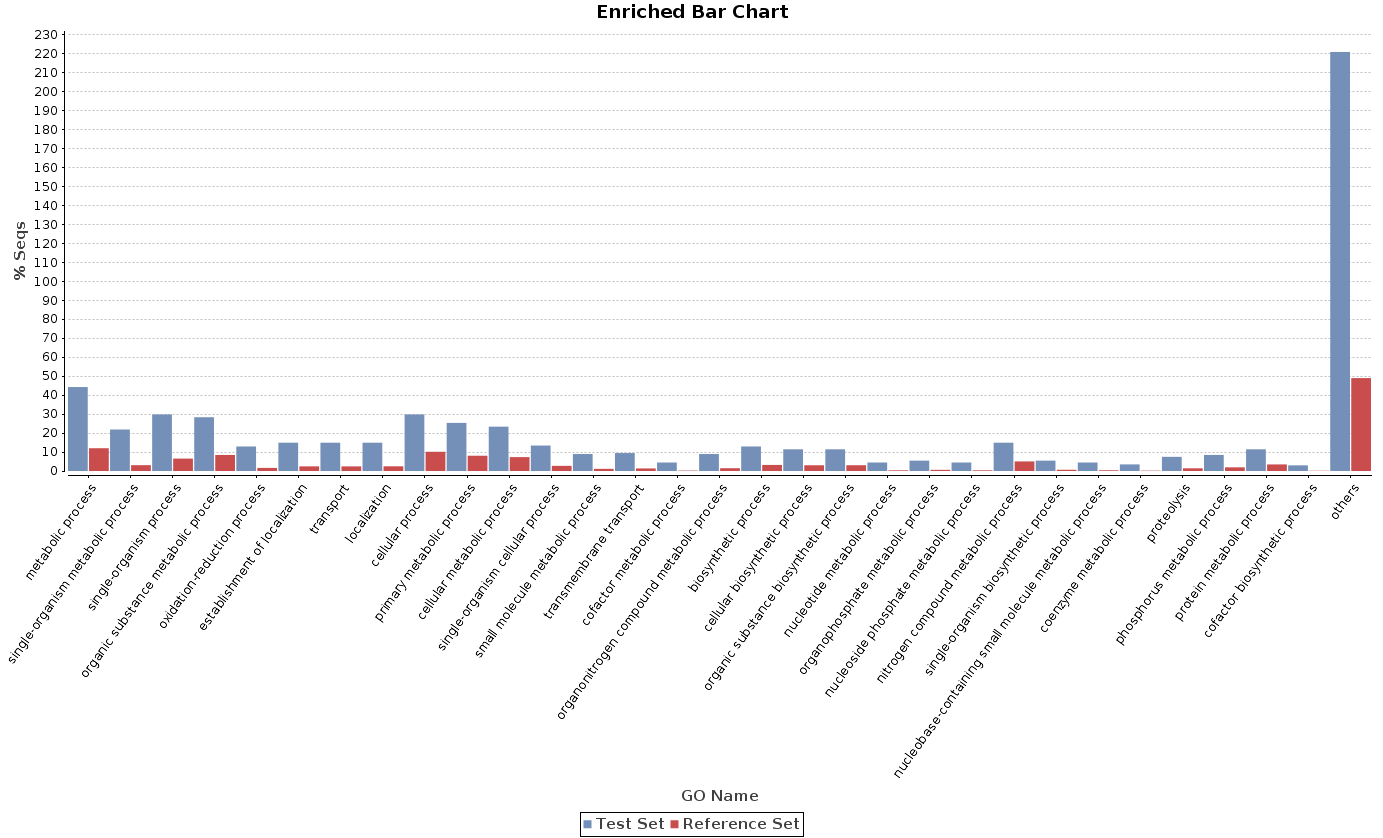

**Supplementary Figure S9.** Functional categories of genes up-regulated *only* by slavemaker *T. pilagens*, while out of raiding season (Test Set), compared to the functions of the *T. pilagens* transcriptome as a whole (Reference Set).

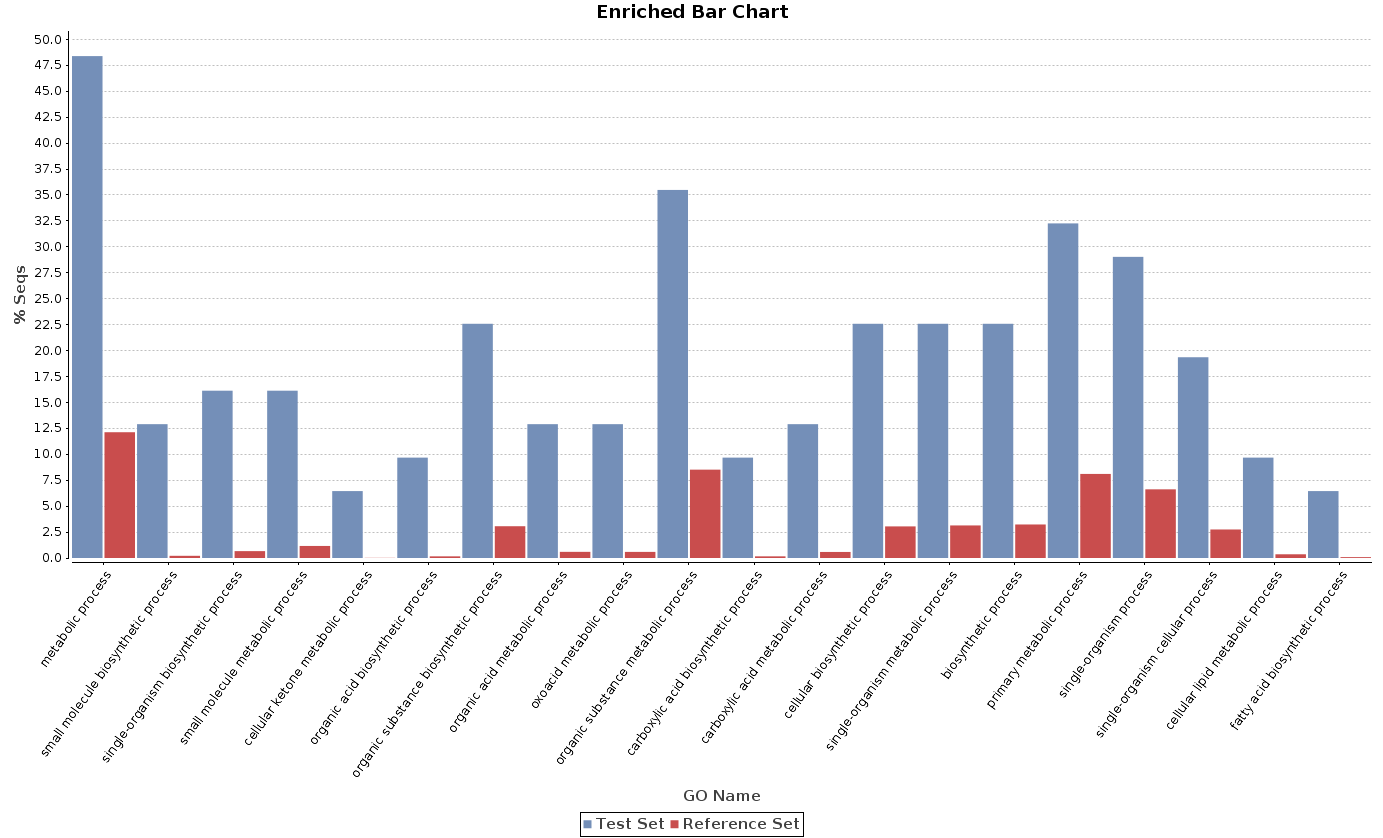

**Supplementary Figure S10.** Functional categories of genes up-regulated by *all* slavemaking species while out of raiding season (Test Set), compared to the functions of the most well annotated slavemaker transcriptome of *T. pilagens*. (Reference Set).

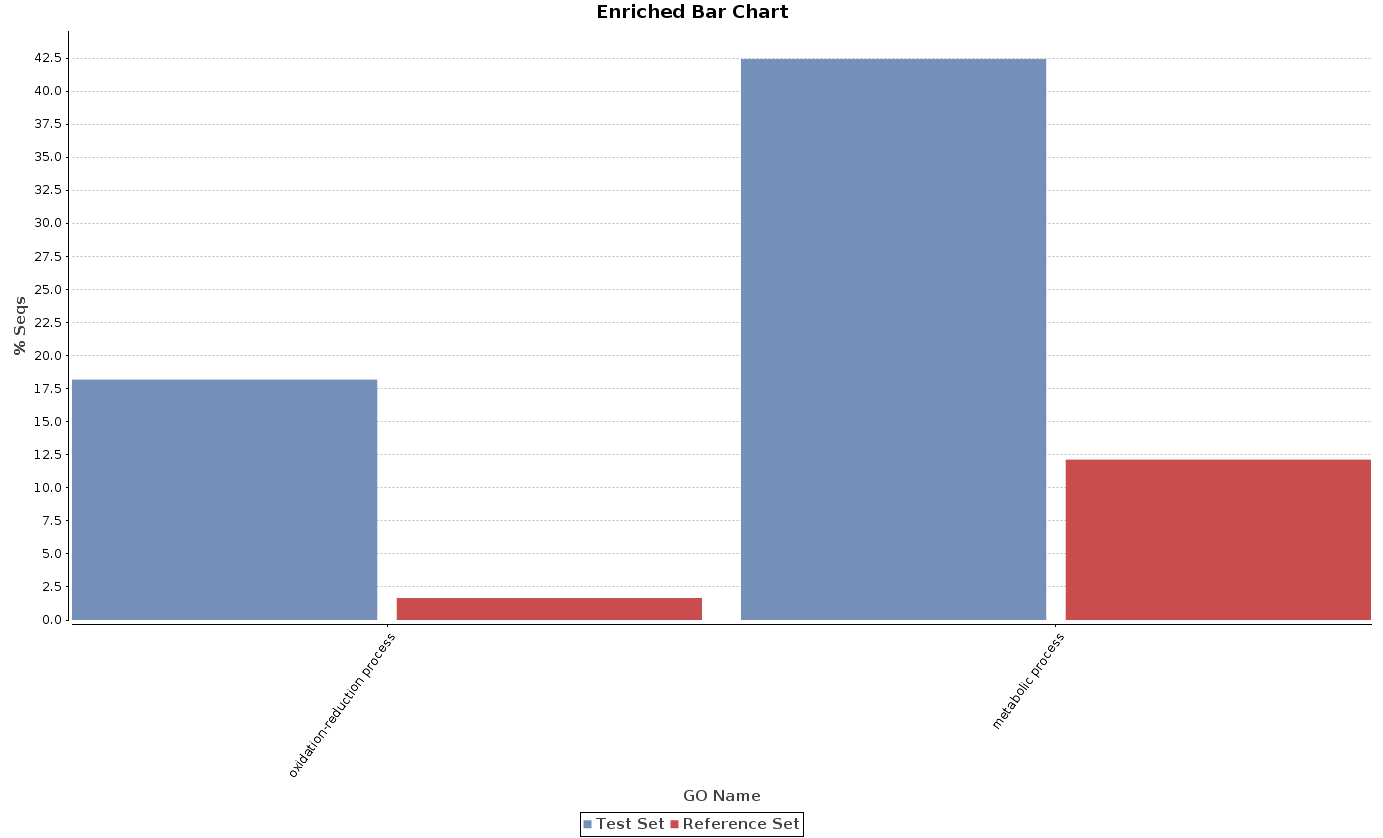

**Supplementary Figure S11.** Functional categories of genes up-regulated by *both* slavemakers *T. pilagens* and *T. duloticus* before engaging in raiding behavior (Test Set), compared to the functions of the *T. pilagens* transcriptome as a whole (Reference Set).

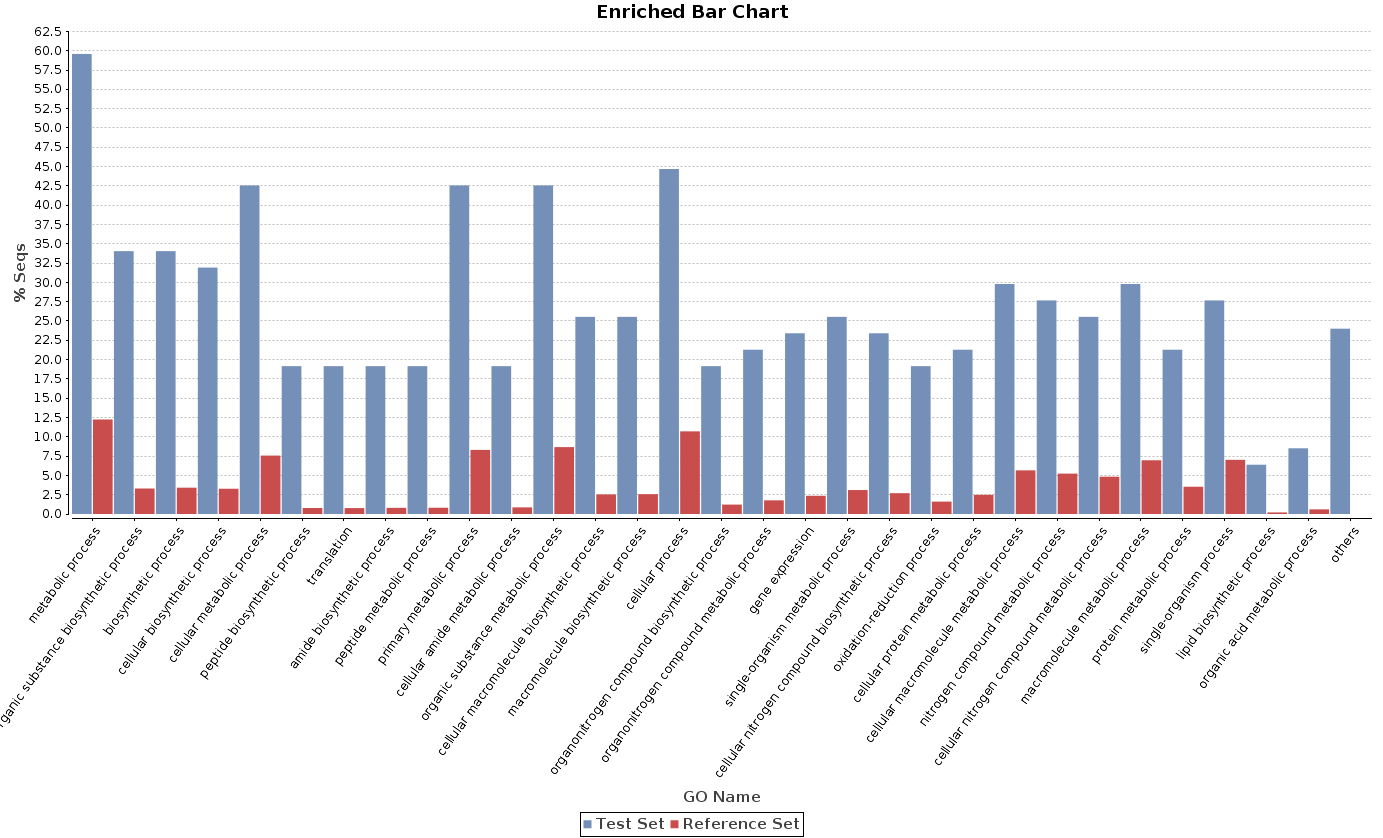

**Supplementary Figure S12.** Functional categories of genes up-regulated *only* by slavemaker *T. americanus*, while eggaged in raiding behavior (Test Set), compared to the functions of the *T. americanus* transcriptome as a whole (Reference Set).

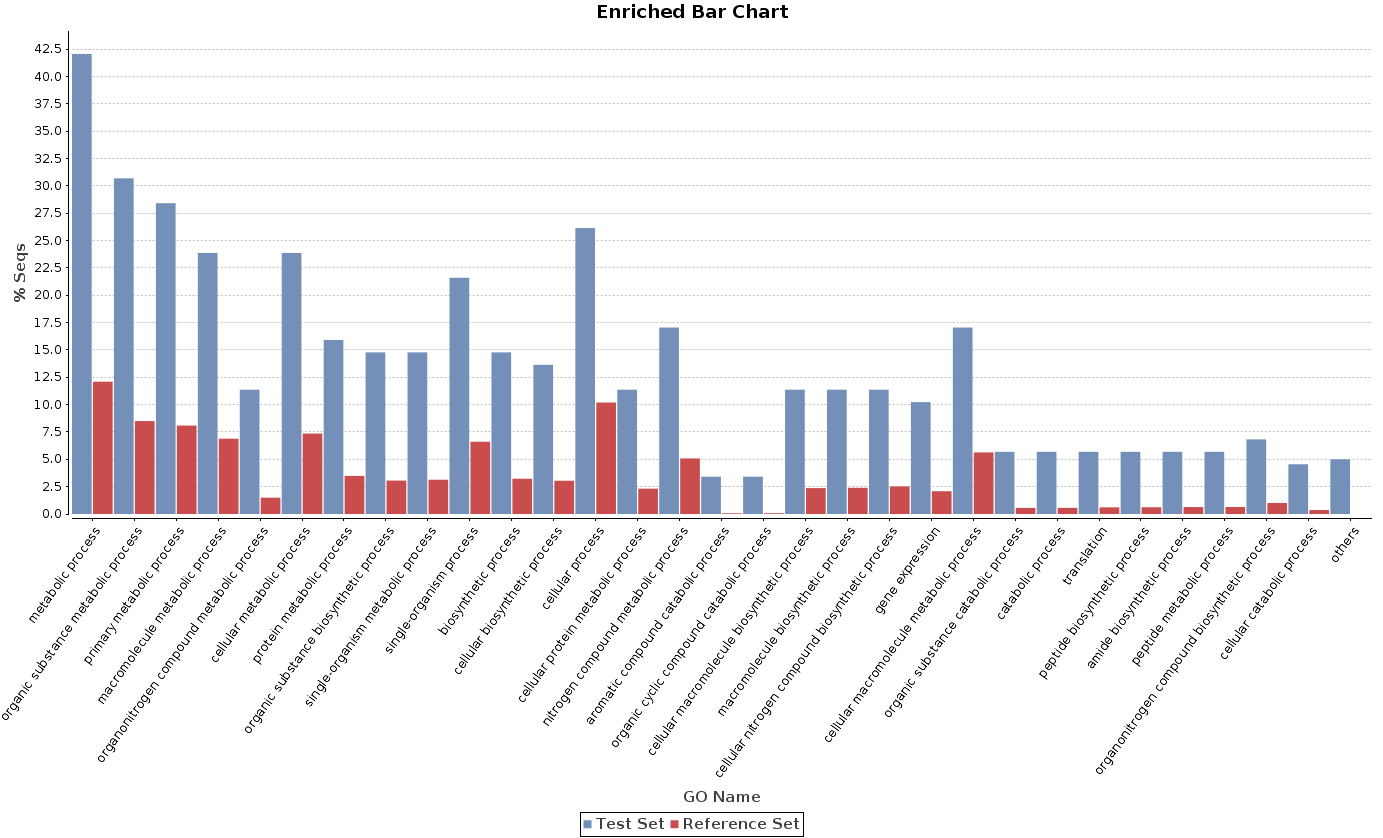

**Supplementary Figure S13.** Functional categories of genes up-regulated *only* by slavemaker *T. pilagens*, while engaged in raiding behavior (Test Set), compared to the functions of the *T. pilagens* transcriptome as a whole (Reference Set).

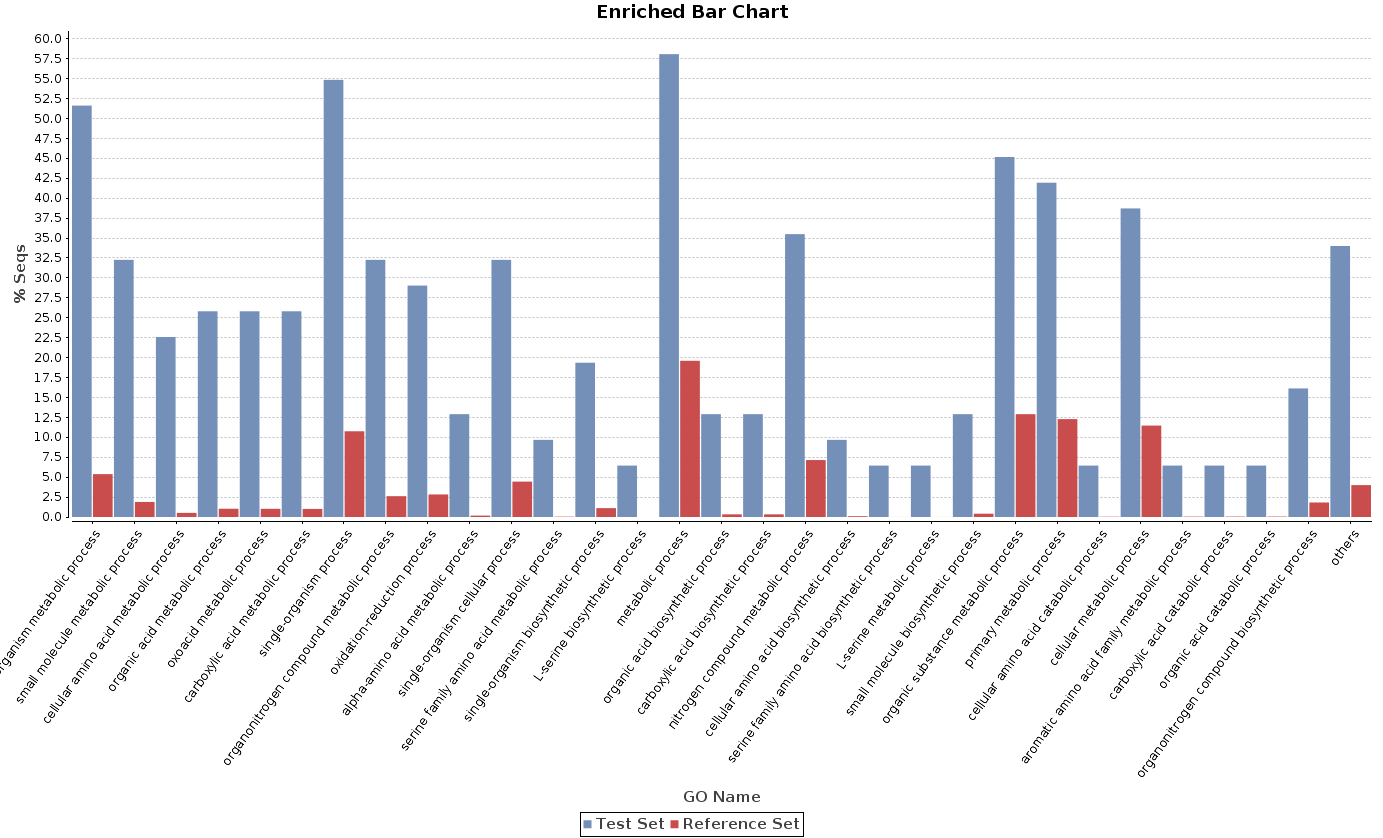

**Supplementary Figure S14.** Functional categories of *all* genes up-regulated by host *T. ambiguus*, before engaging in nest defense behavior (Test Set), compared to the functions of the *T. longispinosus* transcriptome as a whole (Reference Set).

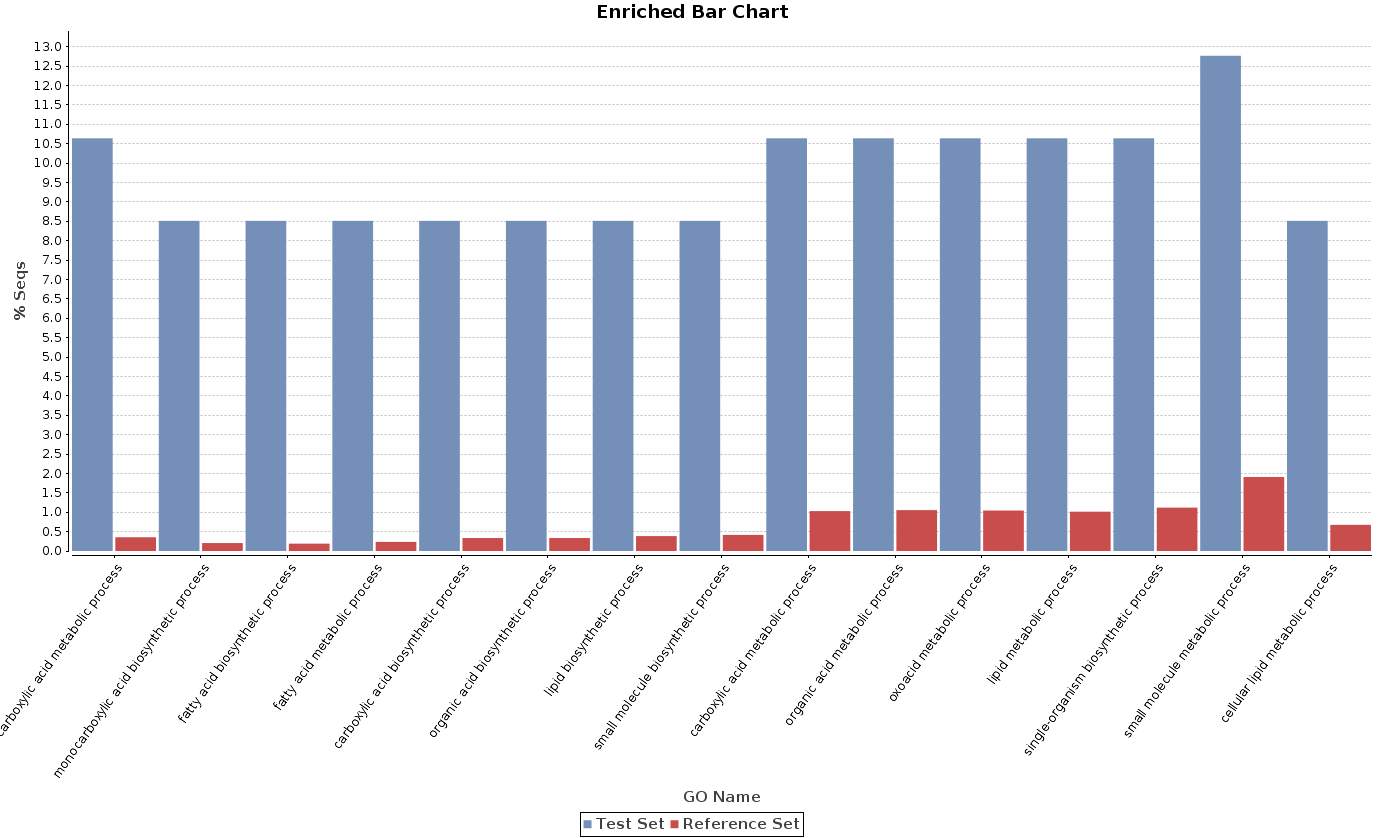

**Supplementary Figure S15.** Functional categories of *all* genes up-regulated by host *T. ambiguus*, during nest defense behavior (Test Set), compared to the functions of the *T. ambiguus* transcriptome as a whole (Reference Set).

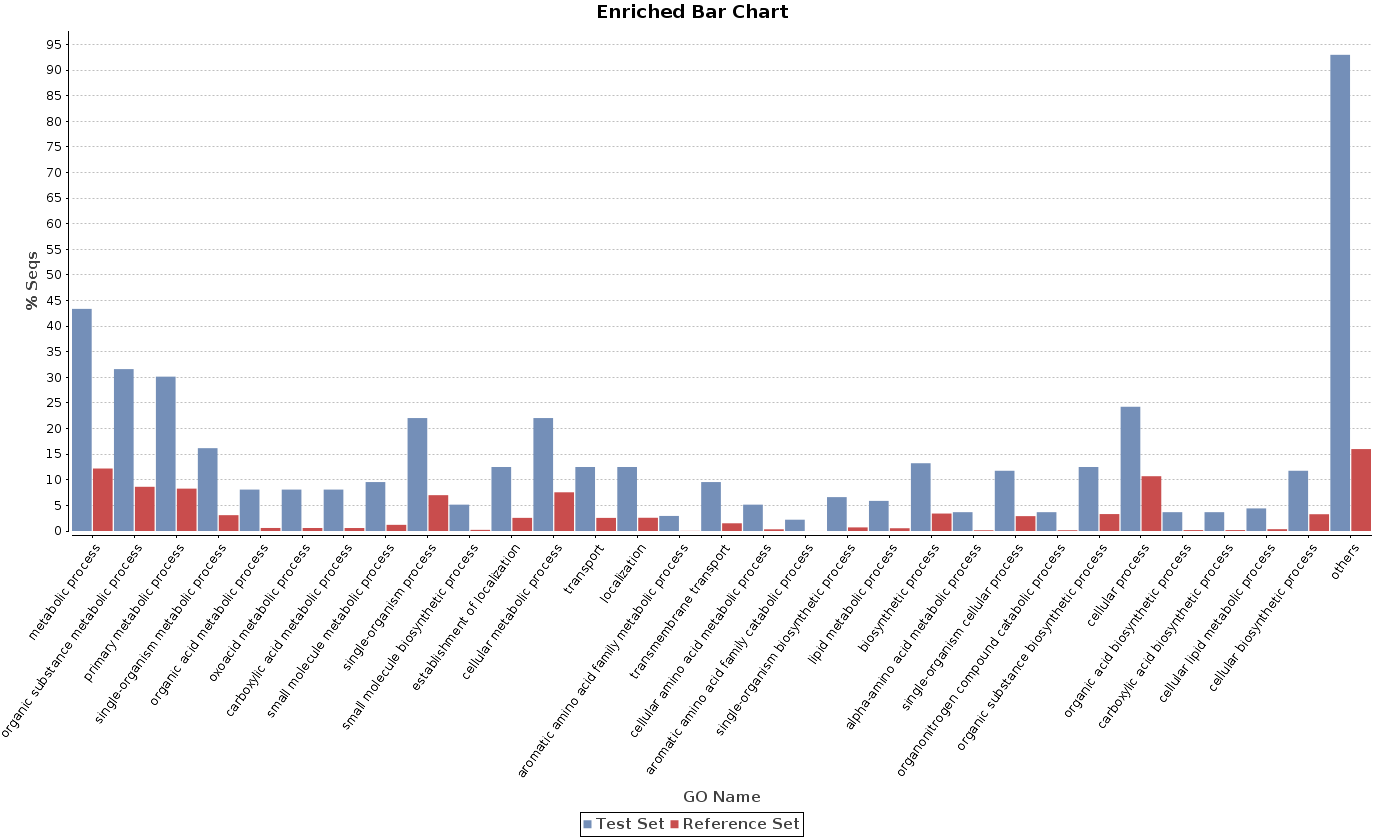

**Supplementary Figure S16.** Functional categories of *all* genes up-regulated by slavemaker *T. americanus*, while out of raiding season (Test Set), compared to the functions of the *T. americanus* transcriptome as a whole (Reference Set).

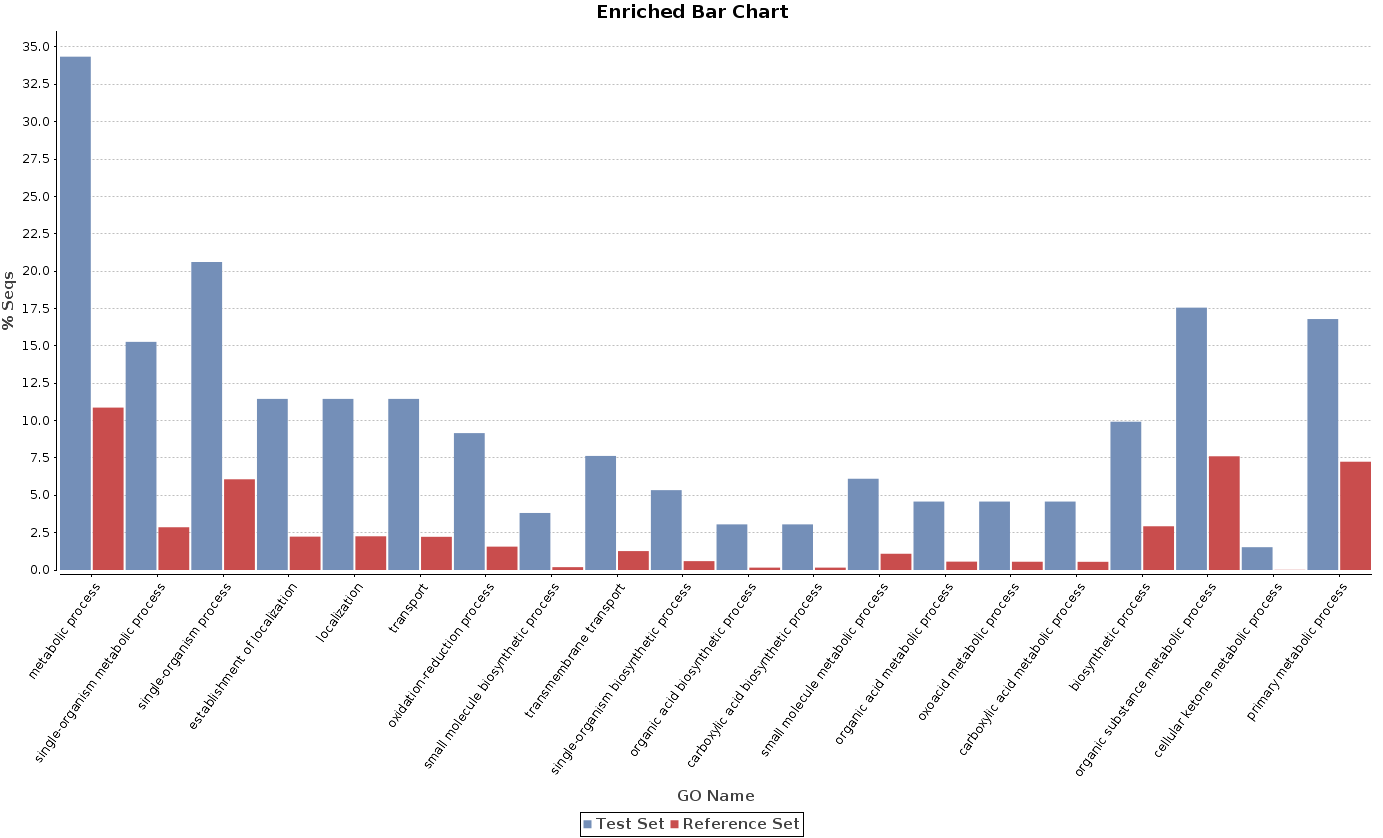

**Supplementary Figure S17.** Functional categories of *all* genes up-regulated by slavemaker *T. duloticus*, while out of raiding season (Test Set), compared to the functions of the *T. duloticus* transcriptome as a whole (Reference Set).

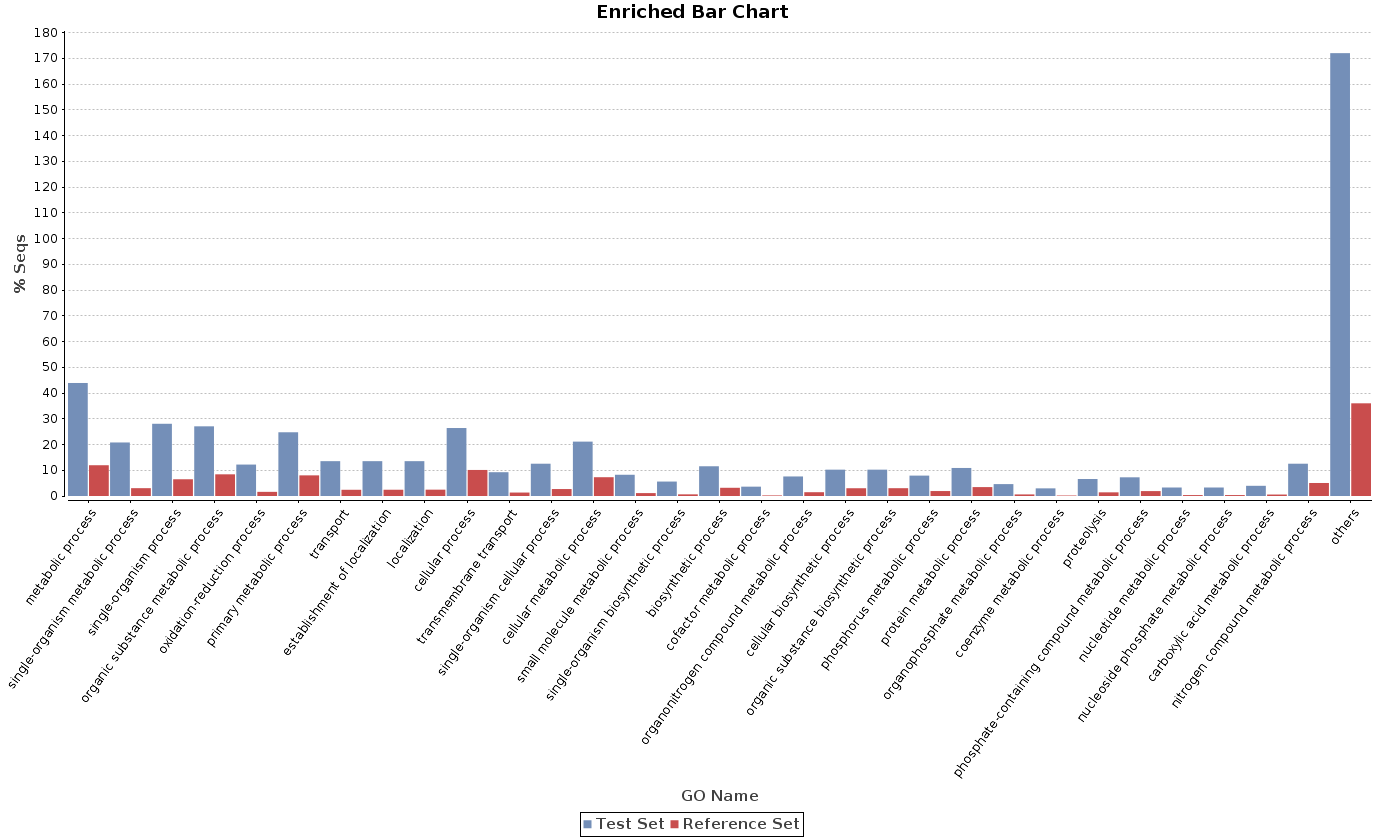

**Supplementary Figure S18.** Functional categories of *all* genes up-regulated by slavemaker *T. pilagens*, while out of raiding season (Test Set), compared to the functions of the *T. pilagens* transcriptome as a whole (Reference Set).

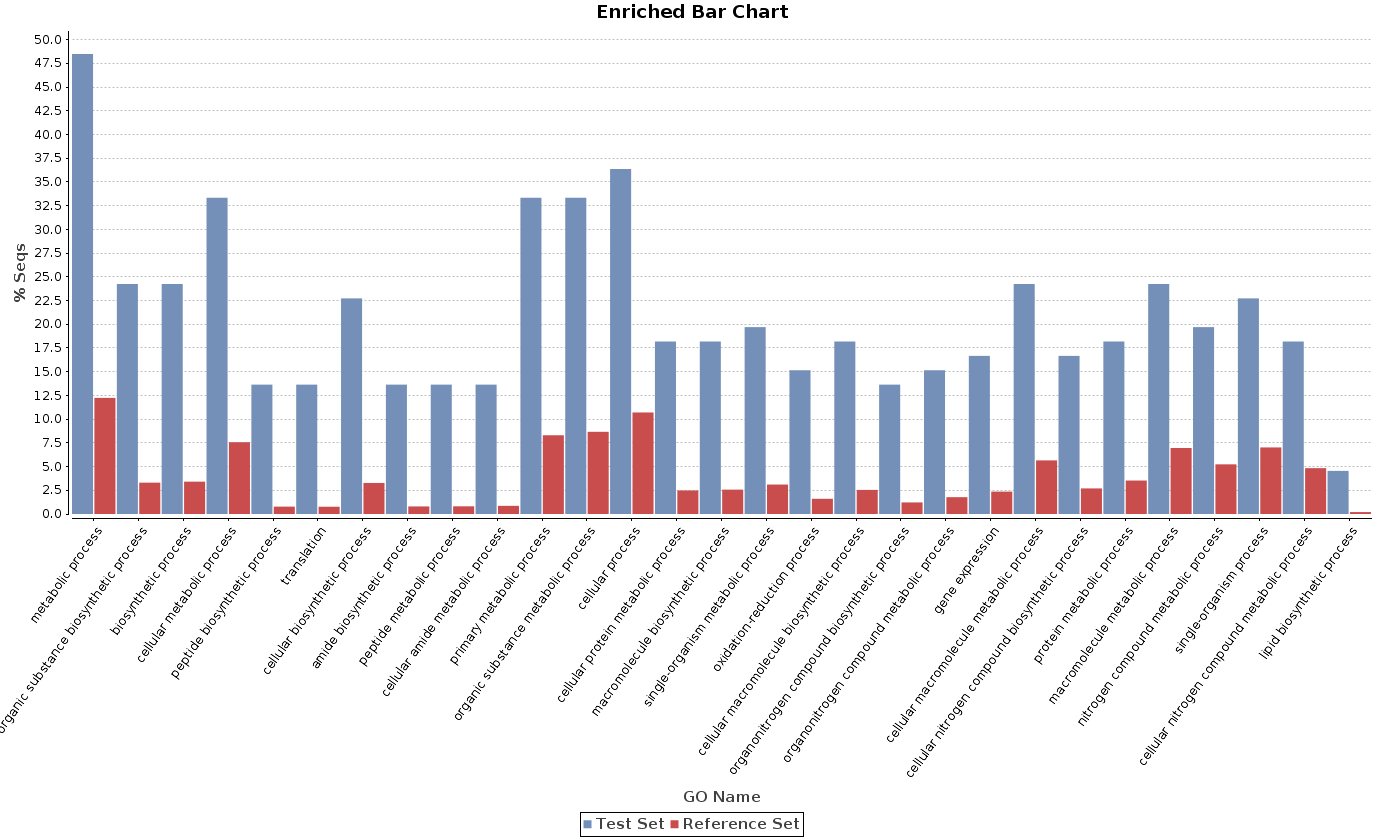

**Supplementary Figure S19.** Functional categories of *all* genes up-regulated by slavemaker *T. americanus*, during raiding behavior (Test Set), compared to the functions of the *T. americanus* transcriptome as a whole (Reference Set).

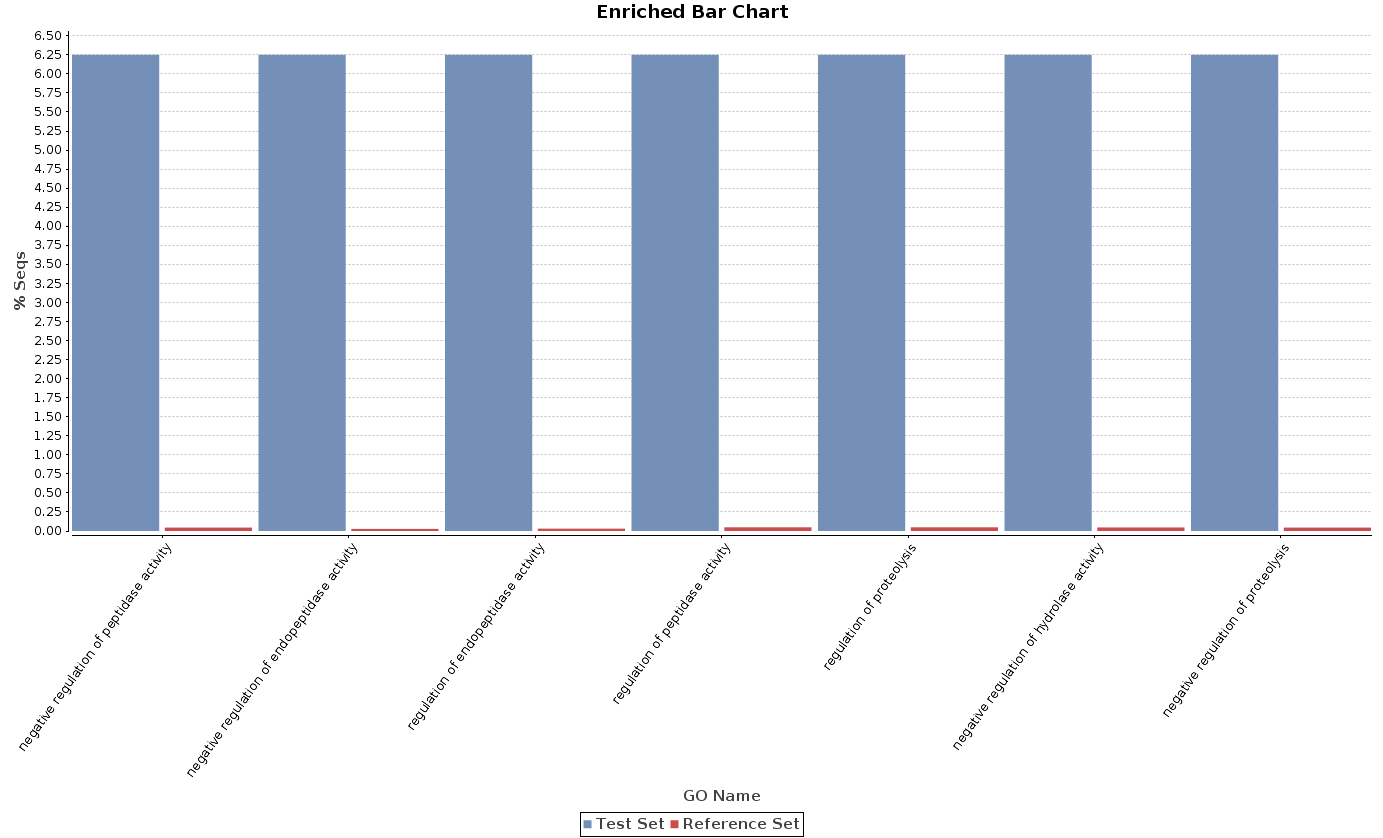

**Supplementary Figure S20.** Functional categories of *all* genes up-regulated by slavemaker *T. duloticus*, during raiding behavior (Test Set), compared to the functions of the *T. duloticus* transcriptome as a whole (Reference Set).

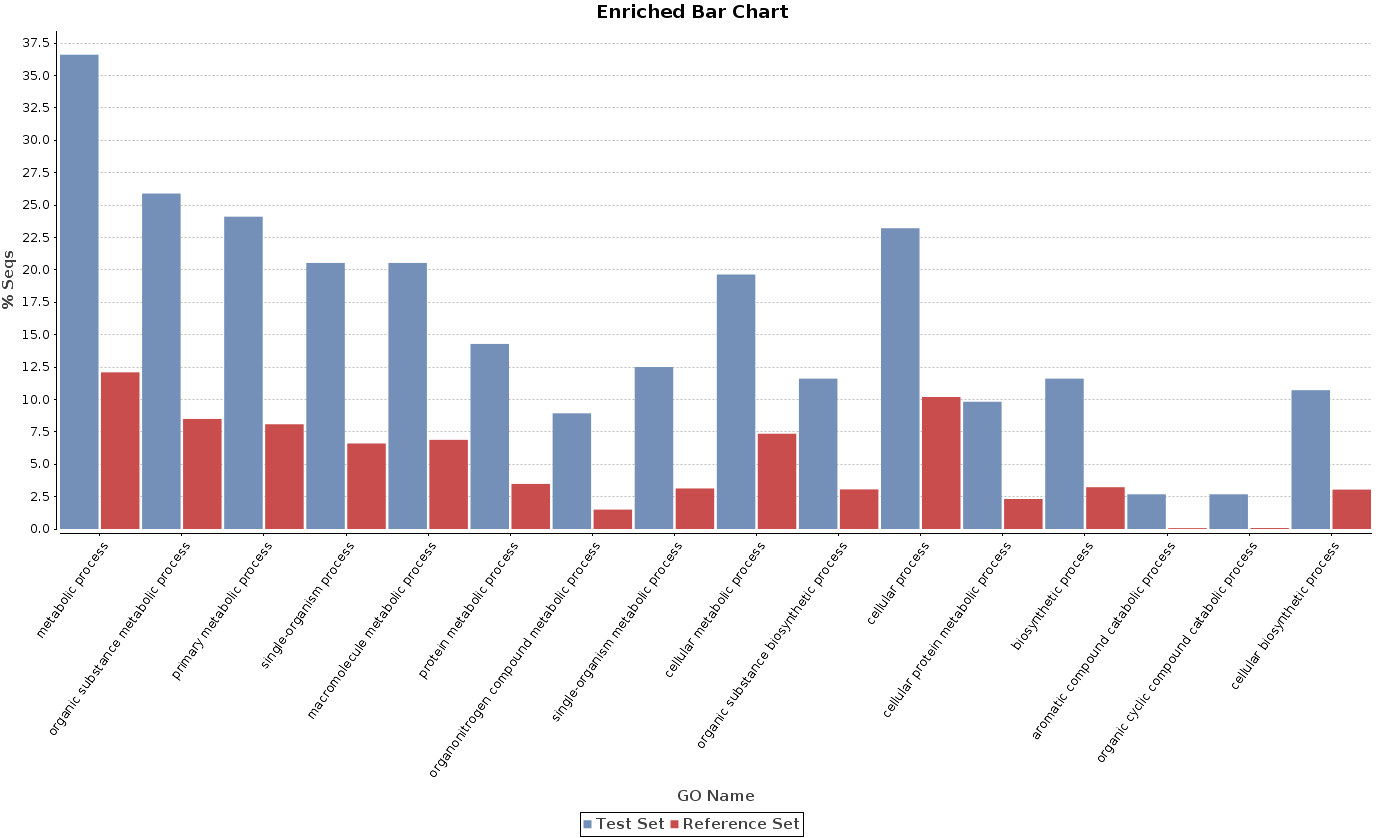

**Supplementary Figure S21.** Functional categories of *all* genes up-regulated by slavemaker *T. pilagens*, during raiding behavior (Test Set), compared to the functions of the *T. pilagens* transcriptome as a whole (Reference Set).

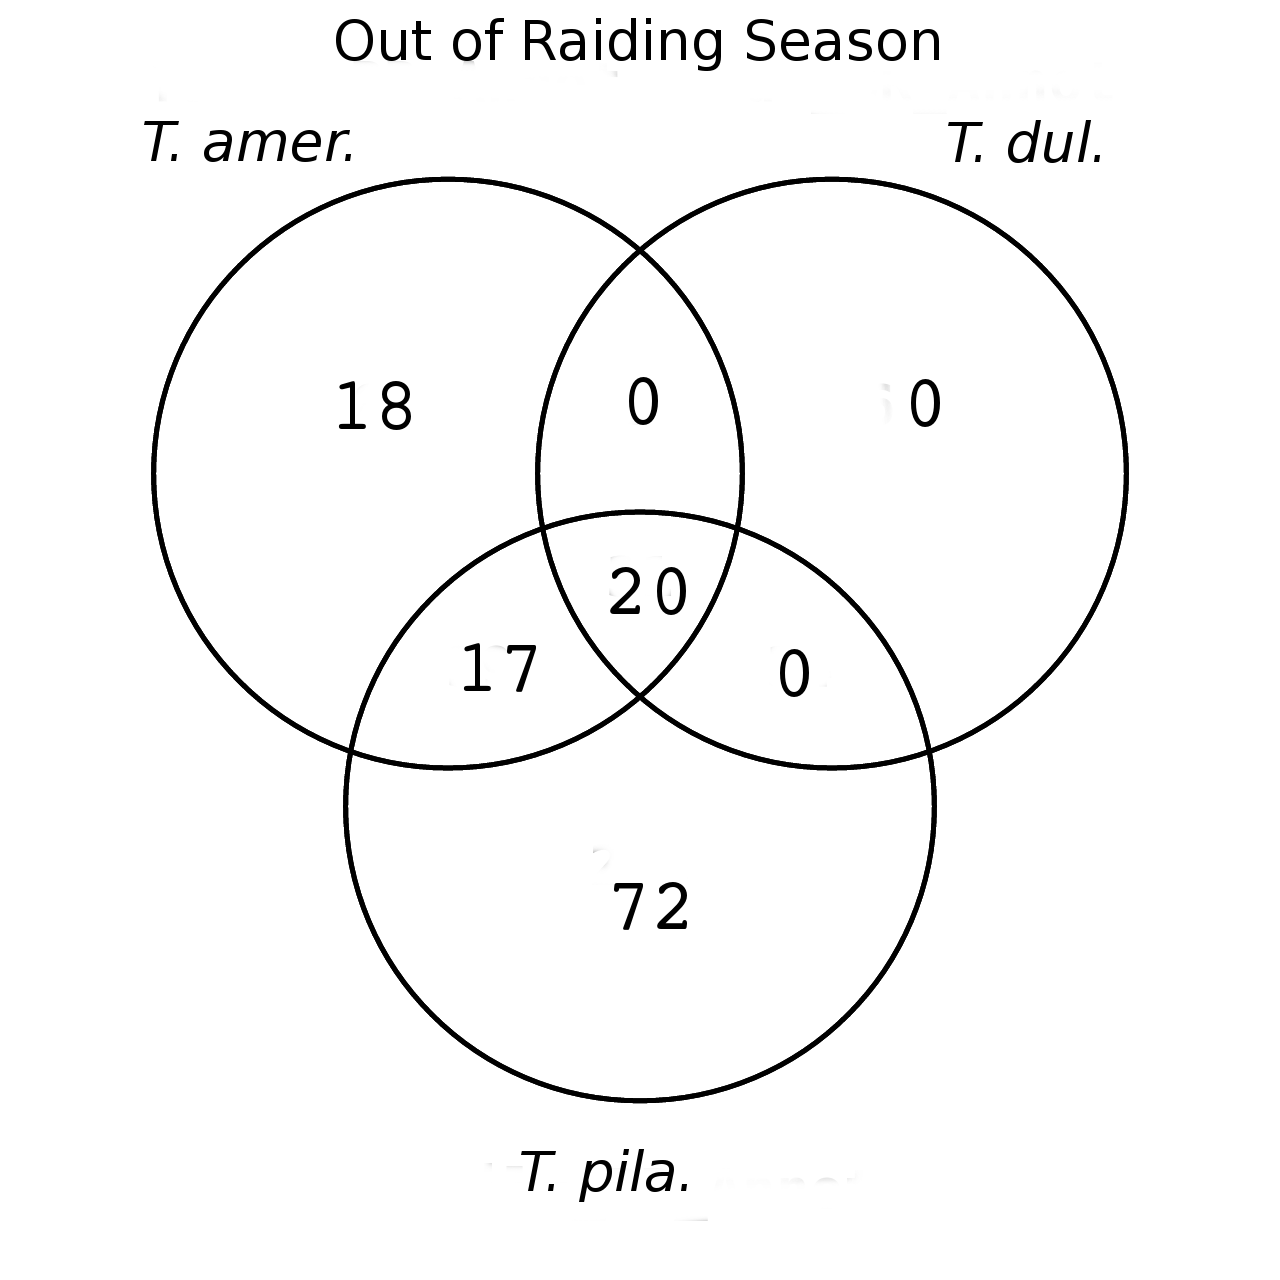

**Supplementary Figure S22.** Number of private and shared GO terms after functional enrichment of slavemaker clusters out of raiding season.

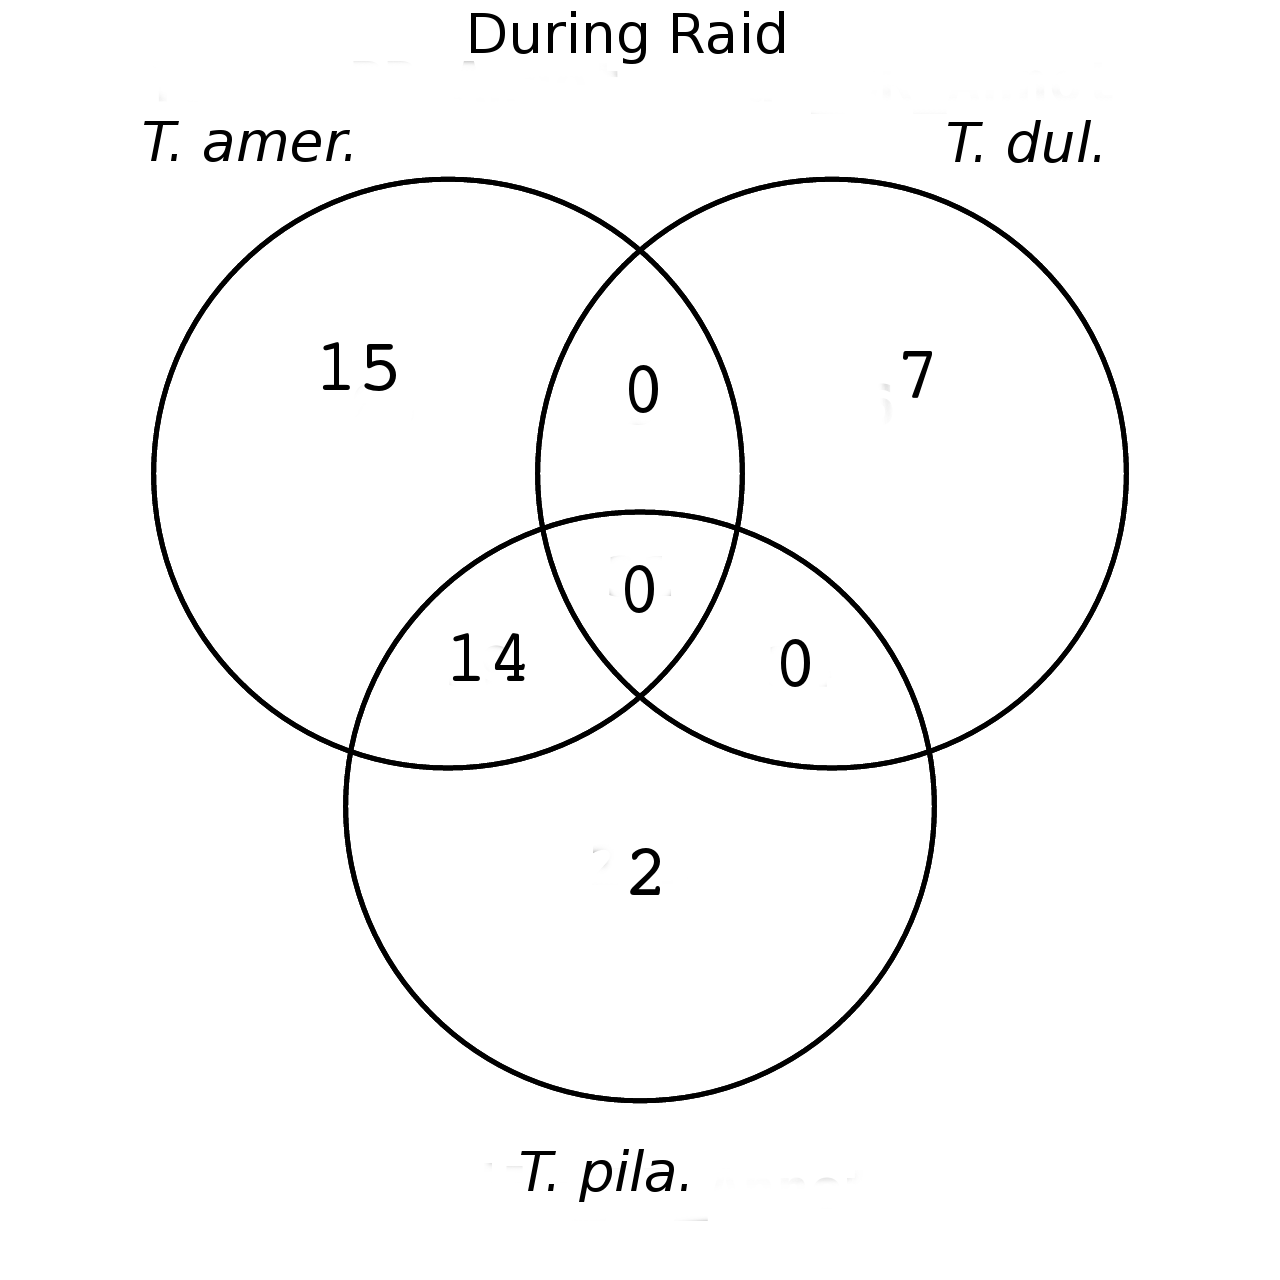

**Supplementary Figure S23.** Number of private and shared GO terms after functional enrichment of slavemaker clusters during the raiding state.

# Supplementary Table S9. Sampling year and location of collection sites for all individuals used for RNA-Seq.

| **Collection Year** | **Slavemaker Species** | **Host Species** | **State** | **Site** | **Latitude** | **Longitude** |
| --- | --- | --- | --- | --- | --- | --- |
| 2012 | *T. americanus* | *T. longispinosus* | New York | Huyck Preserve - Border | 42.533500 | -74.163533 |
|  |  |  |  | Huyck Preserve - Dam | 42.517350 | -74.056717 |
|  |  |  |  | Huyck Preserve - Oadway Trail | 42.532483 | -74.145883 |
|  |  |  |  | Huyck Preserve - Inter-swamp | 42.530783 | -74.145350 |
| 2012 | *T. duloticus* | *T. curvispinosus* | Ohio | Highbanks | 40.090568 | -83.022036 |
|  |  |  |  | Orentangy Indian Fauk | 40.191167 | -83.064283 |
|  |  |  |  | Alume Creek, Campground | 40.237117 | -82.985150 |
| 2013 | *T. pilagens* | *T. ambiguus* | Michigan | Michigan_A | 44.768850 | -86.074933 |
|  |  |  |  | Michigan_B | 44.764833 | -86.074317 |
|  |  |  |  | Michigan_C | 44.765900 | -86.074367 |
|  |  |  |  | Michigan_D | 44.755967 | -86.071117 |

How the deposited data were processed for this re-analysis (not part of the article)

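RNA from pools of 6 whole workers (2 from each of 3 colonies) of 3 slavemakers and 3 hosts was sequenced in a raiding and a non-raiding state, with 4 libraries per species and state and 48 in all. The authors trimmed and mapped the reads to 1 assembly per species and deposited counts of reads per contig, as whole numbers and without normalization. The submitters' processing notes name FastQC, Trimmomatic, TopHat2 2.0.13 and Bowtie, and the paper names eXpress for the counts and edgeR for its test. For each species the authors deposited a second table, limited to contigs they called, with a log2 fold change, an average log2 CPM, a p-value and an adjusted p-value, a likelihood ratio and match e-value (both scores) and the best protein match. The authors' log2 fold changes are below 0 where non-raiding libraries are higher, as checked on the counts. Counts in the second table equalled those of the first for all contigs in T. duloticus (820), T. longispinosus (209), T. curvispinosus (108) and T. ambiguus (380), and for 93 of 955 in T. americanus and 102 of 1616 in T. pilagens, whose totals differed by 0.0735% and 0.247%. Another 80 columns of per-sample values, in later blocks of the expression tables that repeat library names, were not used.

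Libraries are named by their sample titles (BR before, DR during a raid) and were assigned to states by them, and in T. duloticus by library number, since its table heads the raiding libraries with the letters of the other state. The main values use the 42 libraries that the paper kept, with 5.94 to 49.1-million counts (median 19.5-million), and the 48 libraries as an alternative. At this depth a contig at 1 CPM has 5.94 to 49.1 counts per library, and libraries of the same state still differed by a biological coefficient of variation of 0.440 in T. ambiguus to 0.545 in T. curvispinosus. Wilson intervals on shares cover counting error only, while the standard errors of fold changes also hold the spread between libraries. A contig without counts in a group was given a floor of 3 counts over the group, and its fold change is then a bound.

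Each species was tested alone, raiding against non-raiding, with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1): filterByExpr with a minimum count of 10, TMM scaling, and glmQLFit and glmQLFTest with Benjamini-Hochberg adjustment at 0.05. Standard errors are the absolute log2 fold change divided by the square root of the test's F (or of the likelihood ratio statistic). Mean CPM and SD of a contig in a state use TMM-scaled library sizes. CPM of single libraries, and those summed over contigs, use library totals, so the 2 kinds can differ slightly. Log2 CPM uses TMM scaling and a prior count of 2. The alternatives set before the data were examined were edgeR's likelihood ratio test with and without the filter, DESeq2 1.42.0, RLE size factors, no filter, all libraries and each library left out in turn, and for single results Euclidean distance, the 500 most variable contigs, the mean in place of the median, protein names in place of records and the authors' deposited calls. Alternatives added after the data were seen were all tested contigs and the 200 contigs of smallest p for the size of change, choices of 3 libraries per state in slavemakers, T. pilagens thinned at random to the lowest kept totals of each host, and contigs of the joint assembly against those named for 1 library. The separation of states used ANOSIM on 1 minus the Spearman correlation with every split of the libraries. Shares were compared with exact binomial, chi-square, Fisher's exact and exact permutation tests in Python 3.11.15 (NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1), and figures were drawn with matplotlib 3.10.9.

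Names come from the protein match in the authors' deposited tables, for 2140 contigs in all, so names exist only for contigs that the study called on the same samples. Named, with others picked as examples, are (a) every contig whose match is a gene of Table 1 or of the supplementary discussion, and (b) in each species, among called contigs with a mean of at least 5 CPM, states that do not overlap in CPM and a match that names a protein, the 10 with the largest log2 fold change in each direction, 1 contig per protein name. The values in Table 1 and in the paper's tables of DEGs had been seen when this rule was written. Members of 29 lists, named before the data were examined and with keywords and groups of organisms completed after the data were seen, were found by the match title, and some of them and of the proteins shared between species are named as examples. The lists are fatty acid synthesis, hydrocarbon and pheromone synthesis, the desaturase, Trypsin-7, digestive proteases, protease inhibitors, vitellogenin and yolk, oogenesis, odorant and taste, cytochrome P450, mitochondrial respiration, antimicrobial and immune, storage proteins, heat shock, ribosomal proteins, translation, carbohydrate use, lipid transport, muscle, cuticle, hormones, circadian, venom, mobile elements, non-insect animals, microbes and plants, other insects, viruses and the paper's other named genes. A protein counts as shared when the same protein record is called in the same direction in at least 2 species of a lifestyle.

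The tests were tested on simulated data, with counts drawn from the real means, spread and library sizes and 200 contigs changed by known amounts. Of contigs changed 4-fold, the quasi-likelihood test recovered 40% in T. americanus (39042 contigs tested), 68% in T. duloticus (41094), 48% in T. pilagens (37223), 36% in T. longispinosus (37503), 33.3% in T. curvispinosus (41722) and 59.2% in T. ambiguus (32889). Of contigs changed 2-fold it recovered 8.16% in T. americanus, 26% in T. duloticus and 20% in T. pilagens. In the hosts it recovered 2% in T. longispinosus, 0% in T. curvispinosus and 15.2% in T. ambiguus. It called 5 to 11 unchanged contigs per species, against 99 to 139 by the likelihood ratio test without the filter and 71 to 143 by DESeq2. The co-expression network, the functional enrichments and the ortholog groups of the paper were not analysed here, and no reference genome was used.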

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

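The tests on tags in contig names, on T. duloticus with 3 libraries per state (by both tests), on the spread between pools, on depth, on matches outside the insects and on calls made without the low-count filter were chosen after the result was seen. In all, 76 groups of 4 libraries were looked at for 1 library far from the others, 11 stood apart, and chance gives about 1 in 20.

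Hymenoptaecin, an antimicrobial peptide, reached 1540 CPM in T. americanus non-raiding replicate BR_434 (1.545 to 208.1 in the others of its group), 18.67 CPM in T. americanus raiding replicate DR_437 (0.3995 to 2.515) and 1222 CPM in T. duloticus raiding replicate DR_423 (4.57 to 114). Contigs with a microbe or plant match held 43.22 CPM in T. pilagens raiding replicate DR_686 (10.8 to 12.1), 2.69 CPM in T. longispinosus raiding replicate DR_430 (0.197 to 0.344) and 2.945 CPM in T. curvispinosus raiding replicate DR_414 (0 to 0.0596). In these hosts the authors called all such contigs lower in the kept raiding libraries, so the removed replicates DR_430 and DR_414 can stand apart by that choice. T. curvispinosus non-raiding replicate BR_411 had 88.95-million counts (20.2 to 31.1 in the others) and counts on 97.45% of contigs (70.2 to 74.5). T. americanus non-raiding replicate BR_436 had counts on 72.58% of contigs (90.6 to 91.7). The 10 highest contigs held 19% of counts in T. pilagens raiding replicate DR_687 (11.9 to 12.6) and 14.05% in T. ambiguus non-raiding replicate BR_690 (7.48 to 8.54).

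The first pattern is that T. duloticus and T. pilagens had more contigs higher in the non-raiding state, while T. americanus did not. In T. pilagens the tables argue against an assembly that took more contigs from single non-raiding libraries, since contigs of the joint assembly had a raiding share of 31.97% (Wilson interval 29.1 to 35.0), and against a few abundant contigs in the raiding libraries, since RLE size factors gave 31.08%. An exchange of the state labels, which would turn every direction, stays open, because 100% of the 12 tagged slavemaker libraries carry letters in their contig names that can be read as those of the other state, although no source explains the tags, the hosts' tags have the letters of the labelled state, and the paper gives the states as used here. Season, which the design changes together with state in slavemakers, also stays open as an untested biological difference.

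The second pattern is that the quasi-likelihood test called contigs in every slavemaker and in no host. Fewer kept libraries in hosts are argued against for T. americanus and T. pilagens, since with 3 libraries per state the slavemakers' second highest median count was still 167.5, and for T. duloticus they stay open by this test, with a median of 6.5 (3 to 121 over 16 choices) against 0 in T. curvispinosus, but not by the likelihood ratio test without the filter, which called at least 547 against 93. A larger spread between pools is argued against in T. ambiguus, whose biological coefficient of variation was at most 0.4785 without 1 library, under the lowest of T. duloticus (0.4937). With 3 libraries per state, where slavemakers had 0.4231 to 0.4808, it stays open in T. longispinosus (0.4826) and could add to the lack of calls in T. curvispinosus (0.5454). In simulated data the quasi-likelihood test recovered 36% and 33.3% of 4-fold changes in these hosts, against 40% in T. americanus. Called contigs of slavemakers had median changes nearer 2-fold. Of 2-fold changes it recovered 2% in T. longispinosus and 0% in T. curvispinosus. In T. americanus, T. duloticus and T. pilagens it recovered 8.16%, 26% and 20%. The test could thus rarely call a change of that size in these hosts. A lower depth is argued against in T. longispinosus, whose lowest library had 107.9% of the counts of the highest of T. pilagens. Thinned to the lowest totals of T. curvispinosus and T. ambiguus, T. pilagens with 3 libraries per state still had medians of 586.5 (382 to 800) and 676.5 (up to 973) called contigs. Without thinning the median was 583.5. This argues against depth in these hosts only for a contrast as strong as that of T. pilagens. T. duloticus, whose contrast was weaker and whose host is T. curvispinosus, was not thinned, so depth stays open for that pair. Other splits of the libraries called at most 1 contig in T. americanus (against 325 for the real states), 1 in T. duloticus (151) and 0 in T. pilagens (1105). In each, 1 of 35 splits, the real one, was as large. This argues against a chance division of the libraries as far as 35 splits can, and it cannot tell state from season. In hosts the real count of 0 makes all 35 splits of T. ambiguus (highest other 3) and all 10 of T. longispinosus (0) and T. curvispinosus (1) as large, which says nothing about chance.

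The third pattern is that 198 of 4088 contigs in the authors' deposited tables (4.84%) have at least 90% of their scaled counts in 1 library, of which 25 passed the low-count filter and none of these was called by edgeR's quasi-likelihood test. Reads of another organism in 1 pool are a candidate explanation for part of them, since of 58 contigs with a match outside the insects 17 (29.31%) rest on 1 library, against 2.84% of those with a match in Hymenoptera, but the match alone does not show where a read came from, so this stays open. Run here, the likelihood ratio test without a filter called 14.65% of them (29 of 198). The authors' tables, which give a likelihood ratio, list all 198, so the run here did not repeat the authors' settings. It therefore cannot decide whether that test without a filter was the source. No biological explanation was tested.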

How the results depend on the processing

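Depth and the number of pools limit these results, and the size of the change a species could show at its own spread is given by the simulated data. No paired analysis was run, because the labels give each library its own number and, although the paper pooled the same colonies across states, the numbers in the tags of contig names match for only 1 pair of libraries per species. Pairing the others would rest on the order of library numbers alone. All tests here therefore leave the shared colonies out of account. All alternatives set before the data were examined were run; 5 were added after the data were seen. Of the called contigs, 307 of 325 in T. americanus, 151 of 151 in T. duloticus and 1031 of 1105 in T. pilagens were also called by the likelihood ratio test without the filter, 324, 147 and 1084 by DESeq2 and 319, 145 and 1082 with RLE size factors. Those called in every fit without 1 library were 20, 29 and 202, and changes of sign in such fits numbered 0, 0 and 13. RLE size factors (323, 145, 1094) and no filter (266, 120, 951) gave counts within 1.5 times the main ones in T. americanus, T. duloticus and T. pilagens and 0 in the hosts. Among the alternative values for the 99 tested named contigs, 552 kept direction and side of the threshold, 26 no longer passed, 81 now passed and 2 changed direction, and among counts over lists 25 stayed within 1.5 times and 4 did not.

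In all, the likelihood ratio test called 1106 contigs in T. americanus, 936 in T. duloticus, 2054 in T. pilagens, 83 in T. longispinosus, 67 in T. curvispinosus and 300 in T. ambiguus. Without the filter it called 1115, 905, 1917, 177, 93 and 347, and DESeq2 1841, 1951, 2840, 100, 68 and 470. With all libraries 907 were called in T. americanus and 1747 in T. pilagens. The raiding share of T. americanus lay on the other side of equality at 37.16% by the likelihood ratio test, 41.79% without the filter, 41.28% by DESeq2 and 41.9% with all libraries. Its separation of states no longer passed with Euclidean distance (0.2407) or the 500 most variable contigs (0.4074). The difference in size of change between the states of slavemakers changed sign by the likelihood ratio test without the filter (0.0213) and in the authors' deposited table (0.72). Proteins shared by slavemakers in the non-raiding state numbered 149, 138 and 155 by the likelihood ratio test, without the filter and by DESeq2, 88 with all libraries and 168 in the authors' deposited table, and in the raiding state 53, 52, 54 and, in the authors' deposited table, 56. Those shared by hosts numbered 10, 12, 11 and, in the authors' deposited table, 15 in the raiding state, and in the non-raiding state 1 in the authors' deposited table. NADH dehydrogenase subunit 1 of T. pilagens changed direction with all libraries (4.41) and NADH dehydrogenase subunit 4 of T. americanus in a fit without 1 library (−3.13). The cause was not tested.

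Leaving out 1 library gave 22 (without raiding replicate DR_438) to 212 contigs (non-raiding replicate BR_434) in T. americanus, 35 (non-raiding replicate BR_420) to 196 (raiding replicate DR_424) in T. duloticus, 248 (raiding replicate DR_684) to 823 (non-raiding replicate BR_683) in T. pilagens, 0 in every such fit of T. longispinosus, 0 to 1 in T. curvispinosus and 0 to 5 in T. ambiguus. Raiding shares ran from 50 to 58.49% in T. americanus, 18.67 to 30% in T. duloticus and 21.77 to 33.63% in T. pilagens. The ANOSIM R ran from 0.1071 to 0.9259 in T. americanus, 0.4444 to 0.8519 in T. duloticus, −0.1667 to 0.3333 in T. longispinosus, −0.5 to 0.1667 in T. curvispinosus and 0.2407 to 0.6111 in T. ambiguus, and was 1 in every such fit of T. pilagens.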

Differences from the paper's values

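All settings used here were set before the data were examined, the adjusted p threshold is 0.05, and a value within 1.5 times the paper's is taken as close. The paper's text does not state a threshold for its DEGs. For T. americanus the paper reports 975 contigs and edgeR's quasi-likelihood test called 325, with close values by the likelihood ratio test (1106), the same test without the filter (1115) and all libraries (907), and not by DESeq2 (1841), RLE size factors (323) or no filter (266). In T. duloticus the paper has 890 against 151 here, with close values by the likelihood ratio test with (936) and without the filter (905), and not by DESeq2 (1951), RLE size factors (145) or no filter (120). T. longispinosus has 209 in the paper against 0, with a close value by the likelihood ratio test without the filter (177), and not by the likelihood ratio test (83), DESeq2 (100), RLE size factors (0), no filter (0) or all libraries (0). T. curvispinosus has 108 in the paper against 0, with a close value by the likelihood ratio test without the filter (93), and not by the likelihood ratio test (67), DESeq2 (68), RLE size factors (0), no filter (0) or all libraries (0). T. ambiguus has 380 in the paper against 0, with close values by the likelihood ratio test with (300) and without the filter (347) and DESeq2 (470), and not by RLE size factors (0) or no filter (0). No setting gave exactly the paper's count in any of these species.

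The chi-square for contigs higher in each state was computed here against an even split of the called contigs. The paper's counts do not give its values in that form, so these are unlike statistics and closeness is not judged. The paper has 20.9 in T. americanus, against 0.346 here by the quasi-likelihood test. Other settings gave 37.1 by the likelihood ratio test, 15.1 without the filter and 28.2 by DESeq2. RLE size factors gave 0.125, no filter 1.70 and all libraries 12.0. For T. duloticus the paper has 49.2, against 26.0 here by the quasi-likelihood test. There the likelihood ratio test gave 72.7, the same test without the filter 86.7 and DESeq2 27.3. RLE size factors gave 24.5 and no filter 23.7. On the share of contigs called in a slavemaker against its host, the paper's chi-square is 531.1 for T. americanus against 338 here, with a close value by the likelihood ratio test without the filter (725), and not by the likelihood ratio test (929), DESeq2 (1657), RLE size factors (336), no filter (277) or all libraries (950). With T. duloticus it is 1133.6 in the paper against 207 here, with close values by the likelihood ratio test with (1080) and without the filter (967), and not by DESeq2 (2484), RLE size factors (198), no filter (164) or all libraries (207). With T. pilagens it is 1916.8 in the paper against 1001 here, with close values by DESeq2 (1503) and all libraries (1594), and not by the likelihood ratio test with (1153) and without the filter (948), RLE size factors (991) or no filter (860).

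In other statements the direction or the call differs. The paper describes fewer genes up in raiding than in non-raiding workers for each slavemaker, and in T. americanus 170 contigs were higher and 155 lower here, although the likelihood ratio test with and without the filter, DESeq2 and all libraries had fewer higher than lower. The paper describes Trypsin-7 as lower in raiding slavemakers and higher in defending hosts throughout, and edgeR's quasi-likelihood test called it in T. duloticus, with log2 fold changes of −6.69 and −7.54. Of its 16 contigs the likelihood ratio test without the filter called 7 and DESeq2 4. The paper describes the desaturase as higher in raiding workers of the 3 slavemakers, and in T. pilagens its abundant contigs fell (−1.56 and −1.38) while 2 others rose (0.48 and 0.78), as they do in Table 1. The paper's supplement places Kelch higher in raiding T. pilagens, and the contig of Table 1 had −4.39 here, while both contigs of Kelch-like protein 10 were higher (0.76 and 1.06). The paper, which compared species by ortholog clusters, states that hosts share no DEG. Counted here by the same protein record, a different measure that can join related genes, the likelihood ratio test without the filter called 12 proteins, DESeq2 11 and the likelihood ratio test 10 in 2 hosts. By edgeR's quasi-likelihood test 0 were called. The paper describes larger changes in defense than before a raid in hosts, and by the likelihood ratio test without the filter this held in T. ambiguus (0.67, raiding minus non-raiding median) and not in T. longispinosus (−0.22) or T. curvispinosus (−0.26). By DESeq2 it held in T. longispinosus (1.38) and T. ambiguus (0.36) and not in T. curvispinosus (−2.25). The supplement describes respiratory genes as lower in raiding slavemakers and in defending hosts. In slavemakers 3 of 12 tested contigs were lower and none higher, and no host contig of this list was named in the authors' deposited tables. The supplement describes hymenoptaecin as changed in T. duloticus, T. pilagens, T. americanus and T. ambiguus, and edgeR's quasi-likelihood test called it in none, while the likelihood ratio test without the filter called contigs of it in T. duloticus and T. ambiguus and DESeq2 in these and T. americanus. Of the 43 contigs of Table 1, the quasi-likelihood test called 10, the likelihood ratio test without the filter 29 and DESeq2 25. None of the log2 fold changes compared with the paper's differs in sign. The authors' deposited tables list 955 contigs for T. americanus and 820 for T. duloticus.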

Other observations

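In raiding T. americanus several metabolic enzymes fell that the text has not yet described, and the proteins and organisms named here were picked after the results were seen. Kynurenine/alpha-aminoadipate aminotransferase, an enzyme of tryptophan and lysine breakdown, went from 167 ± 106 CPM (SD, n = 4) to 4.69 ± 1.90 (SD, n = 3), a log2 fold change of −5.15 (SE 0.58, edgeR adjusted p = 0.0111; called in 4 of 7 fits without 1 library). Mucin-1, named for a protein of mucus, fell from 111 ± 29.5 to 12.0 ± 3.55 CPM (−3.20, SE 0.28, edgeR adjusted p = 0.00598; called in 6 of 7), and ornithine decarboxylase 2, the first enzyme of polyamine synthesis, by 3.11 (SE 0.29, edgeR adjusted p = 0.00649; called in 6 of 7). A contig of alpha-tocopherol transfer protein, a carrier of vitamin E, rose from 1.23 to 54.0 CPM (5.73, SE 0.77, edgeR adjusted p = 0.0204; called in 2 of 7), and a Serine/threonine/tyrosine-interacting protein, a pseudophosphatase, rose by 1.92 (SE 0.17, edgeR adjusted p = 0.00615; called in 7 of 7). In raiding T. duloticus protein takeout, tied to feeding and the clock in flies, rose from 23.0 ± 15.3 to 158 ± 53.8 CPM (2.78, SE 0.45, edgeR adjusted p = 0.0498; called in 1 of 8), and putative nuclease HARBI1 fell by 2.03 (SE 0.25, edgeR adjusted p = 0.0178; called in 6 of 8). Delta-1-pyrroline-5-carboxylate synthetase, an enzyme of proline synthesis, fell by 1.20 in T. duloticus and by 1.18 in T. pilagens. In T. pilagens 4-coumarate--CoA ligase 1, of the family of acyl-activating enzymes, fell by 2.50 (SE 0.29, edgeR adjusted p = 0.00793; called in 7 of 7).

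More contigs meet the rule for naming. In T. americanus they are serine/threonine-protein kinase SIK2 (log2 fold change −2.97), alpha-amylase 4N (−2.67), hexaprenyldihydroxybenzoate methyltransferase (−2.35), myotubularin-related protein (−2.22) and phosphoenolpyruvate carboxykinase (−1.93), which fell, and OV-16 antigen (1.77), sorbitol dehydrogenase (2.18), putative cytochrome P450 304a1 (2.25) and fatty acid-binding protein-like protein (2.72), which rose (edgeR adjusted p = 0.00598 to 0.046). In T. duloticus serine protease nudel (−1.85), mediator of RNA polymerase II transcription subunit 1 (−1.78), alpha-amylase 1 (−1.64) and retinoid-inducible serine carboxypeptidase (−1.59) fell, and phosphoglycolate phosphatase (0.77) rose (edgeR adjusted p = 0.0159 to 0.0303). In T. pilagens cytochrome P450 4C1 (−3.37) and mite allergen Der p 3 (−2.86) fell, and protein phosphatase 1 regulatory subunit 3C (2.54) and prostatic acid phosphatase (3.34) rose (edgeR adjusted p = 0.0103 to 0.0492). Of the contigs in this paragraph, only the methyltransferase was called in every fit without 1 library.

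The remaining lists held few changes, all on contigs the study chose, and no host contig changed by edgeR's quasi-likelihood test. Of translation factors 1 of 5 tested slavemaker contigs rose and 1 fell (1 and 4 when adjusted over the list alone), of venom proteins 1 of 8 rose and 1 fell (3 and 5 when adjusted over the list alone), and of storage proteins 0 of 1 changed (1 lower when adjusted over the list alone). None of 2 contigs of mobile elements changed (1 higher and 1 lower when adjusted over the list alone), and the heat shock and virus lists had 0 contigs, since protein lethal(2)essential for life, a small heat shock protein, does not carry the words searched for. Of the paper's other named genes 3 of 19 rose and 1 fell (9 and 10 when adjusted over the list alone), and of contigs matched to insects outside Hymenoptera 5 of 17 rose and 3 fell (10 and 7 when adjusted over the list alone). Contigs matched to other animals had 2 of 8 higher (4 and 4 when adjusted over the list alone), and those matched to bacteria, fungi and plants 0 of 8 (2 higher and 6 lower when adjusted over the list alone). In hosts, adjusted over the list alone, 2 of 2 storage proteins and 2 of 2 venom proteins were higher, as were 5 of 6 contigs matched to other animals, 5 of 7 matched to other insects and 4 of 6 of the paper's other genes.

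In the authors' deposited tables, T. duloticus has 4 contigs matched to the house dust mite Dermatophagoides pteronyssinus, which held 907 counts (26.7 CPM) in non-raiding replicate BR_420, 1 count in replicate BR_419 and 0 in every other library of the species, and which are the contigs of respiratory genes given above as matching a mite. For T. longispinosus the authors' deposited table has 14 contigs, 10 of them ribosomal proteins, matched to the fungus Mucor circinelloides, with 1275 counts (61.0 CPM) in non-raiding replicate BR_426, 120 in replicate BR_428, 10 in replicate BR_427, 0 or 1 in the kept raiding libraries and, among the removed ones, 45 in raiding replicate DR_430 and 1 in non-raiding replicate BR_425. For T. americanus it has 3 contigs matched to the bacterium Pseudoalteromonas, at 54.1, 6.68, 86.9 and 52.7 CPM in non-raiding replicates BR_433 to BR_436 and 2.58, 2.33, 1.36 and 1.66 CPM in raiding replicates DR_437 to DR_440. These are matches by name, which the paper's text does not discuss.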
